# DNA glycosylases Ogg1 and Mutyh influence gene expression of PRC2 targets associated with cognition

**DOI:** 10.1007/s00018-025-05730-9

**Published:** 2025-08-08

**Authors:** Andreas Abentung, Teri Sakshaug, Rabina Dumaru, Nina-Beate Liabakk, Mingyi Yang, Junbai Wang, Magnar Bjørås, Katja Scheffler

**Keywords:** DNA glycosylase, PRC2, Epigenome, Transcription, Cognition

## Abstract

Base excision repair, initiated by DNA glycosylases, preserves genomic integrity by removing damaged bases. DNA glycosylases Ogg1 and Mutyh were shown to alter the hippocampal transcriptome independently of DNA damage repair. However, the role of DNA glycosylases as transcriptional regulators and their involvement in cognition remain unclear. Here, we combine transcriptomic and epigenomic analyses of the hippocampus in mice deficient in DNA glycosylases. We report that the combined deficiency of Ogg1 and Mutyh impairs spatial long-term memory. Mechanistically, Ogg1 and Mutyh modulate DNA methylation of polycomb repressive complex 2 (PRC2) target genes. PRC2 occupancy and associated histone post-translational modifications depend on Ogg1 and Mutyh in neurons and glia. These epigenetic changes correlate with cell-type specific differences in gene expression of PRC2 targets. Finally, human genetic data link DNA glycosylase-regulated genes to cognitive function, highlighting a novel role for Ogg1 and Mutyh in modulating the epigenome to control transcriptional responses relevant for brain-related diseases.

**Graphical Abstract:**

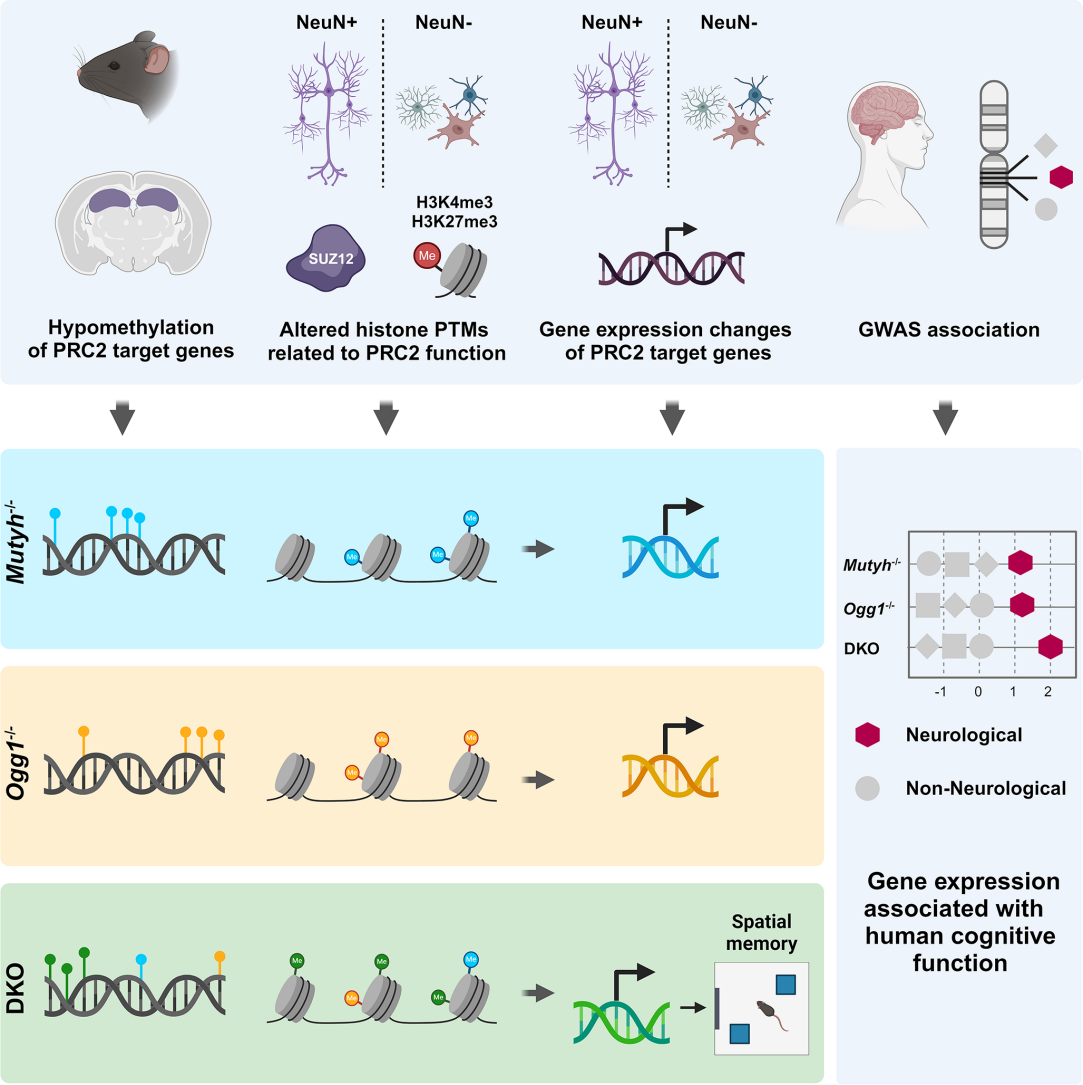

Created in BioRender. Scheffler, K. (2025). https://BioRender.com/jwscej4.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-025-05730-9.

## Introduction

The canonical functions of DNA repair play an essential role in maintaining genomic integrity and stability across organisms [1]. Genomic instability caused by an accumulation of DNA damage is a hallmark of aging [2] and has been linked to DNA mutations, altered gene expression and cognitive impairment in the human brain [3, 4]. Due to its high metabolic rate, high transcriptional activity and long lifespan, brain cells are highly susceptible to DNA damage [5]. Consistently, mutations in DNA repair genes and impaired DNA repair pathways are associated with pre-mature aging and various neurodegenerative diseases [6, 7]. Base excision repair (BER) initiated by DNA glycosylases is the major pathway for removal of oxidized bases in the DNA [8]. Given its low redox potential, the DNA base guanine is particularly susceptible to oxidation, leading to the formation of the pre-mutagenic base lesion 8-oxoguanine (8-oxoG) [9]. 8-oxoG DNA glycosylase 1 (Ogg1) recognizes and facilitates the removal of 8-oxoG within the genome through BER [8, 10]. Adenine DNA glycosylase (Mutyh) excises mis-incorporated adenine opposite of 8-oxoG during replication, allowing Ogg1 to remove 8-oxoG after insertion of the correct base [11].

Emerging evidence indicates that DNA glycosylases may have additional functions beyond canonical DNA repair by altering the epigenetic landscape and thereby regulating transcription [12]. In the mouse brain, Ogg1 and Mutyh regulate gene expression related to learning and memory independent of global accumulation of 8-oxoG [13]. In line with these findings, catalytically inactive Ogg1 promotes pro-inflammatory gene expression in other cell-types, highlighting the significant role of DNA glycosylases beyond 8-oxoG repair [14]. Moreover, several DNA glycosylases were identified as potential readers of epigenetic DNA modifications [15, 16] and have been implicated in active DNA demethylation [17, 18]. Additionally, DNA glycosylases have been shown to interact with several epigenetic modifiers such as DNA methyltransferases [19, 20], histone demethylases [21] and members of the polycomb repressor complex 2 (PRC2) [22].

It has also been demonstrated that 8-oxoG itself exhibits epigenetic-like properties by modulating gene transcription through its accumulation in promoter regions [23, 24]. Recent evidence indicates that both 8-oxoG and DNA glycosylases alter gene expression independently of one another [25]. Nevertheless, the molecular mechanisms through which DNA glycosylases affect brain health, particularly in relation to cognition, are still not fully understood.

In this study, we investigate the impact of Ogg1 and Mutyh on the epigenetic landscape in the adult mouse hippocampus. We show that loss of DNA glycosylases affects spatial but not associative long-term memory. Mechanistically, we demonstrate that Ogg1 and Mutyh influence gene expression by modulating DNA methylation levels at regulatory regions of predominantly PRC2 target genes, as well as histone modifications linked to PRC2 activity, in both neurons and glia. In human genetic data, we find genes regulated by DNA glycosylases to be enriched for common variants associated with cognitive function and brain-related diseases. Taken together, our results reveal a previously unrecognized role of DNA glycosylase beyond DNA repair by mediating gene expression important for higher human brain function and health.

## Materials and methods

### Animals

Mice were housed and bred at the Comparative Medicine Core Facility (Trondheim, Norway) in a 12-hour light/dark cycle with access to food and water *ad libitum* under standard laboratory conditions of 19–22 °C with air humidity of 50–60%. Ogg1 and Mutyh deficient C57BL/6N mice were used for all the experiments included in this study. Double knockout (DKO) mice were obtained by crossing *Ogg1*^*-\-*^ and *Mutyh*^*-\-*^ mice and wild type (WT) C57BL/6N mice were used as control groups. For all experiments 6 months old male mice were used. Mouse litters were genotyped using genomic DNA obtained from ear biopsies. All knockout strains have been previously described elsewhere [13].

### Contextual fear conditioning

Mice were handled 5 min for three days prior to the experiment. Contextual fear conditioning was performed in a 17 × 17 × 25 cm chamber with transparent walls and a metal rod floor (Ugo Basile, Fear Conditioning Animal System, 46001), cleaned with soap-water and illuminated to 150 lx, as previously described [26]. After a 120 s acclimation period, mice were conditioned with three presentations of a 0.60 mA scrambled foot shock, with a 120 s inter-shock interval. The mice were allowed to remain in the chamber for an additional 120 s following the last stimulus presentation. Short-term and long-term fear memories were assessed by re-exposing the mice for 300 s either 1 h or 24 h later to the conditioning chamber without the administration of a foot shock. Freezing was measured as an index of fear [27], defined as no visible movement except that required for respiration. Freezing time was scored and analyzed with Any-Maze software (Stoelting Europe) and converted to a percentage [(duration of freezing /total time) × 100].

### Flinch-jump test

Reactivity to the foot shock was evaluated in the same apparatus used for contextual fear conditioning. After a 120 s acclimation period, mice were subjected to a series of foot shocks with gradually increasing amperage (0.1 mA every 30 s) starting from 0.1 mA. Mice were scored for their first visible response to the shock (flinch), their first pronounced motor response (run or jump) and their first vocalized distress, as previously described [28].

### Novel object location

Animals were housed under a 12-hour reversed light/dark cycle for at least a week before the start of the paradigm. Prior to training, mice were handled 5 min for five consecutive days and then habituated to the experimental apparatus (50 × 50 × 30 cm open field area) for 5 min for three consecutive days in the absence of objects, as previously described [26]. During training, mice were placed into the experimental apparatus containing two identical objects (Duplo blocks) and allowed to explore for 10 min. Short-term and long-term retention tests were conducted by placing the mice back into the experimental apparatus for 10 min either 1 h or 24 h after training. To assess spatial object location-dependent memory, the placement of one familiar object remained unchanged whereas the other familiar object was moved and placed adjacent to a different corner inside the experimental apparatus. Exploration was scored when the head of the animal entered the virtual zone adjacent to the object. All training and testing trials were videotaped and analyzed with Any-Maze software (Stoelting Europe). The relative exploration time (t) was expressed as a percent discrimination index (D.I. = tnovel / (tnovel + tfamiliar) × 100%). Mean exploration times were then calculated and the discrimination indices between experimental groups were compared. Animals that explored each object for less than 3 s during training or explored both objects for less than 10 s total during testing were excluded from the analysis.

### Tissue collection

Animals were sacrificed by cervical dislocation and hippocampi were dissected, isolated, snap-frozen in liquid nitrogen and stored at − 80 °C until further use. All mice included in high throughput sequencing experiments were re-genotyped by using genomic DNA obtained from tail biopsies after being sacrificed.

### DNA isolation

Total DNA was extracted from snap-frozen hippocampi by using AllPrep DNA/RNA/Protein mini kit (Qiagen, 80004), according to manufacturer’s protocol. Frozen tissue was transferred to tubes with 1.4 mm stainless steel beads containing 350 ml buffer RLT and homogenized using a Roche MagNA Lyser rotor (5000 rpm, 10 s). Samples were further processed according to the respective protocol. DNA concentrations were measured by using a ND-1000 spectrophotometer (Nanodrop Technologies).

### Whole genome bisulfite-sequencing

Total DNA from two replicates of each genotype was sent to BGI Tech Solutions Co., Hong Kong. Bisulfite conversion, library preparation and DNA sequencing was performed by BGI as previously described [29]. Briefly, total hippocampal DNA was fragmented by sonication using a Bioruptor (Diagenode) to a mean size of approximately 250 bp, followed by blunt-ending and dA addition to 3’-end. Finally, adaptor ligation (in this case, with methylated adaptors to protect from bisulfite conversion) was performed according to the manufacturer’s instructions. Ligated DNA was bisulfite converted using the EZ DNA Methylation-Gold kit (Zymo research, D5005). After treatment with sodium bisulfite, unmethylated cytosine residues were converted to uracil whereas 5-methylcytosine (5mC) remains unaffected. Different insert size fragments were excised from the same lane of a 2% TAE agarose gel. Products were purified by using QIAquick Gel Extraction kit (Qiagen, 28704) and amplified by PCR. After PCR amplification, uracil residues were converted to thymine. Pooled libraries were sequenced (paired-end, 100 bp in length) on a BGISEG-500 sequencer with an average depth of 1.3 billion reads per sample.

### Fluorescence activated nuclear sorting (FANS)

Hippocampal nuclei were extracted, isolated and sorted as previously described, with some minor modifications [30]. In brief, snap-frozen hippocampi from 5 animals of the same genotype were pooled in 1 ml of low sucrose buffer [(0.32 M sucrose, 10 mM HEPES pH 8.0, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 0.1% Triton X-100, 1 mM DTT, 1x Complete EDTA free protease inhibitor cocktail (Roche, 11873580001) and 20 U/ml of RNase Inhibitor (Applied Biosystems, N8080119)]. All steps except the crosslinking were performed at 4 °C or on ice. Hippocampal tissue was homogenized by applying pestle “loose” and “tight” 40 times, respectively. For nuclei fixation, formaldehyde was added at a final concentration of 1% and the samples were incubated at room temperature for 10 min on a rotator. The crosslinking reaction was stopped by adding glycine to a final concentration of 125 mM for 5 min at room temperature. Nuclei were then pelleted by centrifugation, re-suspended and washed twice with 1 ml of low sucrose buffer. Subsequently, nuclei were purified through a sucrose cushion (10 mM HEPES pH 8.0, 1 M sucrose, 3 mM Mg(CH_3_COO)_2_, 1 mM DTT, 6 ml of cushion for 1.5 ml of lysate) by centrifugation at 3200 g for 10 min in a 15 ml Falcon tube. Afterwards, nuclei were re-suspended in nuclei buffer (PBS, 0.1% Tween 20 in PBS, 5% BSA, 1x Complete EDTA free protease inhibitor cocktail (Roche, 11873580001) and 20 U/ml of RNase Inhibitor (Applied Biosystems, N8080119)) containing 3% goat serum and cleared by filtering through a 40 μm cell strainer. The nuclei suspension was stored on 4 °C overnight. On the next day, nuclei were stained with anti-NeuN mouse antibody (Millipore, mab377) diluted 1:500 for 60 min at 4 °C. The samples were then washed twice with nuclei buffer containing 3% goat serum. Subsequently, the samples were stained for 60 min at 4 °C with a secondary antibody (Alexa 488, Life Technologies, A11001) diluted 1:1000. Nuclei were then washed twice with nuclei buffer and stored until sorting. Directly before sorting, nuclei were dissociated by passing them 10 times through a 25G needle and by filtering through a 40 μm cell strainer into ice-cold conical tubes containing 1.8 ml of filtered PBS-BSA (5%). Lastly, 2 µl of Vybrant™ DyeCycle™ Ruby (V10273, Life Technologies) was added to the nuclei suspension. Nuclei were sorted using an 85 μm nozzle on a FACSAria II (BD Bioscience). Nuclei selection was based on DyeCycle Ruby staining, singlet nuclei detection and NeuN + positive staining. Both NeuN stained (NeuN+) and unstained (NeuN−) fractions were collected. The average purity of the sorted nuclei exceeded 95%, yielding highly cell-type specific material. The NeuN positive population contains every neuron expressing NeuN endogenously, which are primary excitatory neurons as well as interneurons. NeuN negative cells consist predominantly of glial cells but also contains other cell-types. Flow cytometry data were analyzed and plotted by using FlowJo (BD Bioscience).

### Chromatin Immunoprecipitation (ChIP)

Sorted nuclei were pelleted by centrifugation at 3200 g for 15 min, transferred to Bioruptor Microtubes (Diagenode, C30010016) shearing tubes and carefully re-suspended in RIPA buffer (10 mM Tris-Cl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1% SDS and 1x Complete EDTA free protease inhibitor cocktail (Roche, 11873580001). Samples were incubated for 10 min at 4 °C and then sheared using a Bioruptor (Diagenode) 4 times at 5 cycles and followed by 2 cycles at 30″ ON/OFF high power. Samples were spun down in between every 5 cycles. Sheared chromatin was cleared by centrifugation at 10000 rpm for 10 min and the supernatant was stored in DNA low-binding tubes (Eppendorf, 022431021). To confirm the successful fragmentation of chromatin, DNA from a small aliquot of each sample was purified by phenol-chloroform extraction. The size of the DNA fragments was analyzed through gel electrophoresis on a 1.6% Agarose gel with GelRed^®^ nucleic acid stain (Biotium, 41003) and the DNA concentration was determined by a ND-1000 spectrophotometer (Nanodrop Technologies). The rest of the chromatin was snap-frozen and stored at 80 °C until further use. For chromatin immunoprecipitation, sheared chromatin was pre-cleared with BSA-blocked protein G magnetic beads (Dynabeads, Invitrogen, 10004D) for 1 h at 4 °C. For every ChIP-reaction the appropriate amount of chromatin, depending on the different antibodies, was used (Supplementary Table 1). ChIP-reactions were performed by overnight incubation on a rotating wheel at 4 °C in ChIP buffer (50 mM Tris-HCl at pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 20 mM EDTA, 1x Complete EDTA free protease inhibitor cocktail). As input control a 10% aliquot of each sheared chromatin sample was saved and stored at -80 °C. Subsequently, 30 µl of BSA-blocked protein G magnetic beads were added to each ChIP-reaction and the mixture was incubated on a rotator at 4 °C for 4 h. The chromatin-bead complexes were washed twice at 4 °C for 5 min at slow rotation (15 rpm) with ChIP buffer containing 0.1% SDS, twice with wash buffer (100 mM Tris-HCl pH 8.0, 500 mM LiCl, 1% NP-40, 1% sodium deoxycholate, 20 mM EDTA) and twice with TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). For reverse crosslinking, chromatin-bead complexes and 10% input controls were resuspended in 300 µl elution buffer (100 mM NaHCO_3_, 1% SDS) with 200 mM NaCl and incubated at 65 °C overnight. On the next day, the samples were treated with 1 µl of RNAse A (Thermo Scientific, EN0531) for 1 h at 37 °C. Subsequently, 6 µl 0.5 M EDTA and 1 µl Proteinase K (Roche, 3115828001) were added and the samples were incubated at 45 °C for 1 h. DNA was then purified by phenol-chloroform extraction and samples were eluted in 16 µl Tris buffer (10 mM Tris-HCl pH 8.0) in a DNA low-binding tube and stored at − 80 °C.

### ChIP-sequencing

DNA concentrations for ChIP reactions and inputs were determined by using a Qubit dsDNA HS Assay Kit (Thermo Fisher, Q32851). Library construction was performed by using QIAseq™ Ultralow Input Library Kits (Qiagen, 180492) according to manufacturer’s protocol. The final libraries were purified by using AMPure XP beads (Beckman Coulter, A63880) and eluted in 23 µl nuclease free water. DNA fragment size was determined by using an Agilent 2100 Bioanalyzer and the concentration of the final libraries was measured with a Qubit dsDNA HS Assay Kit (Thermo Fisher, Q32851). Libraries were further validated by qPCR using a KAPA Library Quantification Kit (Roche, KK4824) and pooled before being sequenced. Sequencing (single-end, 75 bp) was performed at the Genomic Core Facility (GCF, Trondheim) using an Illumina NextSeq500 sequencer with an average depth of 20 million reads per sample.

### Nuclear RNA-sequencing

Hippocampal nuclei were pooled from 3 animals per genotype. Nuclear RNA of NeuN + and NeuN- nuclei was isolated by using the RNeasy^®^ FFPE Kit (Qiagen, 73504) according to manufacturer’s protocol. RNA concentration and quality was determined using Qubit RNA Assay Kits (Thermo Fisher, Q32852 and Q10210) and an Agilent 2100 Bioanalyzer, respectively. Libraries were prepared by using a SMARTer^®^ Stranded Total RNA-Seq Kit (Takara, 634485) according to the manufacturer’s instructions. Libraries were pooled and sent to BGI Tech Solutions Co., Hong Kong. Sequencing (paired-end, 100 bp) was performed using a MGISEQ2000 sequencer with an average depth of 50 million reads per sample.

### Genomic data processing

#### Bisulfite-seq data

After trimming and FastQC analysis, the clean GWBS data were aligned to the mouse reference genome GRCm38, followed by a separate extraction of genome-wide 5mC in the context of CG, CHG and CHH by using Bismark [31] (version 0.22.3). The 5mC count data was cleaned by filtering out low reads of coverage < 4 in each cytosine. The differentially methylated regions (DMRs) were identified by HMST-Seq-Analyzer [32]. In brief, methylation regions were extracted from predefined genomic areas (e.g. TSS, TES, and gene body) and DMRs were predicted by robust statistical tests (Wilcoxon rank-sum test) between samples. The parameter setting was set to default for gene feature regions, requiring at least 3 mC sites in the TSS and TES, 5mC sites in the gene body, and a maximum distance of 200 bp between adjacent mC sites within a region. Since HMST-Seq-Analyzer is only suited for two sample comparison: replicates of all knockouts (KO1, KO2) were compared to both replicates from WT control samples. The common DMRs among the 4 pair-wise comparisons were defined as the true DMRs. The methylation difference is presented as relative ratio (rratio), which is defined by: < methylation level in KO>– < methylation level in WT> ) / < mean methylation of KO and WT>. DMRs were filtered by rratio > 0.1 as common hyper, and by rratio < -0.1 as common hypo. The methylation profile plots were generated by ggplot2 (version 3.4.0) using the default smoothing method of auto detection in R package. Analysis of upstream regulators of DMRs was done using Ingenuity Pathway Analysis (IPA; Qiagen) and PRC2 gene lists were exported for profile plots in ggplot2.

#### ChIP-seq data

All datasets were quality assessed using FastQC and FastQ Screen. Fastq reads were aligned to the GRCm38/mm10 genome using Bowtie2 [33] and files were processed using samtools [34]. Visualization of bigwigs for genome tracks and profile plots were generated from bam files using deepTools [35]. Correlation heatmap and profile plots were generated using deepTools and profile plot values were exported and analyzed using Graph Pad Prism (GraphPad Software, Inc., La Jolla, CA, v10). Peak calling was performed using epic2 [36] with an FDR cutoff of 0.05. Window and gap sizes were 100 bp, 3 gaps for H3K4me3, 200 bp and 3 gaps for H3K27me3 and 50 bp, 2 gaps for Suz12. Reads were counted over consensus peaks, which were defined as peaks present in at least two of three replicates, using the Bioconductor package DiffBind (v.3.10.1) in R (v.4.3.2). Differential enrichment analysis was performed using edgeR (v.3.42.4) between genotypes. Differentially enriched regions (DERs) were annotated to the closest gene and assigned to genomic features using ChIPseeker [37] (v1.36). Volcano plots were generated using the Bioconductor package EnhancedVolcano (v. 1.18.0) in R where differentially enriched regions were defined as having a p-value < 0.05 and an absolute log2FC > 0.5. Pathway analysis for DERs was performed using IPA (Qiagen), pathway heatmaps were made using GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, v10) and all Venn diagrams were made using Venny [38]. RPKM values were counted over all DERs using DiffBind and exported to Perseus [39] where values were z-scored and clustered using average linkage and Euclidean distance.

#### RNA-seq data

RNAseq datasets were quality assessed using FastQC and FastQ Screen before processing. Paired-end reads were aligned to the GRCm38/mm10 genome using Hisat2 [40] and files were processed using samtools [34]. Visualization of bigwigs for genome tracks were generated from bam files using deeptools [35]. Quantification of properly aligned read pairs was done using the Rsubread package [41] in R (v.4.3.2) and the Ensembl GRCm38 release 102 annotation. Bioconductor package edgeR [42] (v. 3.42.4) was used to normalize counts across libraries and FPKMs were exported for plotting. Identification of differentially enriched genes (DEGs) between genotypes was performed using edgeR where DEGs were defined as having an FDR < 0.05 and an absolute log2FC > 0.5. Volcano plots were created in R using the Bioconductor package EnhancedVolcano (v. 1.18.0) and genotypes were overlayed using Adobe Photoshop. Heatmaps were generated from FPKMs of DEGs using Perseus [39] where rows were z-scored and hierarchical clustering was performed using average linkage and Euclidean distance. Pathway analysis of DEGs was done using Ingenuity Pathway Analysis (IPA; Qiagen) and heatmaps were made using GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, v10). All Venn diagrams were made using Venny [38].

#### PRC2 overrepresentation analysis

PRC2 gene lists were obtained from ChIP Atlas [43]. Lists for target genes of Suz12, Eed and Ezh2 in mus musculus were used ± 1k from TSS. Lists were filtered for mean peak signal score ≥ 25 and compared to differential analysis result lists from RNA, ChIP and methylation. The expected fraction was calculated as the number of PRC2 genes (*n* = 8507) over the number of all genes (*n* = 55204) and the observed fraction was calculated as the number of PRC2 differentially enriched genes over the number of total differentially enriched genes for each individual comparison. The observed/expected ratio was then calculated as the observed fraction over the expected fraction. P values were determined using Fishers exact test.

#### Correlation analysis

Log2FPKM values from RNA-seq were calculated from the normalized count matrix with edgeR correcting for gene length. Transcription start sites (TSS) for all genes in the RNA count matrix were extracted from biomaRt in R and ChIP-seq reads were counted over 1000 bp bins centered on the TSS using bedtools (v2.27.1). CPMs were calculated using edgeR and log2 read values were used to compute Pearson’s correlation coefficient and generate scatterplots using the R CRAN package ggpubr/ggplot2 (v.0.6/v.3.5).

#### MAGMA gene set analysis

The gene set analysis tool MAGMA (v.1.10, de Leeuw, 2015) was utilized to compare genetic marker ensembles of human phenotypes to the RNA-seq results. First SNPs were annotated to genes using the GRCh37 (100 kb upstream, 20 kb downstream). Gene sets were created from genes showing a fold-change beyond ± 0.2 and a P. value ≤ 0.05 in KOs compared to WT. 

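With the fold change read on the log2 scale, these limits (beyond 0.2 in either direction and an unadjusted p of at most 0.05 from the quasi-likelihood test) selected 4335 genes in Mutyh-/-, 2761 in Ogg1-/- and 2985 in DKO of NeuN+, and 3347, 2952 and 3196 genes in NeuN-. Uniform p-values would be at most 0.05 in 1507 of the 30132 tested genes of NeuN+ and in 1593 of the 31863 of NeuN-, whereas groups that mix genotypes gave more under the same limits in some cases, up to 3536 genes in NeuN+ and 3137 in NeuN- when the libraries of WT and Mutyh-/- were split otherwise. The selected genes were more often lower than higher in NeuN+, by 2241 to 2094 in Mutyh-/-, 1734 to 1027 in Ogg1-/- and 1857 to 1128 in DKO. In NeuN-, 1778 were lower and 1569 higher in Mutyh-/-, 1482 lower and 1470 higher in Ogg1-/-, and 1494 lower and 1702 higher in DKO. Read as a ratio over 1.2 or under its inverse, the fold limit gave 3441 genes in Mutyh-/- of NeuN+, and leaving out Mutyh-/- replicate 3 gave 5573, the largest shift of that number.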

Mouse genes were annotated to human using a combination of biomaRt (v. 2.56.1) and NCBI tools (datasets version 16.26.0) where on average 88.3% of genes across all gene sets were mapped to human orthologs. Summary statistics for GWAS data was obtained for cognitive performance [44] based on 257,828 individuals, intelligence [45] based on 269,867 individuals, hippocampal volume [46] based on 21,297 individuals, bipolar disorder [47] based on 398,495 individuals, stroke [48] based on 524,354 individuals, dementia [49] based on 362,647 individuals, autism spectrum disorder [50] based on 18,382 individuals, and type 2 diabetes [51] based on 659,319 individuals. Gene-wise metrics were calculated for each gene in the GWAS data using the SNP-wise mean model, which aggregates SNP-level association statistics using the mean of all SNPs mapped to the same gene. These metrics are then adjusted for linkage disequilibrium using the European panel of the 1000 Genome data as a reference panel producing a gene-level p-value within the GWAS dataset. Competitive gene set analysis was then performed testing the association of genes within the KO gene sets to genes within the GWAS datasets to identify a stronger association with phenotype associated genes over non-associated genes.

### Statistical analysis

Statistical analysis was conducted as indicated in the figure legends using GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, v10). Statistical significance was determined by two-tailed Student’s t-test and one-way ANOVA with Šídák´s multiple comparison test. Data represents mean ± SEM of at least three independent biological replicates. No statistical methods were used to predetermine sample size. The data distribution was assumed to be normal, but it was not formally tested.

## Results

### Loss of DNA glycosylases impairs spatial but not associative long-term memory

To explore a potential involvement of DNA glycosylases Ogg1 and Mutyh in the regulation of short- and long-term memory, we employed DNA glycosylase-deficient mice, which have previously been characterized [13]. First, we subjected 6 months old male wild type (WT), single- (*Ogg1*^*-/-*^ or *Mutyh*^-/-^) and double-knockout (*Ogg1*^-/-^ x *Mutyh*^-/-^, DKO) mice to contextual fear conditioning (CFC), a hippocampus-dependent paradigm for associative learning (Fig. 1A). DNA glycosylase-deficient mice exhibited typical behavioral and physiological reactions during fear conditioning by displaying a normal response to electric foot shock exposure (Supplementary Fig. 1A) and normal fear acquisition (Supplementary Fig. 1B). Short-term and long-term contextual fear memory, assessed 1 h and 24 h after training respectively, remained unaffected in DNA glycosylase-deficient mice (Fig. 1B i and ii), suggesting that DNA glycosylases are not required for the consolidation of associative memories.

**Fig. 1:**
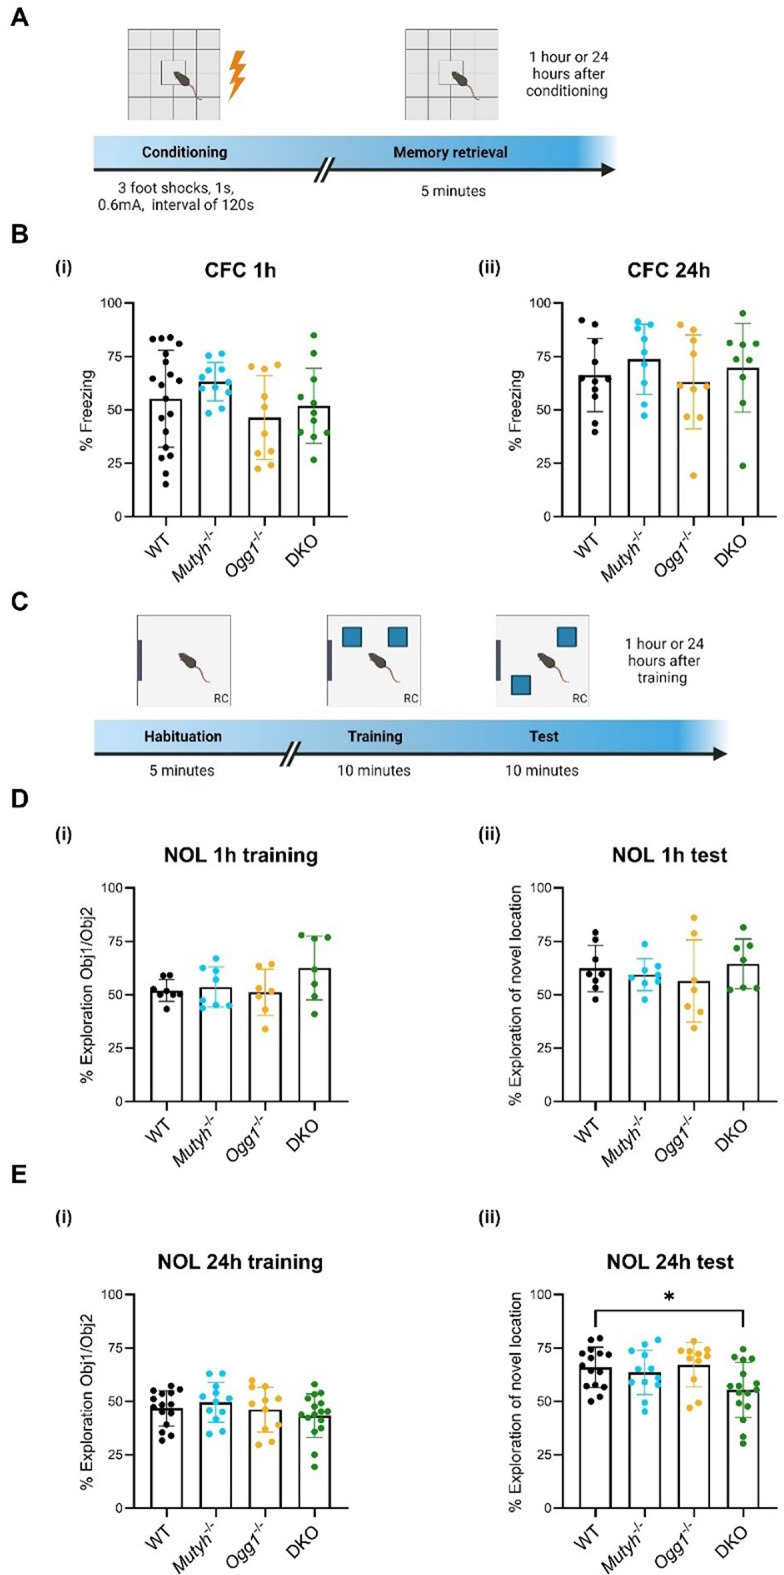
Loss of DNA glycosylases impairs spatial but not associative long-term memory (**A**) Experimental design of the contextual fear conditioning (CFC) paradigm. (**B**) Performance in the CFC task measured as freezing 1–24 h after training. At the 1 h (i) as well as at the 24 h (ii) training fear expression test *Mutyh*^-/-^, *Ogg1*^-/-^ and DKO mice showed similar levels of freezing when compared to wild-type (WT) (WT, *n* = 19; *Mutyh*^-/-^, *n* = 11; *Ogg1*^-/-^, *n* = 10; DKO, *n* = 11). (**C**) Experimental design of the novel object location (NOL) memory test. (**D**) (i) DNA glycosylase deficient and WT mice exhibited a similar preference for both objects during training. (ii) *Mutyh*^-/-^, *Ogg1*^-/-^ and DKO mice showed similar preference for the novel location and for the familiar location at the 1 h memory retention test compared to WT (WT, *n* = 8; *Mutyh*^-/-^, *n* = 8; *Ogg1*^-/-^, *n* = 7; DKO, *n* = 7). (**E**) (i) DNA glycosylase deficient and WT mice showed a similar preference for the two objects during the training phase. (ii) DKO mice exhibited impaired long-term location memory by spending less time exploring the novel object at the 24 h memory retention test compared to WT mice (WT, *n* = 15; *Mutyh*^-/-^, *n* = 12; *Ogg1*^-/-^, *n* = 11; DKO, *n* = 16). The relative exploration time is expressed as a percent discrimination index (D.I. = tnovel location / (tnovel location + tfamiliar location) × 100%). Data are presented as mean ± SEM, n values refer to the number of mice, *p < 0.05

Next, we monitored WT, single-knockout and DKO mice in a novel object location (NOL) memory task (Fig. 1C). All mice displayed identical travel distances, indicating that motor function is not compromised in DNA glycosylase-deficient mice (Supplementary Fig. 2A). During the training phase, none of the genotypes showed a significant preference in percentage exploration time (Fig. 1D i and Fig. 1E i) and head entries (Supplementary Fig. 2B) for either object, suggesting that there is no evident bias towards one of the objects. In the memory retention test conducted 1 h after training, DNA glycosylase-deficient mice exhibited similar exploration of the novel object as WT, indicating that the loss of Ogg1 and/or Mutyh does not impair short-term memory (Fig. 1D ii). However, in the memory test conducted 24 h after training DKO mice exhibited a significant decrease in the exploration of the novel object location when compared to WT (Fig. 1E ii). Consistently, DKO mice exhibited no difference in head entries between the familiar and novel object location during the 24 h test (Supplementary Fig. 2C). This finding further supports the observation that DKO mice showed less interest in exploring the novel object location compared to other genotypes, indicating a memory deficit. Overall, our results suggest that both Ogg1 and Mutyh are required for long-term spatial memory that relies on spontaneous exploratory behavior.

### DNA glycosylases alter DNA methylation of polycomb repressive complex 2 (PRC2) target genes

Given that DNA glycosylases have previously been associated with DNA methylation [15, 16] and DNA methylation in the brain has been identified as a key regulator of memory consolidation [52, 53], we next asked whether Ogg1 and Mutyh affect memory formation by modulating DNA methylation.

We therefore performed whole-genome bisulfite sequencing (WGBS) on hippocampal DNA from 6 months old male WT and DNA glycosylase deficient mice to map single-cytosine methylation (5-methylcytosine, 5mC) levels genome-wide. Global mapping of 5mC to genomic locations revealed similar patterns between genotypes (Fig. 2A). However, CG methylation surrounding 5´ transcription start sites (TSS) were lower in *Ogg1*^-/-^ and *Mutyh*^-/-^ mice, whereas at gene bodies and transcription end sites (TES) CG methylation was reduced for both single knockout and DKO mice when compared to WT.

Next, we identified differentially methylated regions (DMRs) at specific genomic regions between DNA glycosylase deficient mice and WT hippocampus (Fig. 2B). We found 1542 regions with differential methylation in *Mutyh*^-/-^, 1279 regions in *Ogg1*^-/-^, and 1548 regions in DKO. Hypermethylated regions were predominantly located within gene bodies across all genotypes. However, the majority of DMRs across the genomic regions were hypomethylated. Interestingly, the highest percentage of hypomethylated regions was found at TSS, with up to 41% for both *Ogg1*^-/-^ and DKO (Fig. 2C). Subsequently, we examined whether DMRs identified at TSS, gene bodies, and TES would intersect among genotypes (Supplementary Fig. 3). The most notable overlap was detected for hypermethylated DMRs within gene bodies. The overlap for other DMRs across the genomic regions showed a moderate overlap between genotypes.

**Fig. 2:**
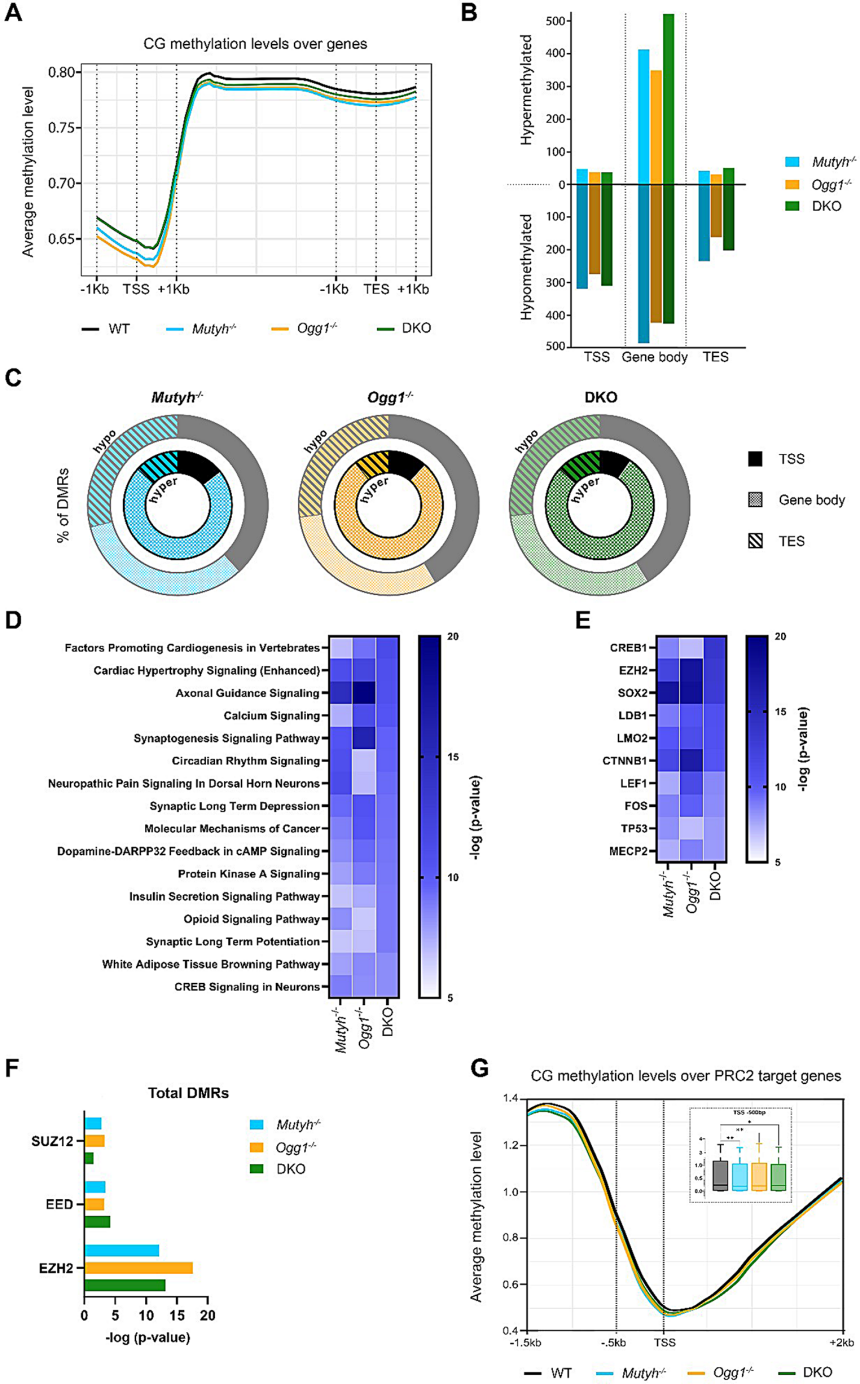
DNA glycosylases alter DNA methylation of PRC2 target genes. (**A**) Genome-wide average methylation level in the context of CG at transcription start site (TSS), gene body and transcription end site (TES). (**B**) Identification of differential methylation region (DMRs) and associated genes at TSS, gene body and TES. (**C**) Pie charts represent the percentage of hypomethylated (outer) and hypermethylated (inner) DMRs and associated genes at TSS, gene body and TES. (**D**) Pathways (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis of total DMRs. Upstream regulators (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis of (**E**) total DMRs and (**F**) total DMRs filtered for PRC2 subunits. (**G**) Average methylation level in the context of CG at the TSS of PRC2 target genes

To understand the biological relevance and functions of altered DNA methylation we mapped all DMRs to their nearby gene annotation and performed ingenuity pathway analysis (IPA). As spatial memory impairment was found exclusively in DKO but not in single knockouts, pathways were filtered based on their significant enrichment in DKO. Among the top 16 most significant pathways for single and DKO we identified an enrichment for pathways that are related to key neuronal functions including axonal guidance signaling, synaptogenesis signaling pathway, synaptic long-term depression and potentiation and CREB signaling in neurons (Fig. 2D). In addition, targets of several upstream regulators that are key components of the nervous system, including CREB1, SOX2 and FOS, were significantly enriched in DMRs (Fig. 2E). Interestingly, enhancer of zeste homolog 2 (EZH2), an enzymatic component of the Polycomb Repressive Complex 2 (PRC2), was also found among the candidates with the most significant enrichment. In a previous study, we discovered a significant overlap between differentially expressed genes (DEGs) identified in the hippocampus of Ogg1- and/or Mutyh-deficient mice [13] and genes marked by H3K27me3, an epigenetic modification mediated by PRC2. Therefore, we examined whether DMRs across all genotypes were enriched for genes targeted by additional PRC2 subunits. In fact, we observed a significant enrichment of the PRC2 subunits suppressor of zeste 12 (SUZ12) and embryonic ectoderm development (EED), in addition to EZH2, among total DMRs across all genotypes (Fig. 2F). We then mapped the methylation signal to the TSSs of all identified PRC2 target genes and found a significant decrease in methylation across all knockouts in the 500 bp window immediately upstream of TSSs (Fig. 2G). Taken together, these results indicate that loss of Ogg1 and/or Mutyh alters DNA methylation at regulatory regions of PRC2 target genes in the adult hippocampus.

### DNA glycosylases mediate histone post-translational modifications and Suz12 occupancy

Based on these findings, we investigated next whether DNA glycosylases influence PRC2 function. PRC2 is a chromatin-associated protein complex that catalyzes the methylation of mono-, di-, and trimethylation of lysine 27 on histone H3 (H3K27). PRC2-mediated H3K27me3 leads to gene silencing and transcriptional repression important for maintaining cell fate, normal cellular functions and organismal development [54]. The core PRC2 subunits, SUZ12, EED, and the methyltransferase EZH2 or its closely related homolog EZH1, are all required for the catalytic activity of the complex [55, 56]. In addition, PRC2 is involved in the establishment and maintenance of bivalent chromatin domains that typically feature H3K27me3 alongside the methylation of H3 lysine 4 (H3K4me3), an active mark associated with gene transcription [57]. Hence, we examined the deposition of histone post-translational modifications (PTMs) that are associated with PRC2 function and the binding of the PRC2 subunit SUZ12.

To decipher DNA glycosylase-dependent cell-type specific epigenetic changes, we used fluorescence activated nuclear sorting (FANS) for hippocampal tissue and sorted for NeuN-positive (NeuN+) neuronal and NeuN-negative (NeuN-) non-neuronal nuclei [30] (Fig. 3A). Cell-type specificity was confirmed by the purity of the sorted cell populations and by immunocytochemistry (ICC) conducted after sorting (Supplementary Fig. 4A and 4B). Next, we generated ChIP-seq datasets for H3K4me3, H3K27me3, and Suz12 from NeuN + and NeuN- nuclei across all genotypes for three independent replicates. Chromatin signatures of cell-type specific genes demonstrated a successful enrichment for NeuN + and NeuN- nuclei (Fig. 3B). For instance, the neuronal gene Rbfox3 showed high levels of the activation mark H3K4me3 in NeuN + nuclei, while in NeuN- nuclei H3K4me3 signals were mostly absent and instead an enrichment for the repressive mark H3K27me3 was found. We observed no differences in the global genomic distribution of H3K4me3 or H3K27me3 among genotypes in either neurons or non-neuronal cells (Fig. 3C). However, the global genomic distribution of Suz12 occupancy at TSS within a range of plus or minus 1 kilobase (kb) was decreased in both NeuN + and NeuN- nuclei for all genotypes compared to WT.

We then examined the enrichment of H3K4me3, H3K27me3 and Suz12 across specific gene regions to gain deeper insights into their potential regulatory roles. We identified in total 15,897 consensus peaks for H3K4me3 (12627 in NeuN + and 3270 in NeuN-), 5827 consensus peaks for H3K27me3 (4131 in NeuN + and 1696 in NeuN-) and 1087 consensus peaks for Suz12 (775 in NeuN + and 312 in NeuN-). The genomic annotation of all consensus peaks combined showed that the majority of H3K4me3 peaks were located in promoters for both NeuN + and NeuN- nuclei (Supplementary Fig. 5A). For H3K27me3 and Suz12, consensus peaks were mostly identified at promoter and distal intergenic regions, similarly in neurons and non-neuronal cells. However, H3K27me3 demonstrated the highest number of consensus peaks in promoters of non-neuronal cells whereas the majority of Suz12 consensus peaks were located in promoters of neurons. The genomic location of consensus peaks across genotypes revealed a similar genomic distribution (Supplementary Fig. 5B). Moreover, the cell-type-specific distribution of consensus peaks revealed that the majority of peaks for H3K4me3, H3K27me3, and SUZ12 were present in NeuN + nuclei, with only a subset of peaks being specific for NeuN- nuclei, which was consistent across all genotypes (Supplementary Fig. 5C). Hierarchical clustering analysis of read densities showed a strong correlation among H3K4me3, H3K27me3, and Suz12 across cell-types, demonstrating a high reproducibility between our ChIP-seq replicates (Supplementary Fig. 6A). In summary, our data is of high technical quality and indicates that the loss of DNA glycosylases does not impact the global genomic distribution of H3K4me3 and H3K27me3 but alters the global allocation of Suz12 at TSS.

**Fig. 3:**
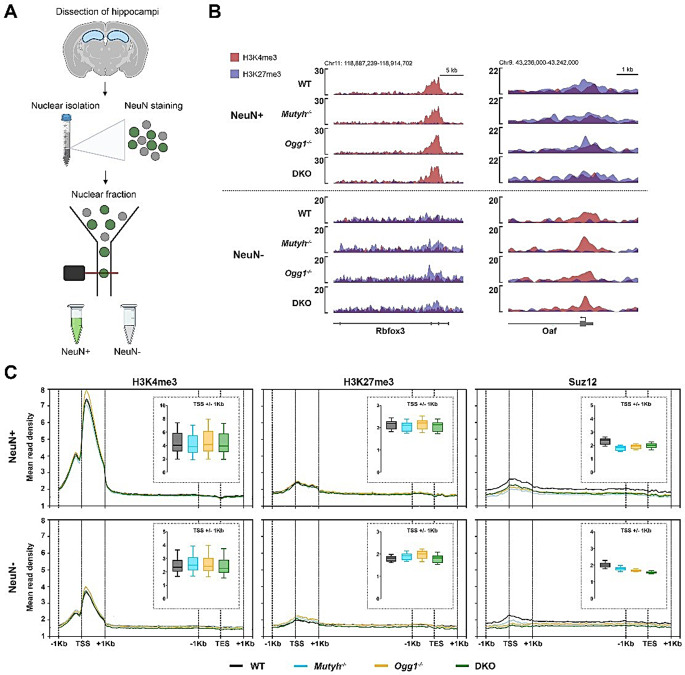
DNA glycosylases affect histone post-translational modifications and Suz12 occupancy in neurons and non-neuronal cells. (**A**) Experimental design for the isolation of cell-type specific nuclei used in next generation sequencing (NGS) approaches. (**B**) Confirmation of cell-type specific chromatin. Genome browser capture revealed an enrichment of representative H3K4me3 and H3K27me3 signals in NeuN + and NeuN- nuclei at a selected neuronal gene (Rbfox3) and a glial gene (Oaf). (**C**) Profile plots showing mean read distribution of H3K4me3, H3K27me3 and Suz12 over transcription start site (TSS) +/- 1000 bp, scaled gene body and transcription end site (TES) +/- 1000 bp. Boxplots represent the distribution of mean read density over the TSS +/- 1000 bp of all genes

### DNA glycosylases regulate PRC2 associated histone PTMs at genes associated with cognitive function

To uncover DNA glycosylase-specific alterations in histone PTMs and Suz12 occupancy, we identified differentially enriched regions (DERs) in our ChIP-seq datasets. In contrast to the global genomic distribution, we detected numerous region-specific alterations in histone PTMs and Suz12 occupancy (Fig. 4A). The total number of DERs for both over- and under-enriched regions were similar between single-knockouts and DKO mice for H3K4me3, H3K27me3 and Suz12, respectively (Supplementary Fig. 6B). On average, we identified 866 DERs for H3K4me3, 342 DERs for H3K27Me3, and 59 DERs for Suz12 across single-knockouts and DKO in both cell-types. The percentage of DERs revealed a similar distribution of over- and under enrichment in both NeuN + and NeuN- nuclei across all genotypes, indicating that both neurons and non-neuronal cells are affected by the loss of DNA glycosylases (Fig. 4B). Only for Suz12, we found a higher percentage of DERs for *Ogg1*^-/-^ and DKO in non-neuronal cells compared to neurons (Fig. 4B iii). Similar to changes in DNA methylation, we observed a moderate overlap of DERs between genotypes across cell-types (Supplementary Fig. 7). However, most of the DERs were still unique for each genotype, suggesting that histone

**Fig. 4:**
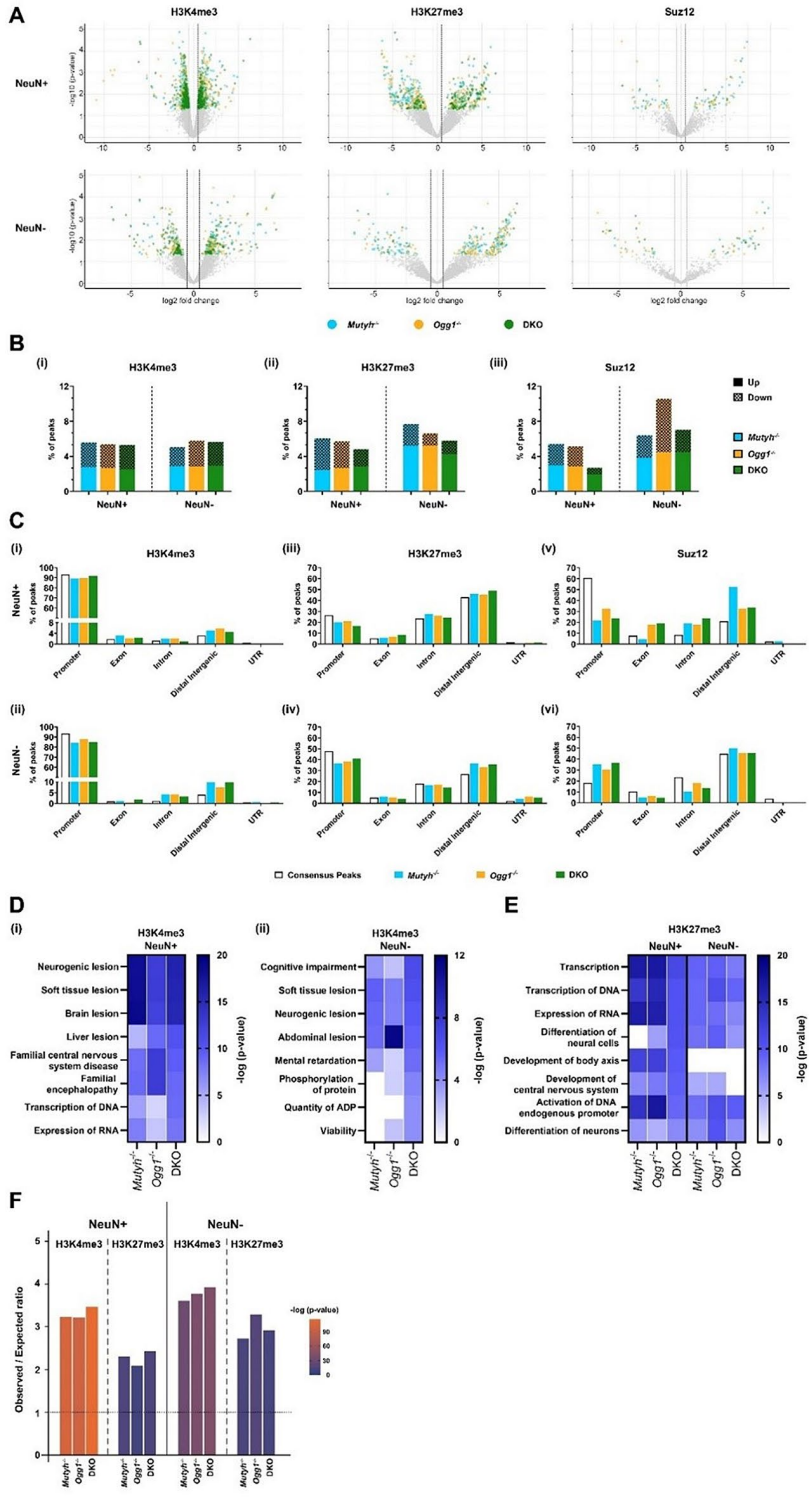
DNA Glycosylases mediate histone post-translational modifications associated with cognition in both neurons and non-neuronal cells. (**A**) Volcano plot representation of differential enriched regions (DERs) of H3K4me3 (i), H3K27me3 (ii) and Suz12 (iii) for NeuN + and NeuN- nuclei. (**B**) Percentage of DERs for H3K4me3 (i), H3K27me3 (ii) and Suz12 (iii) in either NeuN + or NeuN- nuclei across all genotypes. (**C**) Genomic annotations of DERs for H3K4me3 (i), H3K27me3 (ii) and Suz12 (iii) in either NeuN + or NeuN- nuclei of *Mutyh*^-/-^, *Ogg1*^-/-^ and DKO when compared to WT. (**D**) Disease and functions (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis of DERs for H3K4me3 in neurons (i) and non-neuronal cells (ii). (**E**) Most significant disease and functions (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis of DERs for H3K27me3 combined for neurons and non-neuronal cells. (**F**) Overrepresentation of PRC2 target genes in DERs of H3K4me3, H3K27me3 and Suz12 for NeuN + and NeuN- nuclei. Dashed lines indicate an observed / expected ratio ≥ 1

PTMs and Suz12 occupancy are mainly regulated differently by *Mutyh*^-/-^ and/or *Ogg1*^-/-^. Next, we analyzed the genomic distribution of DERs and found that in both NeuN + and NeuN- nuclei the majority of DERs for H3K4me3 were situated in promoter regions (Fig. 4C i and ii). In contrast, H3K27me3 DERs showed a more ubiquitous distribution and were located both at promoter regions and distal intergenic regions in NeuN + and NeuN- nuclei (Fig. 4C iii and iv). For Suz12 in neurons, we detected the highest number of DERs at distal intergenic regions across all genotypes (Fig. 4C v). In addition, we also found a high abundance of DERs at distal intergenic regions for Suz12 in NeuN- nuclei (Fig. 4C vi). Given that the majority of alterations for H3K27me3 also occurred at distal intergenic regions, these findings indicate a DNA glycosylase-dependent redistribution of Suz12, which consequently affects the genomic distribution of H3K27me3.

To comprehend the biological significance of differential H3K4me3, H3K27me3, and Suz12 occupancy, we mapped DERs to their nearby gene annotations and performed IPA (Fig. 4D and E). Since spatial memory impairment was only observed in DKO, pathways were ranked based on their significant enrichment in DKO. Among the most significant disease and function categories associated with H3K4me3 in neurons, pathways linked to various types of tissue damage, such as neurogenic lesions, soft tissue lesions, and brain lesions were identified across all genotypes (Fig. 4D I). Moreover, we found myelination signaling pathway and axonal guidance signaling as the top enriched canonical pathways in DKO (Supplementary Fig. 8A i). In non-neuronal cells, we found an enrichment of disease and functions associated with cognition including cognitive impairment and mental retardation (Fig. 4D ii). Unlike H3K4me3, the diseases and functions identified for H3K27me3 showed a strong overlap in both NeuN + and NeuN- nuclei. Interestingly, the majority of the top identified disease and functions were related to gene regulation including transcription, transcription of DNA, expression of RNA and activation of endogenous promoter in all genotypes (Fig. 4E). In non-neuronal cells, we identified synaptogenesis signaling pathway and activation of NMDA receptors and postsynaptic events as the highly enriched canonical pathways for H3K27me3, most significantly in DKO (Supplementary Fig. 8B ii). Because fewer DERs were identified for Suz12, representative pathway analysis could not be obtained.

To investigate whether PRC2 target genes are overrepresented in DERs of H3K4me3 and H3K27me3, we compiled a consensus list from publicly available ChIP-seq data in neuronal cells of Eed, Suz12 and Ezh2. The observed versus expected ratio showed a significant overrepresentation of PRC2 target genes in DERs of H3K4me3 and H3K27me3 for both NeuN + and NeuN- nuclei across all genotypes (Fig. 4F). Taken together, our data suggest that DNA glycosylase-dependent epigenetic changes are particularly prominent for PRC2 targets, which are associated with key functions and pathways relevant for cognition in both neurons and non-neuronal cells.

### DNA glycosylases mediate expression of PRC2 target genes important for neuronal function and signaling

Next, we examined whether DNA glycosylase-dependent epigenetic changes affect gene expression in a cell-type specific manner by performing nuclear transcriptome profiling of NeuN + and NeuN- nuclei from DNA glycosylase-deficient and WT hippocampus. 

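Hippocampal nuclei of male C57BL/6N mice aged 6 months were sorted with an antibody against NeuN, the neuronal nuclear protein encoded by Rbfox3, into a NeuN+ fraction of neurons and a NeuN- fraction that holds mainly glia. Nuclear RNA of each fraction was sequenced from 3 replicates of WT, Mutyh-/-, Ogg1-/- and the double knockout (DKO), which gave 24 libraries. The paper speaks of independent biological replicates. For this RNA it gives nuclei pooled from 3 animals per genotype, and its sorting methods give another number per pool. Whether a replicate is an animal, a separate pool or part of a pool is thus unclear. The SDs and tests here treat replicates as independent. The authors aligned the read pairs to GRCm38 with Hisat2 and deposited the number of properly aligned pairs that featureCounts assigned to each Ensembl gene, without normalization, for 55254 genes listed by symbol. In NeuN+, the total count per library ranged from 64759050 to 67220387 in WT (median 64817411), from 56563586 to 78760380 in Mutyh-/- (median 62539911), from 66147375 to 96192142 in Ogg1-/- (median 87328859) and from 71291148 to 81093906 in DKO (median 76704502). In NeuN-, it ranged from 64114727 to 92409869 in WT (median 80439126), from 77240297 to 81859063 in Mutyh-/- (median 80734498), from 56982273 to 69578076 in Ogg1-/- (median 65861446) and from 60250937 to 87940724 in DKO (median 60633583). The paper's stated average is 50 M reads per sample, whereas the deposited counts, on which the values here rest, averaged 72977636 per library. No pair of libraries of one group held the same counts, since at least 68.9% of genes differed in NeuN+ and at least 72.1% in NeuN-. The NeuN+ and NeuN- libraries were run on different sequencing lanes, so that lane and cell type cannot be told apart. Libraries were scaled with edgeR's TMM method, and genes with too few counts were left out with its filterByExpr function, which kept 30132 genes in NeuN+ and 31863 in NeuN-. The 4 genotypes of a cell type were fitted together, and genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds given in the paper, whose text does not name the edgeR test, the low-count filter or the strand setting of the counting. The biological coefficient of variation between replicates was 0.0823 in NeuN+ and 0.124 in NeuN-.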

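The RNA of the targeted genes was compared first. Ogg1, on chromosome 6 of GRCm38 from 113326972 to 113335068, had 3.04 ± 0.477 TMM-normalized CPM (counts scaled to a library of 1 M counts) in WT NeuN+ nuclei (SD, n = 3), 3.15 ± 0.197 in those labelled Ogg1-/- and 3.07 ± 0.130 in those labelled DKO. The log2 fold change against WT was 0.05 in Ogg1-/- (standard error 0.11, adjusted p = 0.916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.01 in DKO (standard error 0.11, adjusted p = 0.978). In NeuN-, Ogg1 had 6.71 ± 0.429 CPM in WT, 6.79 ± 0.344 in Ogg1-/- and 7.12 ± 0.857 in DKO, with log2 fold changes of 0.02 (adjusted p = 0.970) and 0.09 (adjusted p = 0.741). Differences in Ogg1 RNA between genotypes were thus smaller than the spread between replicates. Camk1, on the opposite strand from 113334124 to 113343984, overlaps the end of Ogg1, so the count of Ogg1 is uncertain. Camk1, whose count is uncertain for the same reason, was itself lower. Its log2 fold changes were -0.471 in NeuN+ and -0.583 in NeuN- of Ogg1-/-, and -0.547 and -0.585 in DKO. It was a DEG in NeuN- of Ogg1-/- and in both cell types of DKO. Mutyh, on chromosome 4 from 116807723 to 116819440, was higher in the libraries labelled as its knockout, against the direction of the label. In NeuN+, its level was 1.14 ± 0.0738 CPM in WT and 1.2 ± 0.141 in Ogg1-/-, but 10.1 ± 0.915 in libraries labelled Mutyh-/- and 9.08 ± 1.79 in those labelled DKO, log2 fold changes of 3.15 (standard error 0.15, adjusted p = 2.34e-08) and 2.99 (standard error 0.15, adjusted p = 3.06e-08). In NeuN-, Mutyh had 2.84 ± 0.233 CPM in WT, 3.42 ± 0.201 in Ogg1-/-, 10.3 ± 0.239 in libraries labelled Mutyh-/- and 8.68 ± 1.43 in those labelled DKO, with log2 fold changes against WT of 1.85 (adjusted p = 4.22e-05) and 1.61 (adjusted p = 1.04e-04). The counts cover whole genes and do not show from which exons the reads came, and genotype names below are those of the labels. With each replicate left out in turn, the log2 fold change of Mutyh in Mutyh-/- stayed between 3.09 and 3.22 in NeuN+ and between 1.79 and 1.91 in NeuN-.

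**Figure D1:**
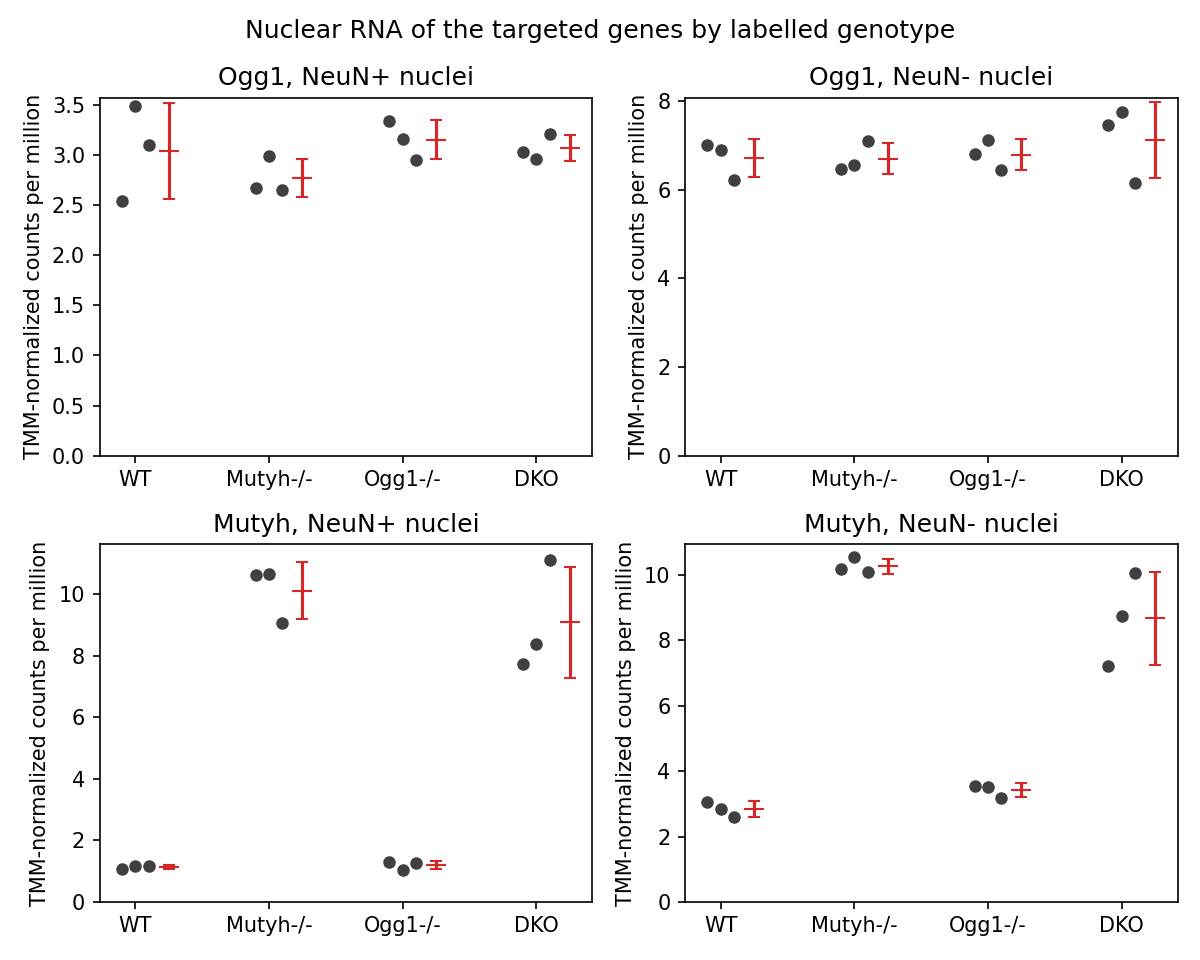
TMM-normalized CPM of Ogg1 (top) and Mutyh (bottom) in NeuN+ (left) and NeuN- nuclei (right). Each black point is a library of the labelled genotype, and red lines show the mean ± SD of the 3 libraries. The Mutyh values of all libraries labelled Mutyh-/- or DKO lie above those of all libraries labelled WT or Ogg1-/-, while the Ogg1 values of the 4 genotypes overlap.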

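NeuN+ and NeuN- libraries of WT were compared in one fit over all 24 libraries, with 33523 genes tested. At an adjusted p under 0.05 and an absolute log2 fold change above 1, 7139 genes were higher in NeuN+ and 7232 were higher in NeuN-, 14371 in all. Requiring at least 10 counts in every sample moved this number most, to 8615 genes. With the replicate number as a block, which pairs the NeuN+ and NeuN- libraries of the same genotype and number, 14429 genes passed. Rbfox3, on chromosome 11 from 118489762 to 118911597, had 1347 ± 23.7 CPM in WT NeuN+ and 98.3 ± 9.76 CPM in WT NeuN- (SD, n = 3), a log2 difference of 4.02 (standard error 0.13, adjusted p = 5.70e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oaf, a glial gene shown in the paper, lies on chromosome 9 from 43221235 to 43239911 and had 0.436 ± 0.116 CPM in NeuN+ and 22.8 ± 1.97 CPM in NeuN-, a log2 difference of -5.46 (standard error 0.17, adjusted p = 5.80e-18). Marker genes were listed by hand before the counts were examined. All 8 neuronal markers were higher in NeuN+, with log2 differences from 1.85 to 4.02. All 5 oligodendrocyte markers (-7.75 to -4.43), all 3 oligodendrocyte precursor markers (-6.99 to -3.56), all 5 microglial markers (-7.21 to -1.22) and all 3 endothelial markers (-4.93 to -2.28) were higher in NeuN-. Of the 5 choroid plexus markers, 3 were, with log2 differences from -2.69 to 1.02 over the list. Of the 6 astrocyte markers, 5 passed both thresholds, with log2 differences from -5.03 to -0.64 over the list. The 4 genes of the Y chromosome, which neither cell type lacks in male mice, differed by between -0.58 and 0.25.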

Cell-type specific RNA expression was confirmed through gene ontology analysis, which revealed neuronal processes primarily in NeuN + and glial-related processes in NeuN- nuclei (Supplementary Fig. 9A and 9B). 

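The share of DEGs with a cell-type specific expression profile was measured with the genes that differed between WT NeuN+ and WT NeuN- nuclei. In NeuN+, 128 of the 285 genes that were DEGs in any knockout differed between the WT cell types (44.9%, 95% Wilson interval 39.2 to 50.7), against 12161 of all 30132 tested genes (40.4%). In NeuN-, 90 of 144 DEGs did so (62.5%, 54.4 to 70.0), against 12957 of 31747 tested genes (40.8%). The intervals cover counting error only, and neighbouring genes are not independent. Genes higher in WT NeuN+ than in WT NeuN- made up 31.9% of the NeuN+ DEGs (91 of 285) and 23.6% of tested genes. They made up 25.7% of the NeuN- DEGs (37 of 144) and 18.0% of tested genes. Among the lower DEGs alone, their share showed no such excess. It was 21.6% in NeuN+ (35 of 162, 95% Wilson interval 16.0 to 28.6) and 15.4% in NeuN- (10 of 65, 8.6 to 26.1). Since the WT libraries enter both the DEG call and the cell-type call, the cell-type genes were also called from the knockouts other than the one compared. This gave shares of 53.7% in NeuN+ and 72.1% in NeuN-. These shares count a gene once for each genotype in which it was a DEG, unlike the shares above. The call also used more libraries, and no share of all tested genes was computed for it. The rise therefore cannot be put down to leaving out the WT libraries. With each DEG counted once, the shares moved most when an absolute log2 difference above 2 between the cell types was required, to 18.2% in NeuN+ and 35.4% in NeuN-.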

Hierarchical clustering analysis of DEGs revealed that loss of Ogg1 and Mutyh predominantly affected genes with a cell-type specific expression profile (Fig. 5A). 

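Each knockout was compared with WT within its cell type. In NeuN+, 129 genes were DEGs in Mutyh-/- (89 higher and 40 lower than in WT), 173 in Ogg1-/- (55 higher and 118 lower) and 91 in DKO (17 higher and 74 lower). In NeuN-, there were 87 DEGs in Mutyh-/- (53 higher and 34 lower), 73 in Ogg1-/- (41 higher and 32 lower) and 37 in DKO (17 higher and 20 lower). Summed over the 3 genotypes, 232 of 393 DEGs were lower than WT in NeuN+ (59.0%, 95% Wilson interval 54.1 to 63.8) and 86 of 197 in NeuN- (43.7%, 36.9 to 50.6). At an unadjusted p under 0.05 in the quasi-likelihood test, between 3718 and 5633 genes of NeuN+ and between 3768 and 4359 genes of NeuN- differed from WT. For every DEG, all 3 knockout libraries lay on the same side of all 3 WT libraries, as did between 16.8% and 21.1% of all tested genes, where chance gives 10%. The number of DEGs in Mutyh-/- NeuN+ was 625 without the low-count filter, and it ranged from 62 to 837 when each replicate was left out in turn. The DEGs were not spread evenly over the genome. Of those with a position in NeuN+, 64 of 124 in Mutyh-/-, 79 of 164 in Ogg1-/- and 33 of 88 in DKO had another DEG, not overlapping them, within 1 Mb.

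**Figure D2:**
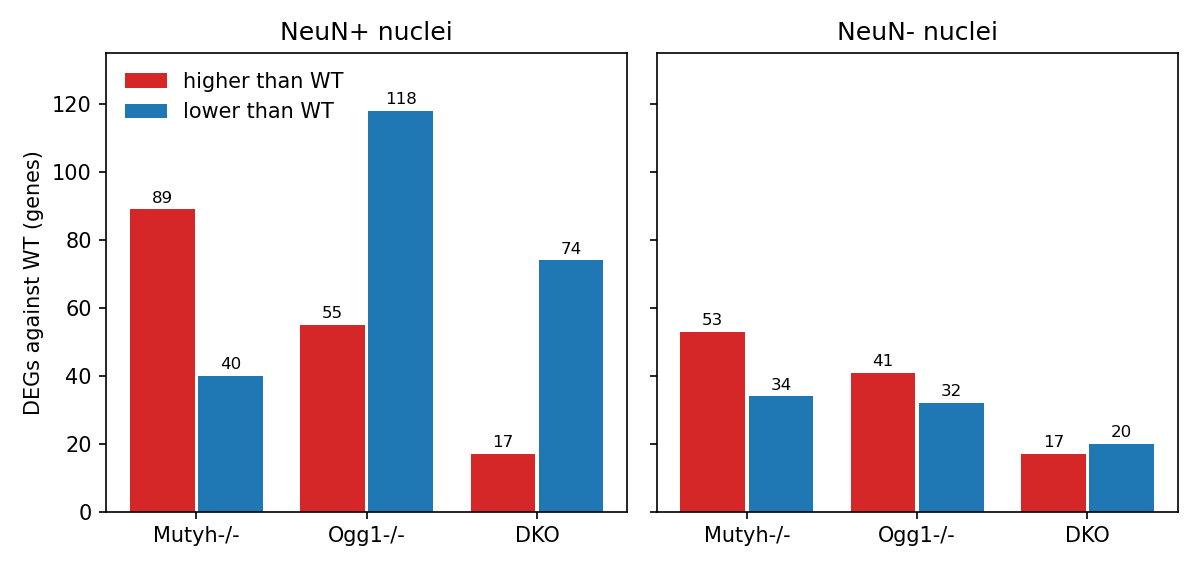
Number of DEGs against WT in NeuN+ (left) and NeuN- nuclei (right) for Mutyh-/-, Ogg1-/- and DKO. Red bars count the genes higher than in WT and blue bars the genes lower than in WT, with the number above each bar and no error bars. Lower genes outnumber higher ones in Ogg1-/- and DKO of NeuN+, and in DKO of NeuN- by 20 to 17.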

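The DEGs with the smallest p in each direction included Mid1, on chromosome X from 169685199 to 170005736, which was lower in NeuN+ of all 3 knockouts. It had 68.6 ± 5.20 CPM in WT (SD, n = 3), 14.4 ± 0.772 in Mutyh-/-, 13.4 ± 0.536 in Ogg1-/- and 14.1 ± 1.40 in DKO, with log2 fold changes of -2.25, -2.36 and -2.28 (standard error 0.08 in each, adjusted p between 1.26e-10 and 5.21e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm15247 and G530011O06Rik, which lie within Mid1 on the other strand, were the lower DEGs with the smallest p in NeuN- (log2 fold changes of -2.45 for Gm15247 in Mutyh-/-, -2.60 for Gm15247 in Ogg1-/- and -1.74 for G530011O06Rik in DKO). Tspan11, on chromosome 6 from 127887589 to 127953977, at 14.55 Mb from Ogg1, had 0.818 ± 0.0416 CPM in WT NeuN+, 7.60 ± 0.448 in Ogg1-/- and 8.48 ± 1.27 in DKO, a log2 fold change of 3.37 in DKO (standard error 0.13, adjusted p = 2.10e-09). In Ogg1-/-, the higher DEGs with the smallest p were Gm13307 in NeuN+ (log2 fold change 1.81, standard error 0.06, adjusted p = 1.26e-10) and Gm13303 in NeuN- (log2 fold change 3.51, standard error 0.18, adjusted p = 1.15e-06), both from a cluster of related gene copies on chromosome 4 whose reads the counting could have split or shared. Gm10248, an antisense gene on chromosome 14 from 23038194 to 23094571, was the higher DEG with the smallest p in DKO NeuN- (log2 fold change 1.90, standard error 0.14, adjusted p = 1.04e-04). The counts of these antisense and overlapping genes are uncertain.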

DEGs across all genotypes were primarily downregulated in both neurons (177 up and 454 down) and non-neuronal cells (193 up and 249 down), most prominently in *Ogg1*^-/-^ and DKO neurons (Fig. 5B). 

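DEGs of the 2 cell types were intersected for each genotype. In Mutyh-/-, 174 genes were DEGs in NeuN+ or NeuN-, of which 87 were DEGs only in NeuN+, 45 only in NeuN- and 42 in both (24.1%, 95% Wilson interval 18.4 to 31.0). In Ogg1-/-, the 205 genes divided into 132 only in NeuN+, 32 only in NeuN- and 41 in both (20.0%, 15.1 to 26.0). In DKO, the 118 genes divided into 81 only in NeuN+, 27 only in NeuN- and 10 in both (8.5%, 4.7 to 14.9). From the minority of DEGs found in both cell types, the paper reasons that DNA glycosylases regulate gene expression in a cell-type specific manner (Fig. 5C). For Mutyh-/-, the share in both cell types was 8.0% without the low-count filter, and between 4.9% and 35.0% when each replicate was left out in turn. Whether a genotype's effect differed between the cell types was tested with an interaction term over the 33523 genes tested in all 24 libraries. The interaction passed an adjusted p under 0.05 for 7 genes in Mutyh-/-, 18 in Ogg1-/- and 19 in DKO, and an unadjusted p under 0.05 for 2875, 2377 and 3150 genes. NeuN+ and NeuN- libraries of the same genotype and replicate number deviated together more than those of different numbers (mean correlation of deviations 0.111 against -0.055). With the replicate number as a block, the interaction passed for 31 genes in Mutyh-/-, 26 in Ogg1-/- and 53 in DKO. Mid1 was among the interaction genes of all 3 genotypes, with interactions of -1.26 in Mutyh-/- (adjusted p = 0.00565 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -1.80 in Ogg1-/- (adjusted p = 1.44e-05) and -1.62 in DKO (adjusted p = 1.82e-04) on the log2 scale.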

The majority of DEGs were either NeuN + or NeuN- specific while only a minority of genes was differentially expressed in both cell-types, indicating that DNA glycosylases regulate gene expression in a cell-type specific manner (Fig. 5C). Next, we investigated whether DEGs overlapped among genotypes and found again a moderate overlap of DEGs across all genotypes (Supplementary Fig. 10). 

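Genes higher than WT overlapped between genotypes as follows. In NeuN+, 21 genes were higher in both Mutyh-/- and Ogg1-/- (17.1% of the 123 that were higher in either), 11 in both Mutyh-/- and DKO (11.6% of 95) and 5 in both Ogg1-/- and DKO (7.5% of 67), and 1 gene was higher in all 3. In NeuN-, 21 genes were higher in both Mutyh-/- and Ogg1-/- (28.8% of 73), 7 in both Mutyh-/- and DKO (11.1% of 63) and 6 in both Ogg1-/- and DKO (11.5% of 52), and 2 in all 3. Drawing as many genes at random from the tested genes would give between 0.022 and 0.162 shared genes per pair. The same WT libraries enter every comparison. Over all genes, the log2 fold changes of Ogg1-/- and DKO correlated at 0.61 in NeuN+ and 0.59 in NeuN- when both used the same WT libraries. The median was 0.24 and 0.27 when each used different and therefore fewer WT libraries, which adds noise (correlations across genes, which are not independent replicates).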

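Among genes lower than WT in NeuN+, 11 were shared by Mutyh-/- and Ogg1-/- (7.5% of the 147 lower in either), 20 by Mutyh-/- and DKO (21.3% of 94) and 49 by Ogg1-/- and DKO (34.3% of 143), and 10 by all 3 genotypes. In NeuN-, 4 lower genes were shared by Mutyh-/- and Ogg1-/- (6.5% of 62), 6 by Mutyh-/- and DKO (12.5% of 48) and 14 by Ogg1-/- and DKO (36.8% of 38), and 3 by all 3 genotypes. Of the alternatives to the quasi-likelihood test, the likelihood ratio test moved the number shared by Ogg1-/- and DKO in NeuN+ most, to 125 genes. Without the genes within 10 Mb of Ogg1 or Mutyh, 35 lower genes were shared by Ogg1-/- and DKO in NeuN+ and 7 in NeuN-.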

The most pronounced overlap was observed in downregulated DEGs between *Ogg1*^-/-^ and DKO in neurons and non-neuronal cells.

**Fig. 5:**
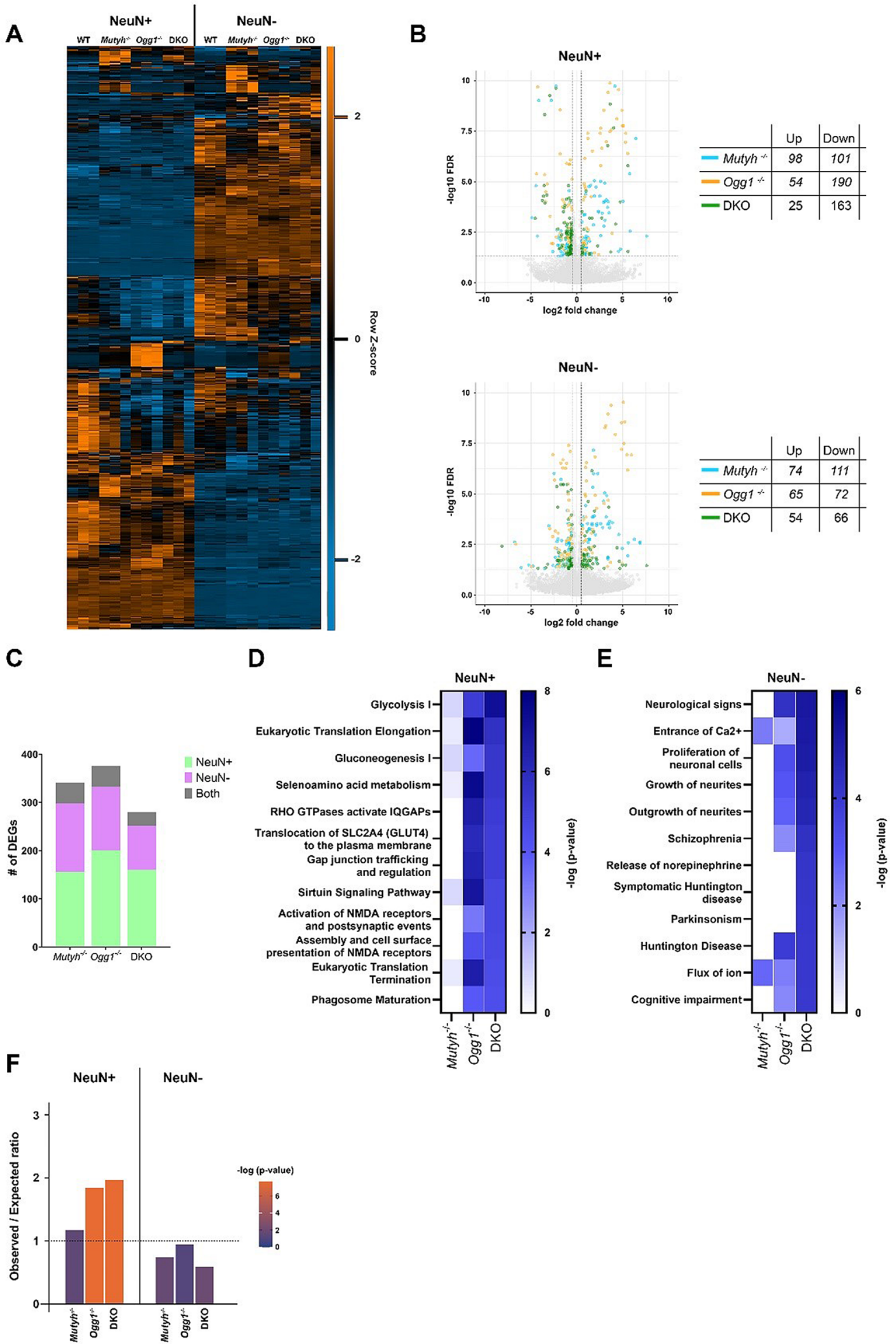
DNA glycosylases regulate gene expression important for neuronal function and signaling. (**A**) Heatmap over all differentially expressed genes (DEGs) (fold-change ≤ 0.5, FDR ≤ 0.05), clustered using Euclidean distance and average linkage. Values are FPKMs, z-scored by row across cell-type showing that DEGs are predominantly found in cell-type specific genes. (**B**) Volcano plot representation of DEGs across genotypes in NeuN + and NeuN- nuclei. Tables indicate the number of genes either up- or downregulated. (**C**) Cell-type specific DEGs across *Mutyh*^−/−^, *Ogg1*^−/−^ and DKO mice. DEGs were detected exclusively in either NeuN + or NeuN- cell populations, or in both. Pathways (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis of DEGs in (**D**) neurons and (**E**) non-neuronal cells. (**F**) Overrepresentation of PRC2 target genes in DEGs for NeuN + and the NeuN-. Dashed lines indicate an observed / expected ratio ≥ 1

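Ingenuity Pathway Analysis was not used here, and lists of enzymes and ribosomal proteins, written by hand before the counts were examined, were tested in its place with limma's camera, a competitive gene set test, at a fixed inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 24 tests. The 27 tested genes of glycolysis and gluconeogenesis had a median log2 fold change in NeuN+ of -0.23 in Mutyh-/- (23 genes lower, adjusted p = 3.58e-07 from camera), -0.26 in Ogg1-/- (22 lower, adjusted p = 4.64e-10) and -0.27 in DKO (21 lower, adjusted p = 5.70e-12). Single genes of this set reached the DEG thresholds in few cases, 0 in Mutyh-/-, 1 in Ogg1-/- and 3 in DKO, all lower, whereas 13, 13 and 17 genes had an adjusted p under 0.05 when the adjustment ran over the list alone. In NeuN-, the medians were -0.03 in Mutyh-/- (adjusted p = 0.814), -0.06 in Ogg1-/- (adjusted p = 0.25) and -0.05 in DKO (adjusted p = 0.172). All 80 cytosolic ribosomal protein genes were tested, and in NeuN+ 70 were lower in Mutyh-/- (median -0.18, adjusted p = 5.85e-09), 79 in Ogg1-/- (median -0.35, adjusted p = 5.94e-38) and 79 in DKO (median -0.29, adjusted p = 4.62e-30). In NeuN-, 77 were lower in Mutyh-/- (median -0.14, adjusted p = 5.85e-09), 80 in Ogg1-/- (median -0.21, adjusted p = 1.01e-21) and 80 in DKO (median -0.20, adjusted p = 4.14e-22). These p-values rest on the fixed correlation. With the correlation estimated from the residuals of each set, the glycolysis set of NeuN+ had adjusted p-values of 0.155 in Mutyh-/-, 0.129 in Ogg1-/- and 0.124 in DKO, and the ribosomal set had 0.327, 0.124 and 0.132. In NeuN-, the ribosomal set had 0.312, 0.136 and 0.136.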

IPA analysis of DEGs revealed a significant enrichment of several metabolic pathways, including glycolysis, gluconeogenesis, and selenoamino acid metabolism, which was particularly pronounced within neurons in *Ogg1*^-/-^ and DKO (Fig. 5D), suggesting Ogg1 as the driver of this effect. 

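A hand-written list of NMDA receptor subunits and their scaffold and signalling partners had 23 tested genes. In NeuN+, its median log2 fold change was 0.02 in Mutyh-/- (adjusted p = 0.350 from camera with Benjamini-Hochberg adjustment), -0.03 in Ogg1-/- (adjusted p = 0.146) and -0.01 in DKO (adjusted p = 0.281), and the only DEG of the list was 1 lower gene in Ogg1-/-, while 4 genes in Mutyh-/-, 2 in Ogg1-/- and 2 in DKO had an adjusted p under 0.05 over the list alone. In NeuN-, the medians were -0.05 in Mutyh-/- (16 genes lower, adjusted p = 0.0594), -0.05 in Ogg1-/- (15 lower, adjusted p = 0.0229) and -0.06 in DKO (16 lower, adjusted p = 1.99e-04), with no DEG in any genotype and 1, 5 and 6 genes under an adjusted p of 0.05 over the list alone. With the inter-gene correlation estimated from the residuals, the adjusted p in NeuN- was 0.225 in Ogg1-/- and 0.124 in DKO. Of the 14 tubulin genes, 12 were tested. Their median fell by 0.32 in Mutyh-/-, by 0.43 in Ogg1-/- and by 0.41 in DKO of NeuN+ on the log2 scale (adjusted p = 4.11e-07, 3.81e-14 and 6.55e-15 from camera), with 11 of the 12 lower in each genotype. In NeuN-, their medians were -0.17, -0.36 and -0.32 (adjusted p = 6.29e-05, 3.03e-09 and 8.06e-11). With the estimated correlation, the adjusted p of the tubulins was 0.155, 0.122 and 0.122 in NeuN+ and 0.132, 0.122 and 0.122 in NeuN-.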

Interestingly, we also discovered pathways associated with NMDA receptors, with the strongest enrichment in DKO. Moreover, diseases and functions annotations showed a significant enrichment of pathways related to neurological disorders such as neuromuscular disease and Huntington disease (Supplementary Fig. 11A). In non-neuronal cells, we observed the most significant enrichment of DKO DEGs in diseases and functions related to the entrance of Ca2+, neurite growth, schizophrenia, Huntington’s disease, Parkinsonism, and cognitive impairment (Fig. 5E). Moreover, significant enriched canonical pathways included cAMP-mediated signaling, ion channel transport and interferon gamma signaling (Supplementary Fig. 11B). Interestingly, enrichment analysis using our compiled PRC2 gene list revealed a strong overrepresentation of DEGs from *Ogg1*^-/-^ and DKO in neurons, with no significant enrichment observed in non-neuronal cells (Fig. 5F).

In summary, while we observed cell-type specific alterations in gene expression following the loss of DNA glycosylases, DEGs in both cell-types were associated with highly relevant categories for neuronal function and cognition, particularly in DKO. 

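Genes that were DEGs in either cell type and tested in both mostly moved the same way in both. The direction was shared by 146 of 159 such genes in Mutyh-/-, 186 of 197 in Ogg1-/- and 100 of 108 in DKO, and by all genes that were DEGs in both. Seen from one side, 91.9% (Mutyh-/-), 96.5% (Ogg1-/-) and 93.2% (DKO) of the NeuN+ DEGs had the same sign in NeuN-, and 96.1%, 92.5% and 93.3% of the NeuN- DEGs had the same sign in NeuN+. No share of equal signs among all tested genes or under split labels is given here for comparison. Same-numbered libraries of the cell types deviated together (mean correlation 0.111, against -0.055 for different numbers). Part of the agreement could therefore arise without an effect of the genotype. An interaction with the cell type was significant for 5 of the 159, 14 of the 197 and 13 of the 108 genes in the fit without a replicate block. With the block, the interaction passed for 31 instead of 7 genes in Mutyh-/-, 26 instead of 18 in Ogg1-/- and 53 instead of 19 in DKO, out of all genes tested.

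**Figure D3:**
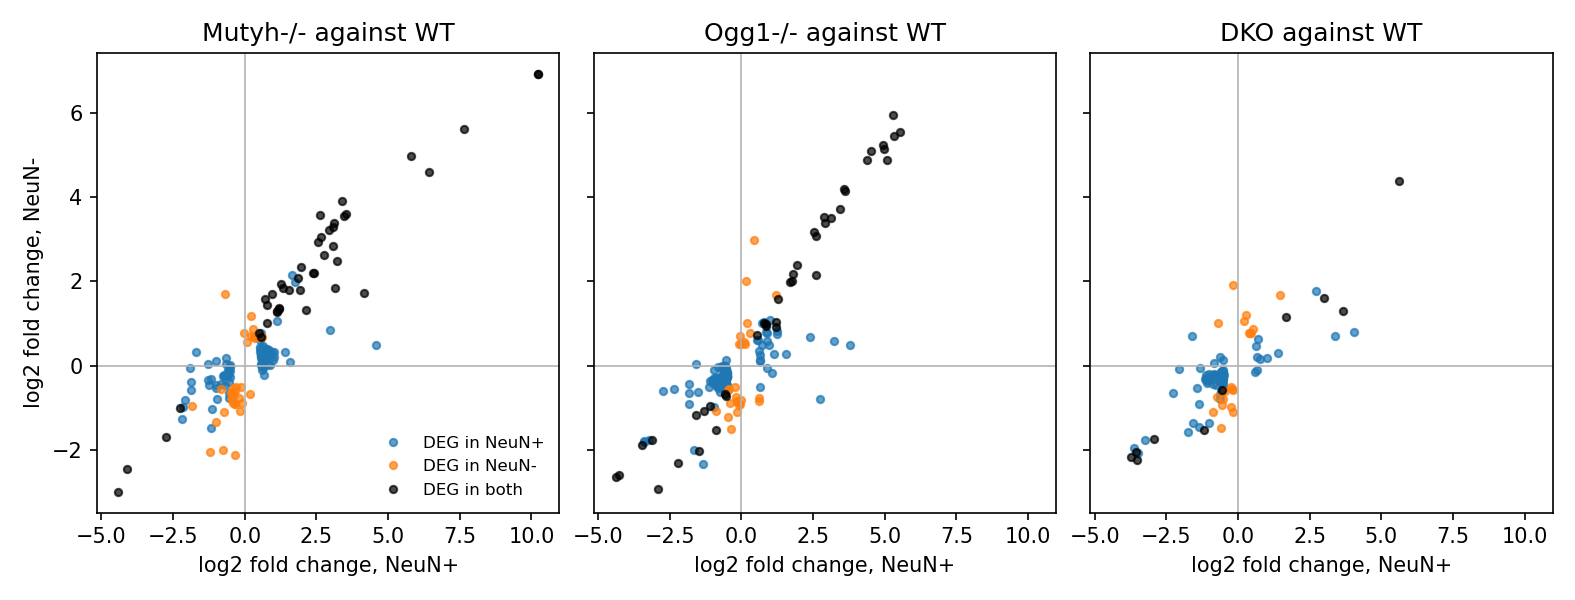
Log2 fold change against WT in NeuN+ (x axis) and NeuN- nuclei (y axis) of each gene that was a DEG in either cell type and tested in both, for Mutyh-/-, Ogg1-/- and DKO. Each point is a gene, coloured by the cell type in which it was a DEG, without error bars. Most points lie in the quadrants of equal sign, 146 of 159 in Mutyh-/-, 186 of 197 in Ogg1-/- and 100 of 108 in DKO.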

Notably, PRC2 target genes were found to be primarily overrepresented among DEGs in neurons, indicating that DNA glycosylases regulate their expression in a cell-type specific manner.

### DNA glycosylases alter gene expression through modulating histone PTMs

We then examined a possible connection between DNA glycosylase-dependent epigenetic modifications and transcriptional changes. Therefore, we performed Spearman correlation analysis between FPKMs (fragments per kilobase million) obtained through RNA-seq and TSS CPMs (counts per million) obtained from ChIP-seq (Fig. 6A). We observed a consistent positive correlation of H3K4me3 and RNA in neurons and non-neuronal cells across all genotypes. In contrast, H3K27me3, which is associated with transcriptional repression, demonstrated a consistent negative correlation with gene transcription. In addition, we observed a minor negative correlation between Suz12 occupancy and RNA expression for all genotypes and cell-types. To examine a potential correlation between DNA glycosylase-dependent DNA methylation and gene expression changes we intersected DMRs with DEGs and found only a minor overlap across all genotypes (Supplementary Fig. 12).

**Fig. 6:**
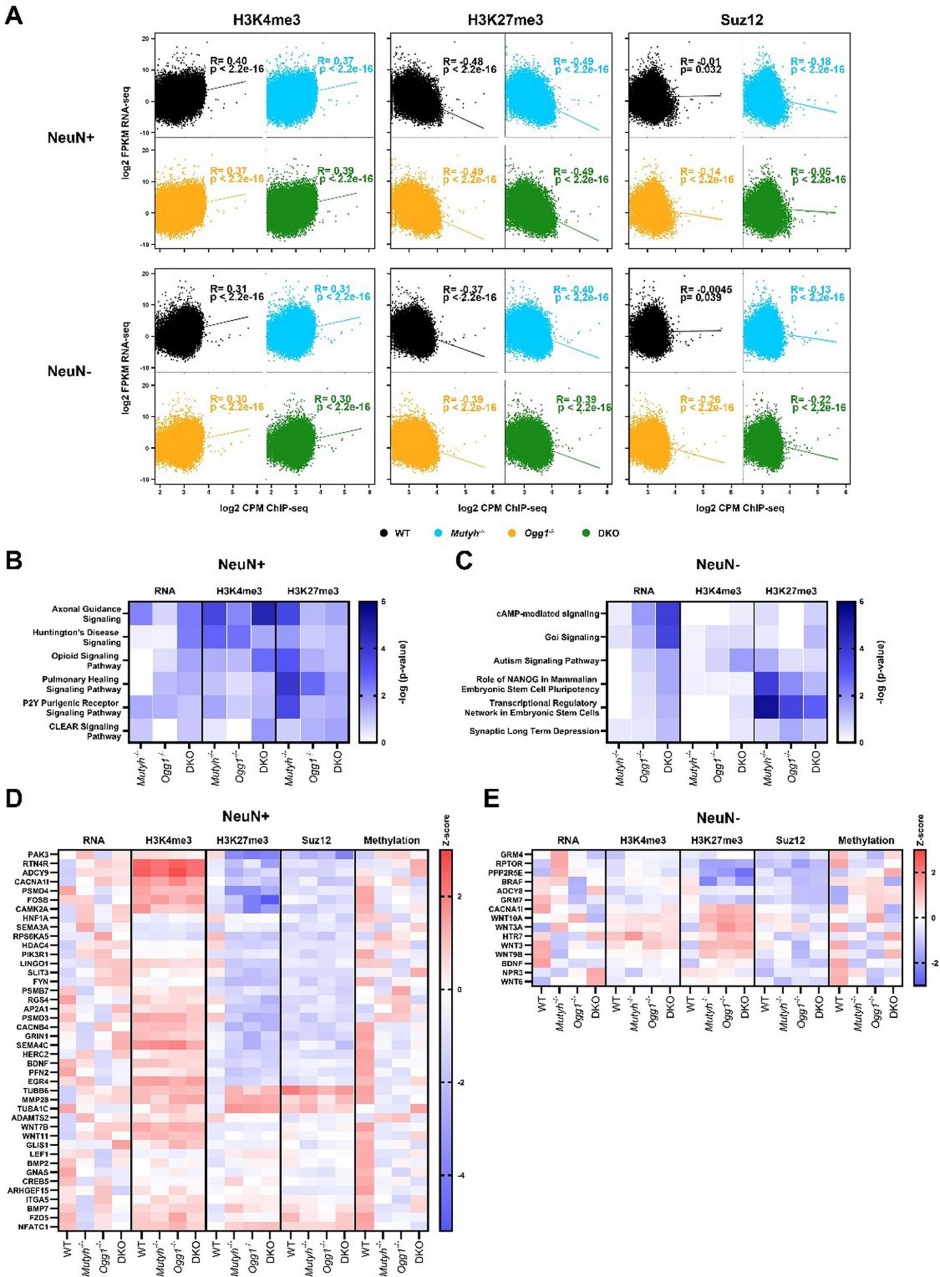
Histone post-translational modifications regulated by DNA glycosylases influence gene expression. (**A**) Spearman correlation analysis between ChIP-seq and RNA-seq data. Scatterplot showing the correlation of H3K4me3, H3K27me3, and Suz12 CPMs (counts per million) in the transcription start site (+/- 500 bp) with RNA FPKMs (fragment per kilobase million) for neurons and non-neuronal cells. (**B**) Overlapping pathways for RNA, H3K3me3 and H3K27me3 (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis in neurons. (**C**) Overlapping pathways for RNA, H3K3me3 and H3K27me3 (-log10(p-value) < 0.05) identified by Ingenuity pathway analysis in non-neuronal cells. Differences in gene expression (FPKMs), DNA methylation (mean signal) and occupancy for histone post-translational modifications and Suz12 (CPMs in the TSS) for overlapping PRC2 target genes identified in the most significant pathways in (**D**) neurons and (**E**) non-neuronal cells

Since we only identified a minimal gene-specific overlap between DMRs, DERs and DEGs, we wondered whether similar biological processes are affected. Therefore, we intersected the pathways identified in each individual dataset that showed significant enrichment. Interestingly, the overlap revealed numerous pathways linked to critical neuronal processes and neurodegenerative diseases such as axonal guidance signaling, opioid signaling pathway and Huntington’s disease. Notably, DKO exhibited the strongest enrichment in axonal guidance signaling pathway for both RNA and H3K4me3 (Fig. 6B). In NeuN- nuclei, we found overlapping pathways related to key neuronal processes and diseases including cAMP-mediated signaling, synaptic long-term depression and autism signaling pathway, all showing the most significant enrichment in DKO for RNA (Fig. 6C). Next, we compared RNA expression (FPKMs), DNA methylation, Suz12 occupancy, and histone PTMs (CPMs) of genes identified in the overlapping neuronal process pathways across all genotypes, focusing on PRC2 target genes. 

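RNA of the 42 genes shown in Fig. 6D was examined in NeuN+ as normalized counts, since FPKM values were not used here. Against WT, 19 of the 42 were higher and 23 lower in Mutyh-/-, 20 higher and 22 lower in Ogg1-/-, and 19 higher and 23 lower in DKO, with log2 fold changes in DKO from -0.54 to 0.56. Rgs4 was a DEG in Mutyh-/- (log2 fold change -0.52, adjusted p = 0.00846 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in DKO (-0.54, adjusted p = 0.00758), and Pfn2 was one in Ogg1-/- (-0.52, adjusted p = 0.0343). With the adjustment over the 42 genes alone, 3 genes in Mutyh-/-, 6 in Ogg1-/- and 7 in DKO had an adjusted p under 0.05, against 1, 3 and 1 over all tested genes. An unadjusted p under 0.05 was reached by 15, 11 and 11 genes.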

We observed a negative correlation between RNA and H3K27me3 for genes targeted by PRC2 (such as GRIN1, HDAC4, and CAMK2A) in DKO neurons, while a positive correlation was found between RNA and H3K4me3 at PRC2 target genes (such as SEMAC4, GLIS1, and GRIN1) (Fig. 6D). Moreover, PRC2 target genes that showed higher RNA levels in DKO, including GRIN1, HDAC4, SEMA4C, and GLIS1, also displayed DNA hypomethylation in DKO neurons. In contrast, genes that appeared to be hypermethylated demonstrated a negative correlation with RNA levels in DKO neurons. 

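The RNA of these genes in DKO NeuN+ nuclei was compared with WT. Grin1, on chromosome 2 from 25291181 to 25319187, had 327.5 ± 8.81 CPM in WT and 329.8 ± 19.9 in DKO (SD, n = 3), a log2 fold change of 0.01 (standard error 0.05, adjusted p = 0.953 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its direction depended on the libraries used, since the log2 fold change was -0.03 without DKO replicate 1. Hdac4, on chromosome 1 from 91928779 to 92195699, had 176.4 ± 2.91 CPM in WT and 190.1 ± 10.3 in DKO, a log2 fold change of 0.11 (standard error 0.05, adjusted p = 0.325), and all 3 DKO libraries lay above all 3 WT libraries, as did those of Mutyh-/- (191.8 ± 5.89) and Ogg1-/- (190.8 ± 1.82). Camk2a, on chromosome 18 from 60925618 to 60988152, had 1093 ± 76.6 CPM in WT and 1175 ± 38.0 in DKO, a log2 fold change of 0.10 (standard error 0.06, adjusted p = 0.507). Sema4c, on chromosome 1 from 36548639 to 36558349, had 3.51 ± 0.239 CPM in WT and 3.84 ± 0.466 in DKO, a log2 fold change of 0.13 (standard error 0.12, adjusted p = 0.691). Glis1, on chromosome 4 from 107434591 to 107635061, at 9.17 Mb from Mutyh, had 28.2 ± 0.475 CPM in WT and 34.3 ± 1.64 in DKO, a log2 fold change of 0.28 (standard error 0.09, adjusted p = 0.163), with all DKO libraries above all WT libraries. Its adjusted p was 0.0406 without the low-count filter and also fell under 0.05 with DESeq2's Wald test. None of the 5 genes was a DEG in any genotype of NeuN+, and at an unadjusted p under 0.05 there were 2 in Mutyh-/-, 1 in Ogg1-/- and 2 in DKO. With the adjustment over the 5 genes alone, 1 gene in DKO had an adjusted p under 0.05, and none in Mutyh-/- or Ogg1-/-.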

In non-neuronal cells, we noticed a negative correlation between RNA levels and H3K27me3 for GRM7 and BDNF (Fig. 6E). 

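Grm7 lies on chromosome 6 from 110645581 to 111567230, at 1.76 Mb from Ogg1. In NeuN- it had 463.5 ± 18.7 CPM in WT, 396.7 ± 39.6 in Mutyh-/-, 253.1 ± 6.06 in Ogg1-/- and 308.9 ± 32.5 in DKO (SD, n = 3), and all libraries of each knockout lay below all WT libraries. The log2 fold change was -0.87 in Ogg1-/- (standard error 0.08, adjusted p = 2.19e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.59 in DKO (standard error 0.08, adjusted p = 0.0129) and -0.22 in Mutyh-/- (standard error 0.08, adjusted p = 0.269). In DKO, the adjusted p rose above 0.05 without any one of 4 of the 6 libraries compared, and to 0.0913 when only WT and DKO were fitted. In NeuN+, the log2 fold change of Grm7 was -0.16 in Ogg1-/- and -0.18 in DKO (adjusted p = 0.150 and 0.121), and the effect of Ogg1-/- differed between the cell types (interaction, adjusted p = 0.00252). Genes near Ogg1 were frequent among the DEGs in NeuN- of Ogg1-/-, where 9 of the 67 DEGs with a position lay within 10 Mb of Ogg1, against 233 of 30893 tested genes (odds ratio 21.19, p = 1.98e-09 from Fisher's exact test). These 9 include Grm7 itself and Gm20387, which overlaps it, so the odds ratio in part restates the change of Grm7. Bdnf, on chromosome 2 from 109674700 to 109727007, had 2.92 ± 0.785 CPM in WT and 2.13 ± 0.0577 in DKO of NeuN-, a log2 fold change of -0.45 (standard error 0.25, adjusted p = 0.488), with the DKO values within the range of WT.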

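Of the 15 genes shown in Fig. 6E, 13 had enough counts in NeuN- to be tested, and Grm7 was the only DEG in Ogg1-/- and in DKO, while none was a DEG in Mutyh-/-, where 2 had an unadjusted p under 0.05. Npr3, on chromosome 15 from 11839896 to 11907287, had 5.93 ± 0.820 CPM in WT and 8.65 ± 3.69 in DKO (SD, n = 3), a log2 fold change of 0.54 (standard error 0.28, adjusted p = 0.454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DKO libraries had 7.94, 5.36 and 12.6 CPM of Npr3 and overlapped those of WT. Wnt6, on chromosome 1 from 74771892 to 74785322, had 0.396 ± 0.166 CPM in WT and 0.742 ± 0.501 in DKO, a log2 fold change of 0.93 (standard error 0.50, adjusted p = 0.473). Its 3 DKO libraries had 0.696, 0.266 and 1.26 CPM, and in NeuN+ it had too few counts to be tested.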

Additionally, a decrease in GRM7 RNA levels correlated with DNA hypermethylation, whereas PRC2 target genes NPR3 and WNT6 with elevated RNA levels exhibited DNA hypomethylation.

Collectively, our findings suggest that DNA glycosylases Ogg1 and Mutyh regulate gene transcription by modulating the epigenetic landscape through histone PTMs and DNA methylation. Furthermore, our data indicate that DNA glycosylases regulate the expression of genes primarily targeted by PRC2, which are essential for neuronal function and signaling.

### DNA glycosylases affect expression of genes relevant for human cognitive function

To further explore a potential contribution of DNA glycosylase-regulated genes to human brain function, we examined their association with cognitive abilities and brain-related diseases in human genetic datasets. Consequently, we employed MAGMA, a fast and versatile tool for gene and gene-set analysis of genome-wide association studies (GWAS) data, to assess a potential enrichment of DNA glycosylase-regulated genes using GWAS summary statistics [58] from large-scale studies that aggregate data from multiple biobanks and disease-specific consortia.

Intriguingly, we discovered that genes regulated by DNA glycosylases in both neurons and non-neuronal cells were significantly associated with cognitive traits and neurological diseases, but not with non-neurological diseases (Fig. 7). For instance, we found a significant enrichment of genes linked to hippocampal volume for all differentially expressed genes in DKO neurons and upregulated genes in DKO non-neuronal cells whereas for the single KOs only *Mutyh*^-/-^ upregulated genes showed a significant association. Cognitive performance was significantly associated with downregulated genes in *Mutyh*^*-/-*^, *Ogg1*^*-/-*^, and DKO non-neuronal cells, but with the highest enrichment in DKO. In addition, only in the downregulated genes in non-neuronal cells of DKO a significant enrichment of genes linked to human intelligence was found. Interestingly, we also detected a significant enrichment of genes associated with bipolar disorder across all genotypes but particularly among the downregulated genes in *Ogg1*^-/-^ and DKO neurons and non-neuronal cells, as well as in all differentially expressed genes in Ogg1 neurons and non-neuronal cells and DKO non-neuronal cells. Taken together, our findings uncover a previously undescribed role of DNA glycosylases beyond DNA repair by mediating gene expression relevant for human cognitive function and neuropsychiatric disorder.

**Fig. 7:**
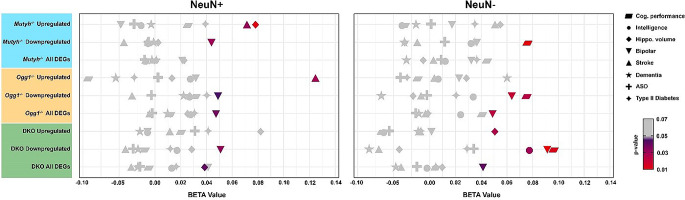
DNA glycosylase-regulated genes contribute to human cognitive abilities and bipolar disorder. MAGMA gene set analysis of cell-type specific differentially expressed genes in *Mutyh*^−/−^, *Ogg1*^−/−^ and DKO mice using summary statistics from multiple GWAS datasets. GWAS datasets are listed on the right: cognitive performance, intelligence, hippocampal volume, bipolar disorder, stroke, dementia, autism spectrum disorder (ASD) and type II diabetes. Symbols in color indicate a significant enrichment in the corresponding GWAS dataset (p-value < 0.05). DNA glycosylase-regulated gene sets are shown on the y-axis and BETA values (effect sizes) calculated by MAGMA are plotted on the x-axis. Full list of p- and BETA values are supplied in Supplementary Table 2

## Discussion

While conventionally associated with preserving genome integrity, our findings suggest that DNA glycosylases Ogg1 and Mutyh play a significant role in altering the neuronal epigenome thereby contributing to the maintenance of cellular identities and spatial memory formation in the hippocampus. Our study demonstrates that Ogg1 and Mutyh play a role in regulating DNA methylation, particularly affecting the methylation status of PRC2 target genes. Moreover, we find that Ogg1 and Mutyh modulate histone modifications associated with PRC2 activity in neurons and non-neuronal cells of the hippocampus. Our results indicate that alterations in the epigenome, mediated by Ogg1 and Mutyh, correlate with the transcriptional regulation of predominantly PRC2 target genes, which are important for neuronal function and signaling underlying memory formation. Changes were found to primarily affect cell-type specific gene expression indicating that DNA glycosylases may have a role in maintaining cellular identities. Consistent with these findings, human genetic data revealed that epigenetic regulation of gene expression by DNA glycosylases contributes to human cognitive abilities and bipolar disorder.

### DNA glycosylases regulate spatial long-term memory

Both our research and other studies have highlighted the involvement of DNA glycosylases in higher brain functions associated with memory formation [59, 60]. In a previous study, we evaluated the learning and memory performance of single and double knockout mice deficient for Ogg1 and Mutyh by conducting a Morris water maze test. DKO mice were significantly slower in learning the position of the platform compared to wild-type mice but showed no difference in memory retention leaving the question if both Ogg1 and Mutyh affect memory formation unanswered [13]. Here, we demonstrate that the absence of Ogg1 and/or Mutyh does not influence short-term and long-term memory for contextual fear, suggesting that Ogg1 and Mutyh are not required for the consolidation of associative memories. In a novel object location memory task assessing spontaneous exploratory behavior, DKO mice exhibited no impairment in short-term memory but displayed a deficit in long-term spatial memory. Interestingly, we did not detect any memory formation impairment in Ogg1 and Mutyh single knockouts. However, the simultaneous deletion of both Ogg1 and Mutyh led to a deficit in memory retention, highlighting the importance of both DNA glycosylases in maintaining cognitive function. Our findings suggest that the presence of both Ogg1 and Mutyh is particularly important in memory tasks that recruit an innate behavioral preference for novelty and do not involve exogenous reinforcers such as swim stress or an electric foot shock. Consistent with our results, other studies demonstrate that stressful reinforcement stimuli might trigger alternative mechanisms that could compensate for the absence of both Ogg1 and Mutyh in our mouse model [61, 62].

### DNA glycosylases modulate DNA methylation and histone PTMs associated with PRC2 function

Oxidative DNA damage and its repair has been demonstrated to be involved in transcriptional regulation but whether these processes are directly linked has remained largely unexplored. We have previously shown that loss of Ogg1 and/or Mutyh impact gene transcription independent of global accumulation of 8-oxoG in the hippocampus [13]. However, the underlying mechanisms concerning how DNA glycosylases mediate gene expression independent of DNA repair remain elusive.

Here, we uncover a novel function for Ogg1 and Mutyh, beyond their traditional role in DNA repair, by modulating DNA methylation in the adult mouse hippocampus. DMRs across all genotypes were predominantly hypomethylated and at the TSS the majority of hypomethylated DMRs were significantly enriched in genes targeted by PRC2. Consistent with our findings, increasing evidence indicates that in other cell-types DNA glycosylases play an important role in modulating cellular function by influencing epigenetic alterations. Ogg1 and Mutyh have been demonstrated to bind to, but not to excise, 5mC, potentially preventing DNA demethylation [16, 63]. Interestingly, it has been shown that Ogg1 is part of a multiprotein complex that includes DNMT1 and EZH2, which facilitates CpG promoter methylation and induces alterations in histone PTMs such as H3K4me3 and H3K27me3^19^. Consistently, we observed that the absence of Ogg1 and Mutyh disrupts the occupancy of both H3K4me3 and H3K27me3 marks. The precise mechanism by which PRC2 is recruited to its target sites to promote transcriptional silencing remains unclear but our results suggest that Ogg1 and Mutyh may play a role in this process. In line with this, we demonstrated that PRC2 target genes were overrepresented among DERs of H3K4me3 and H3K27me3 in both neurons and non-neuronal cells, suggesting that DNA glycosylases regulate histone modifications predominantly associated with PRC2 activity. In addition, we found a redistribution of H3K27me3 and Suz12 upon loss of Ogg1 and Mutyh, indicating that PRC2 loses its ability to mediate the deposition of H3K27me3 at its target genes and occurs more randomly. We believe that the recruitment of PRC2 by Ogg1 and Mutyh is unlikely to occur through 8-oxoG. First, Mutyh recognizes adenine opposite 8-oxoG which is incorporated after replication [64]. Neurons, however, are post-mitotic and as such Mutyh is not required for 8-oxoG repair in those cells. Moreover, in a recent study, we profiled the genome-wide distribution of 8-oxoG and found no overlap of genes with 8-oxoG deposition and genes with altered expression in cells deficient for Ogg1 and Mutyh [25]. These findings suggest that 8-oxoG and DNA glycosylases modulate gene transcription independently and argue against an 8-oxoG-dependent mechanism. Alternatively, Ogg1 and Mutyh may recruit PRC2 to its target sites by recognizing secondary DNA structures such as G-quadruplex (G4) structures. G4 structures occur in CpG rich regions and have been implicated in gene regulation [65, 66]. Although the potential association between DNA glycosylases and G4 structures has been suggested [25, 67], further research is required to elucidate this potential mechanism.

### DNA glycosylases affect the expression of genes targeted by PRC2 and associated with human cognitive abilities

In the adult brain, PRC2 plays a crucial role in maintaining neuronal function and survival by transcriptionally silencing specific bivalent genes. Mice lacking PRC2 in neurons display signs of progressive neurodegeneration, with altered gene expression linked to Huntington’s disease [68]. In addition, it has been demonstrated that PRC2 is crucial for the activation of microglia and that loss of PRC2 causes changes in neuronal morphology and complex behaviors associated with neurodegenerative diseases [69]. In line with these findings, we found that upon loss of Ogg1 and Mutyh, cell-type specific alterations in gene expression were associated with highly relevant categories for neuronal function and cognition in both neurons and non-neuronal cells. Moreover, a previous study demonstrated that Ogg1 and Mutyh-dependent gene expression changes in a cancer cell line showed the highest enrichment in PRC2 target genes [25]. In the mouse hippocampus, a significant overlap between DEGs and genes harboring the epigenetic mark H3K27me3 has been reported [13]. Consistently, we provide evidence that PRC2 target genes were overrepresented among DEGs, suggesting that DNA glycosylases play a crucial role in regulating their expression. PRC2 is a well-known regulator of cellular differentiation and lineage specification throughout development where disruption of PRC2 regulation results in widespread phenotype changes and developmental delays [54]. Here, we find that the loss of DNA glycosylases results in only mild phenotype alterations and no obvious developmental delays indicating that their role lies in the long-term maintenance of epigenetic marks at PRC2 target genes and the preservation of cellular identity. Maintenance of the neuronal epigenome with age is important for cell-specific functionality and contributes to the integrity of cognitive processes like memory formation over time [70].

In addition, we discovered that gene expression changes within neurons were affecting various metabolic pathways. This association was evident in all DNA glycosylase-deficient mice, but most pronounced in Ogg1 and DKO suggesting that the effect is driven mainly by Ogg1. Our findings are consistent with previous studies indicating that Ogg1 plays a role in regulating cellular energy metabolism [71, 72]. Recent studies have demonstrated the importance of cellular metabolism in the intrinsic activity of neurons and memory formation [73, 74]. Consequently, the deficit in energy metabolism may partially contribute to the memory impairment seen in DKO mice. This is further supported by the strong association of gene expression changes with brain-related diseases and cognitive impairment upon loss of both Ogg1 and Mutyh. Importantly, several genes involved in these pathways are known PRC2 targets.

Notably, analysis of common GWAS variants associated with human cognitive traits and DNA glycosylase-regulated genes revealed an enrichment of genes linked to cognitive performance, intelligence and hippocampal volume. Hippocampal volume has been linked to various cognitive functions including processing speed, working memory, spatial navigation and abstract reasoning [75]. Interestingly, we identified the strongest enrichment of genes associated with cognitive performance among the downregulated genes in NeuN- nuclei of DKO, indicating that DNA glycosylases contribute to human cognition partly through glial cells. In the brain, all major types of glial cells have been found to impact neuronal signaling and synaptic transmission through various mechanisms [76–79]. A strong enrichment of common GWAS variants associated with bipolar disorder was identified across various DEG sets of single KOs and DKO. Bipolar disorders are a class of affect disorders characterized by biphasic episodes of mania and depression. Cognitive symptoms are highly prevalent in patients with bipolar disorder, emerging at the onset of symptoms and worsening as the disease progresses or becomes more severe [80]. Intriguingly, BER has been implicated in bipolar disorder, with studies showing that OGG1 is downregulated in a cohort of bipolar disorder patients [81]. Furthermore, a previous study demonstrated that single nucleotide polymorphisms (SNPs) in OGG1 and MUTYH are associated with depression, further emphasizing a significant role of DNA glycosylases in affect regulation and mental health [82]. Although the association with bipolar disorder was significant for DEG sets of single KOs and DKO, the most pronounced enrichment occurring in NeuN- nuclei of DKO, suggesting an additive effect resulting from the simultaneous depletion of Ogg1 and Mutyh.

In conclusion, our results indicate that Ogg1 and Mutyh cooperate with PRC2 to modulate the epigenome and, consequently, gene transcription in neurons and non-neuronal cells of the adult hippocampus. We therefore propose a novel role for Ogg1 and Mutyh beyond DNA repair in the epigenetic and transcriptional control of PRC2 target genes that are crucial for neuronal function and signaling. Notably, we observed the most pronounced molecular differences in DKO, which is in line with our finding that only the simultaneous deletion of Ogg1 and Mutyh results in impaired memory formation. In contrast, the absence of Ogg1 or Mutyh in single knockout mice showed no noticeable phenotypic effect on memory formation. 

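In the RNA data, DKO was also compared with each single knockout. In NeuN+, 65 genes were DEGs between DKO and Ogg1-/- (16 higher and 49 lower in DKO), 42 between DKO and Mutyh-/- (10 higher and 32 lower) and 146 between Ogg1-/- and Mutyh-/- (76 higher and 70 lower in Ogg1-/-). In NeuN-, these numbers were 42 (9 higher and 33 lower), 39 (9 higher and 30 lower) and 166 (92 higher and 74 lower). The number for DKO against Mutyh-/- in NeuN- moved most, to 2 genes when only these genotypes were fitted and to 160 with the likelihood ratio test.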

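Whether the RNA changes in DKO differed from the sum of those in the single knockouts was tested for each gene as the log2 fold change in DKO minus the log2 fold changes in Ogg1-/- and Mutyh-/-. At an adjusted p under 0.05, 48 genes departed from additivity in NeuN+ (8 above and 40 below the sum) and 39 in NeuN- (9 above and 30 below), while 2397 and 2550 genes had an unadjusted p under 0.05. Without the low-count filter the number in NeuN+ was 116, its largest shift. Of the genes below or above the sum, 26 in NeuN+ and 20 in NeuN- lay between 41255767 and 43256432 on chromosome 4, in a cluster of related gene copies whose counts are uncertain. One of them, Gm17081, departed by -7.15 on the log2 scale in NeuN+ (standard error 0.39, adjusted p = 3.19e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of 3.08 in Mutyh-/-, 4.93 in Ogg1-/- and 0.85 in DKO. The largest positive departures in NeuN+ came from genes lower in all 3 knockouts at a single locus on chromosome X. They were Gm15726 (5.33), Gm15247 (4.87), G530011O06Rik (2.94) and Mid1 (2.33, standard error 0.11, adjusted p = 4.46e-09 by the same test). The other genes lie within Mid1, so their counts are uncertain and they are not separate departures.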

Alterations in the epigenome and RNA expression occurred across all genotypes but varied in magnitude, suggesting that Ogg1 and Mutyh have an independent but synergistic effect on gene regulation underlying memory formation. Consistently, human genetic data revealed a previously undescribed link between DNA glycosylases and the etiology of higher cognitive functions and bipolar disorder. Hence, it will be intriguing to explore the role of Ogg1 and Mutyh in epigenetic maintenance underlying neurocognitive and psychiatric disorders. Future studies are needed to elucidate the full mechanisms by which DNA glycosylases Ogg1 and Mutyh cooperate with PRC2 to shape the epigenetic landscape in the brain. A better understanding of DNA glycosylases function in brain-related diseases could pave the way for novel therapeutic interventions.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All genomic data produced in the present project (Bisulfite-seq data, ChIP-seq and RNA-seq) have been deposited in the NCBI GEO database under accession number GSE272603.

# Supplementary material for: DNA glycosylases Ogg1 and Mutyh influence gene expression of PRC2 targets associated with cognition
**Source:** Cell Mol Life Sci. 2025 Aug 8;82(1):307. doi: 10.1007/s00018-025-05730-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

## **Supplementary Material**

### **DNA glycosylases Ogg1 and Mutyh influence gene expression of PRC2 targets associated with cognition**

Andreas Abentung, Teri Sakshaug, Rabina Dumar, Nina-Beate Liabakk, Mingyi Yang, Junbai Wang, Magnar Bjørås and Katja Scheffler

**Supplementary table 1+2**

**Supplementary figures 1- 12**

| Antibody   | Raised in | Company        | #      | Chromatin Input | Ab used per IP reaction |
|------------|-----------|----------------|--------|-----------------|-------------------------|
| H3K27trime | mouse     | Abcam          | ab6002 | 2 µg            | 5 µg                    |
| H3K4trime  | rabbit    | Abcam          | ab8580 | 2 µg            | 5 µg                    |
| Suz12      | rabbit    | Cell Signaling | #3737S | 4.5 µg          | 1 µg                    |

**Supplementary Table 1. Antibody list and chromatin input for chromatin Immunoprecipitation**

|       |                                    | Cognitive Performance |       | Intelligence |       | Hippocampal Volume |       | Bipolar |       | Stroke |       | Dementia |       | ASD    |       | Type II Diabetes |       |
|-------|------------------------------------|-----------------------|-------|--------------|-------|--------------------|-------|---------|-------|--------|-------|----------|-------|--------|-------|------------------|-------|
|       |                                    | Beta                  | Pval  | Beta         | Pval  | Beta               | Pval  | Beta    | Pval  | Beta   | Pval  | Beta     | Pval  | Beta   | Pval  | Beta             | Pval  |
|       | DKO All DEGs                       | -0.008                | 0.607 | 0.013        | 0.331 | 0.039              | 0.041 | 0.041   | 0.052 | -0.033 | 0.903 | -0.024   | 0.812 | -0.021 | 0.792 | 0.016            | 0.324 |
|       | DKO Downregulated                  | -0.014                | 0.662 | 0.017        | 0.297 | 0.029              | 0.115 | 0.051   | 0.033 | -0.041 | 0.932 | -0.024   | 0.790 | -0.030 | 0.861 | 0.012            | 0.379 |
|       | DKO Upregulated                    | 0.020                 | 0.391 | -0.010       | 0.555 | 0.082              | 0.065 | -0.010  | 0.563 | 0.012  | 0.425 | -0.021   | 0.629 | 0.031  | 0.315 | 0.041            | 0.330 |
|       | Mutyh <sup>-/-</sup> All DEGs      | 0.000                 | 0.496 | -0.013       | 0.699 | 0.023              | 0.102 | 0.021   | 0.150 | -0.013 | 0.746 | -0.003   | 0.546 | -0.015 | 0.757 | 0.001            | 0.488 |
| NeuN+ | Mutyh <sup>-/-</sup> Downregulated | -0.008                | 0.618 | -0.010       | 0.636 | 0.002              | 0.451 | 0.044   | 0.030 | -0.043 | 0.968 | -0.001   | 0.519 | -0.009 | 0.649 | -0.011           | 0.630 |
|       | Mutyh <sup>-/-</sup> Upregulated   | 0.026                 | 0.297 | -0.019       | 0.659 | 0.078              | 0.012 | -0.047  | 0.883 | 0.072  | 0.032 | -0.006   | 0.554 | -0.029 | 0.760 | 0.039            | 0.254 |
|       | Ogg1 <sup>-/-</sup> All DEGs       | 0.012                 | 0.359 | 0.028        | 0.186 | 0.025              | 0.141 | 0.048   | 0.038 | -0.008 | 0.613 | 0.010    | 0.369 | -0.004 | 0.560 | 0.031            | 0.216 |
|       | Ogg1 <sup>-/-</sup> Downregulated  | 0.032                 | 0.187 | 0.027        | 0.210 | 0.027              | 0.145 | 0.049   | 0.045 | -0.032 | 0.869 | 0.022    | 0.240 | -0.005 | 0.570 | 0.040            | 0.168 |
|       | Ogg1 <sup>-/-</sup> Upregulated    | -0.092                | 0.873 | 0.028        | 0.361 | 0.013              | 0.408 | 0.032   | 0.312 | 0.125  | 0.029 | -0.055   | 0.781 | 0.002  | 0.486 | -0.029           | 0.612 |
|       | DKO All DEGs                       | 0.005                 | 0.437 | -0.002       | 0.530 | 0.010              | 0.313 | 0.041   | 0.041 | -0.040 | 0.955 | -0.047   | 0.972 | -0.018 | 0.771 | 0.005            | 0.443 |
|       | DKO Downregulated                  | 0.096                 | 0.014 | 0.077        | 0.031 | -0.042             | 0.926 | 0.091   | 0.005 | -0.070 | 0.979 | -0.084   | 0.988 | 0.034  | 0.169 | 0.029            | 0.281 |
|       | DKO Upregulated                    | -0.066                | 0.958 | -0.064       | 0.959 | 0.051              | 0.026 | 0.001   | 0.481 | -0.013 | 0.666 | -0.016   | 0.693 | -0.056 | 0.964 | -0.012           | 0.617 |
|       | Mutyh <sup>-/-</sup> All DEGs      | 0.045                 | 0.058 | 0.012        | 0.327 | -0.009             | 0.678 | 0.032   | 0.081 | 0.003  | 0.448 | -0.033   | 0.908 | 0.009  | 0.354 | 0.037            | 0.129 |
| NeuN- | Mutyh <sup>-/-</sup> Downregulated | 0.076                 | 0.011 | 0.032        | 0.153 | -0.035             | 0.937 | 0.037   | 0.086 | -0.017 | 0.740 | -0.035   | 0.896 | 0.012  | 0.337 | 0.035            | 0.176 |
|       | Mutyh <sup>-/-</sup> Upregulated   | -0.034                | 0.752 | -0.038       | 0.785 | 0.055              | 0.060 | 0.017   | 0.340 | 0.051  | 0.108 | -0.019   | 0.666 | 0.001  | 0.490 | 0.035            | 0.274 |
|       | Ogg1 <sup>-/-</sup> All DEGs       | 0.041                 | 0.089 | 0.024        | 0.197 | -0.003             | 0.556 | 0.049   | 0.022 | -0.006 | 0.593 | -0.015   | 0.727 | -0.019 | 0.784 | -0.002           | 0.529 |
|       | Ogg1 <sup>-/-</sup> Downregulated  | 0.075                 | 0.024 | 0.034        | 0.170 | -0.023             | 0.812 | 0.064   | 0.020 | -0.012 | 0.649 | -0.067   | 0.981 | -0.004 | 0.550 | 0.020            | 0.322 |
|       | Ogg1 <sup>-/-</sup> Upregulated    | -0.017                | 0.636 | 0.007        | 0.441 | 0.029              | 0.189 | 0.023   | 0.272 | 0.004  | 0.461 | 0.060    | 0.061 | -0.041 | 0.857 | -0.031           | 0.735 |

Supplementary Table 2. MAGMA gene set analysis including p- and BETA values

**A**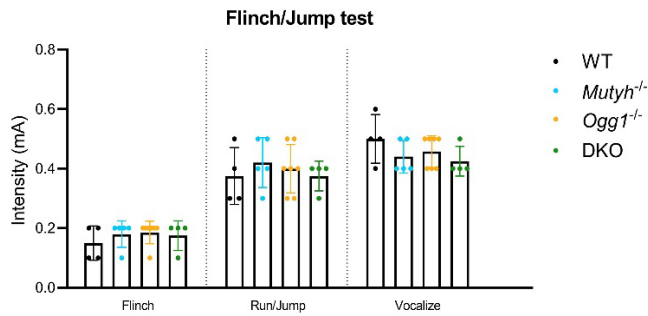**B**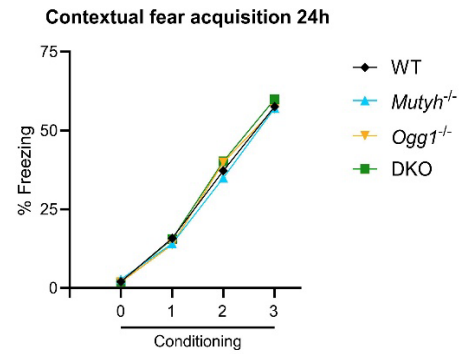

**Supplementary figure 1. DNA glycosylase deficient mice show no abnormalities in the contextual fear paradigm**

(A) DNA glycosylase deficient mice show a normal response to electric foot shock. Flinch/Jump test revealed similar general responses to electric foot shock between *Mutyh*<sup>-/-</sup>, *Ogg1*<sup>-/-</sup> and DKO mice when compared to WT mice (WT, n = 4; *Mutyh*<sup>-/-</sup>, n = 5; *Ogg1*<sup>-/-</sup>, n = 7; DKO, n = 4). Mice were scored based on their first visible response to the foot shock (flinch), their first pronounced motor response (run or jump), and their first vocalized distress as described in Materials and Methods. Data are presented as mean ± SEM, n values refer to the number of mice. (B) In the contextual fear conditioning paradigm, DNA glycosylase deficient mice showed similar levels of freezing to WT during the fear-acquisition phase. Average freezing presented per genotype throughout conditioning (0=acclimatisation, 1,2,3=sequential electric foot shocks; WT, n = 11; *Mutyh*<sup>-/-</sup>, n = 9; *Ogg1*<sup>-/-</sup>, n = 10; DKO, n = 9; n values refer to the number of mice).

**A**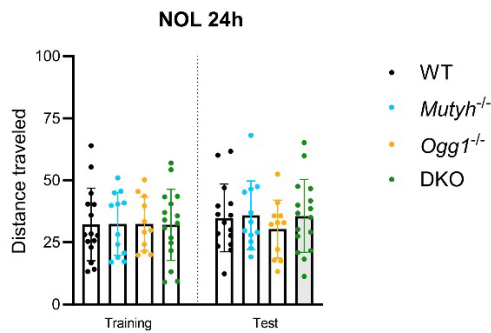**B**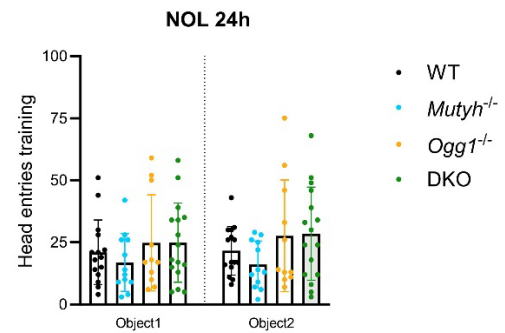**C**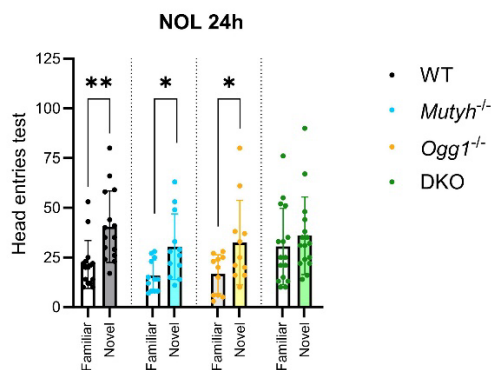

**Supplementary figure 2. Novel object location (NOL) paradigm revealed a difference in head entries for DKO mice during the 24 hour NOL test**

(A) Analysis of the distance traveled (in meters) during the novel object location paradigm revealed no difference between WT, *Mutyh*<sup>-/-</sup>, *Ogg1*<sup>-/-</sup> and DKO mice during training and the 24 hours test (WT, n = 15; *Mutyh*<sup>-/-</sup>, n = 12; *Ogg1*<sup>-/-</sup>, n = 11; DKO, n = 16; n values refer to the number of mice). (B) Head entries examined during training indicated that DNA glycosylase deficient and WT mice (n = 15) had no preference for either of the objects (*Mutyh*<sup>-/-</sup>, n = 12; *Ogg1*<sup>-/-</sup>, n = 11; DKO, n = 16). (C) During the NOL test for 24 hours WT, *Mutyh*<sup>-/-</sup>, *Ogg1*<sup>-/-</sup> showed a significant increase in head entries for the novel object. Head entries examined for DKO mice revealed no difference between the familiar and the novel object (Student's t-test, WT, n = 15, p = 0.002; *Mutyh*<sup>-/-</sup>, n = 12, p = 0.0114; *Ogg1*<sup>-/-</sup>, n = 11, p = 0.0355; DKO, n = 16, p = 0.4379). Data are presented as mean ± SEM, n values refer to the number of mice, \*p < 0.05.

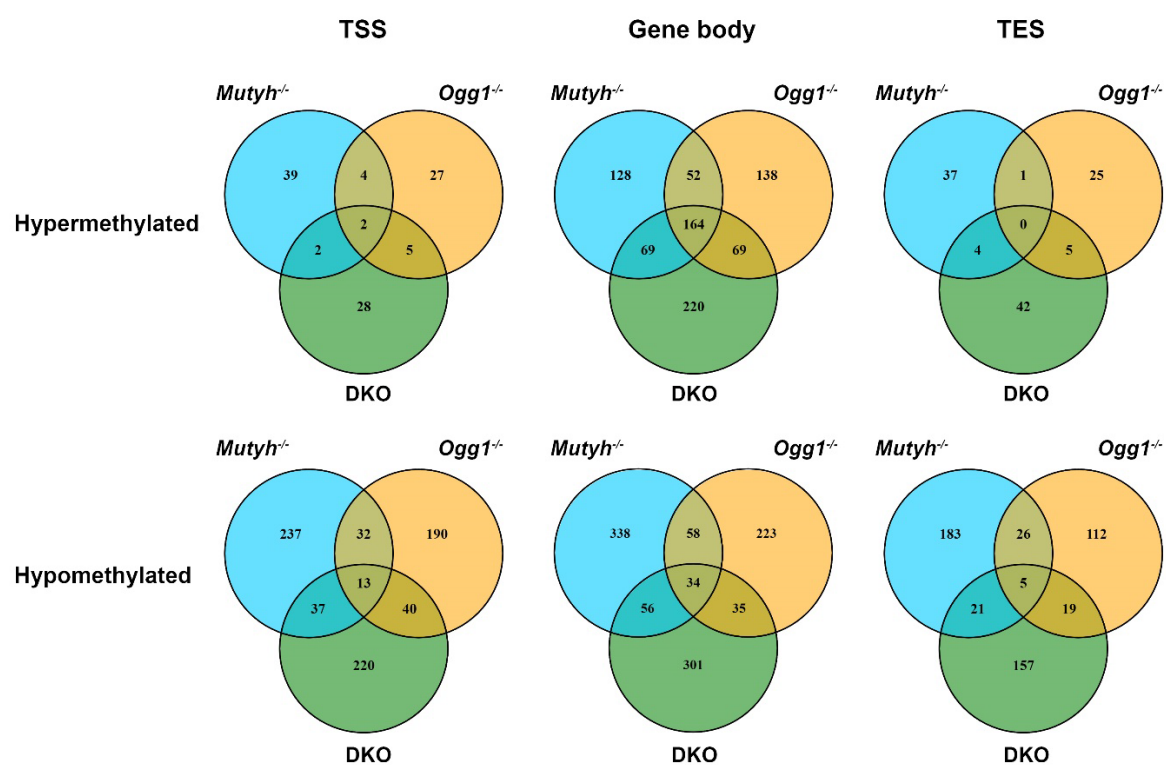

**Supplementary figure 3. Overlap of DNA Methylation across genotypes**

Venn diagrams depict the overlap of DNA methylation among genotypes for either hyper- or hypomethylated sites at the transcription start site (TSS), gene body and transcription end site (TES).

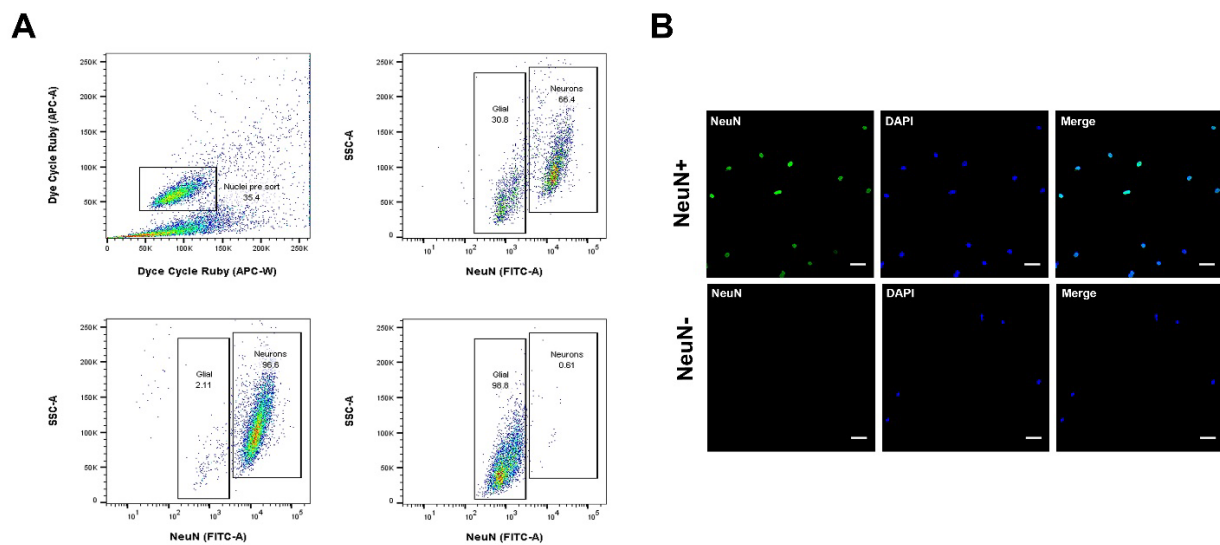

#### Supplementary figure 4. Fluorescence activated nuclear sorting (FANS) of cell type-specific nuclei

(A) FANS profiles for Dye cycle Ruby and NeuN demonstrating the gating strategy during the sorting (top). Purity of the sorting process was confirmed by probing the sorted cell populations after sorting (bottom). Percentage of the filtered population are indicated within the channel. Similar results were obtained for all three independent experiments. (B) Confocal images of nuclei to confirm the purity of NeuN+ and NeuN- nuclei after sorting (Scale bar = 30  $\mu$ m).

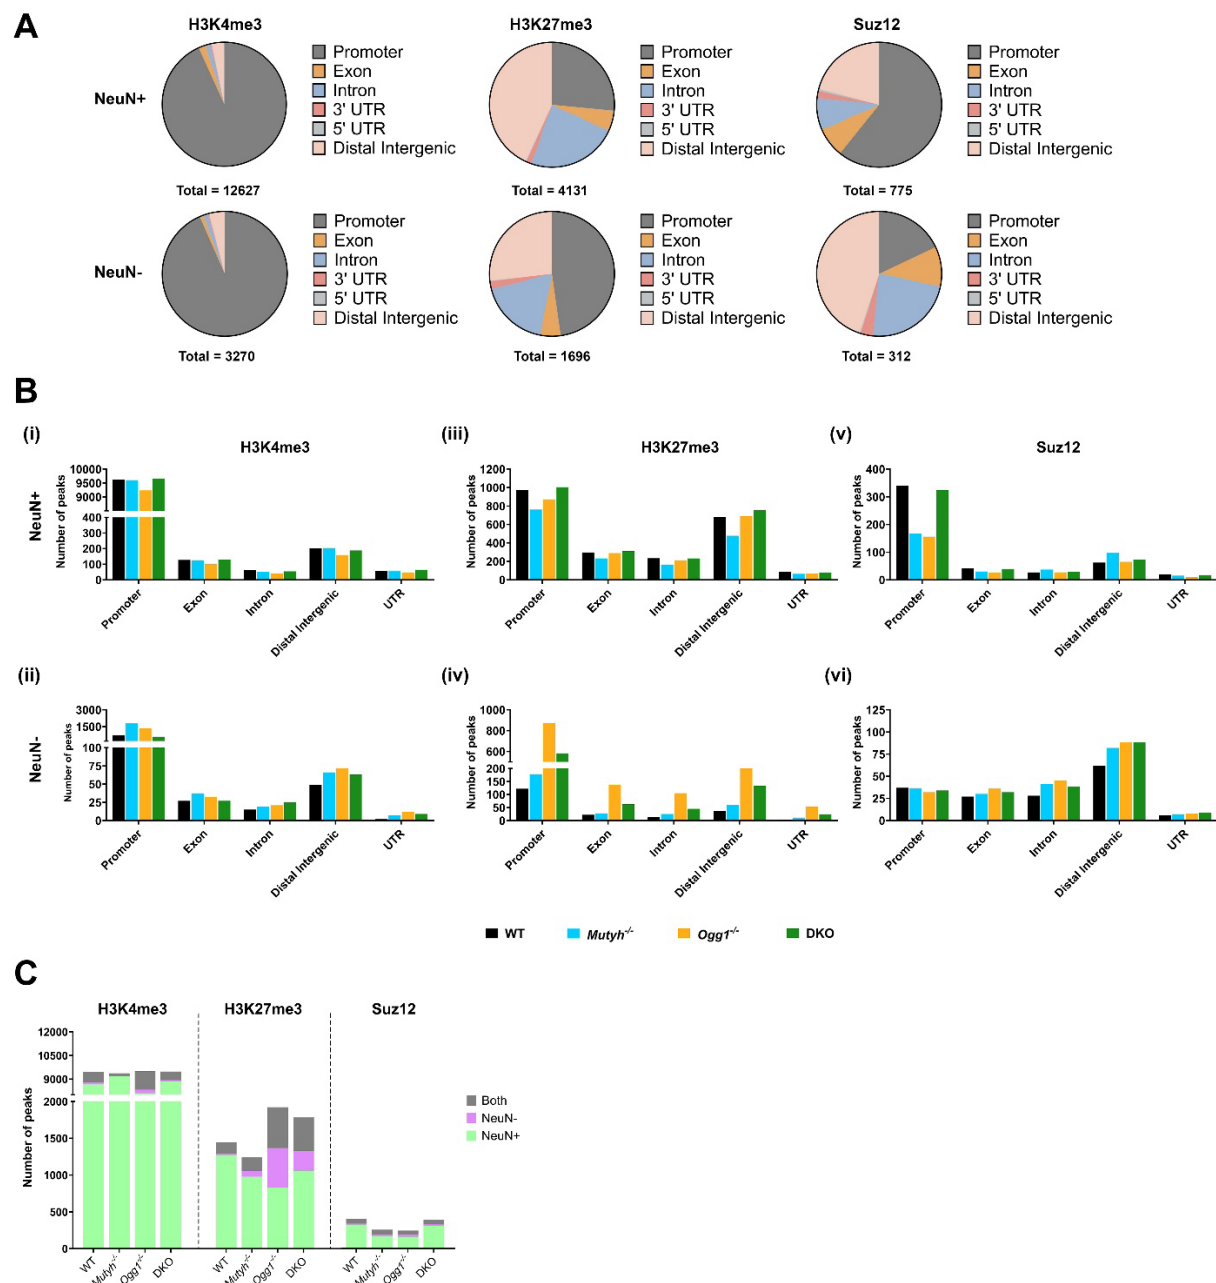

**Supplementary figure 5. Characterization of identified consensus peaks**

(A) Pie charts demonstrating the genomic annotation of total consensus peaks. (B) Genomic annotations of consensus peaks for H3K4me3 (i), H3K27me3 (ii) and Suz12 (iii) in either the NeuN+ or NeuN- populations of WT, *Mutyh*<sup>-/-</sup>, *Ogg1*<sup>-/-</sup> and DKO. (C) Cell-type specific distribution of consensus peaks for H3K4me3, H3K27me3 and Suz12 across the hippocampus of WT, *Mutyh*<sup>-/-</sup>, *Ogg1*<sup>-/-</sup> and DKO mice.

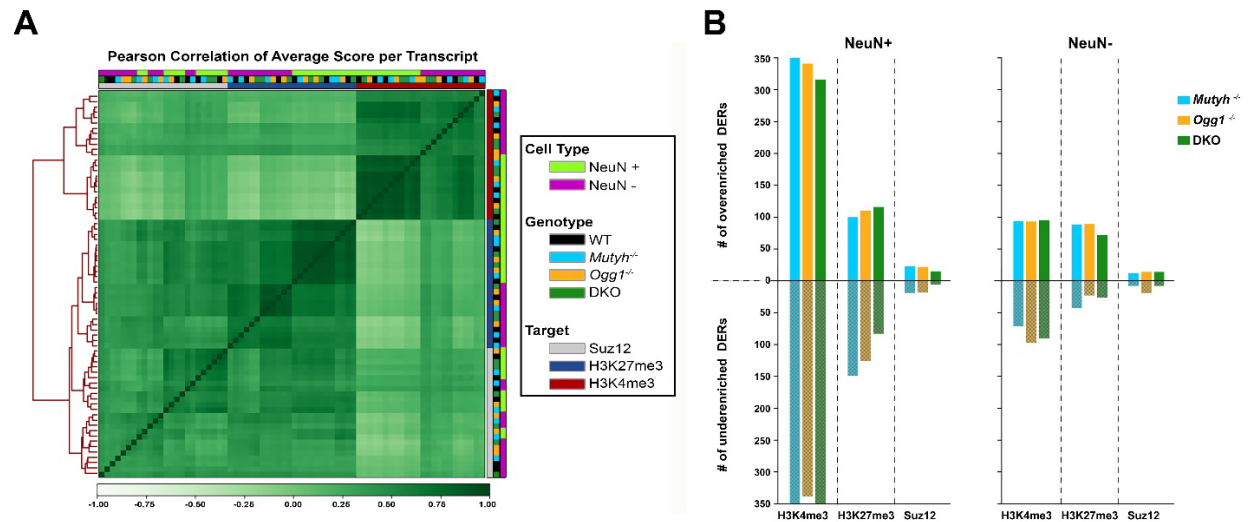

**Supplementary figure 6. Characterization of H3K4me3, H3K27me3 and Suz12 occupancy**

(A) Correlation heatmap with hierarchical clustering of read densities for H3K4me3, H3K27me3 and Suz12 replicates for NeuN+ and NeuN-. (B) Number of differentially enriched regions for H3K4me3, H3K27me3 and Suz12 either over-enriched or under-enriched for NeuN+ and NeuN-.

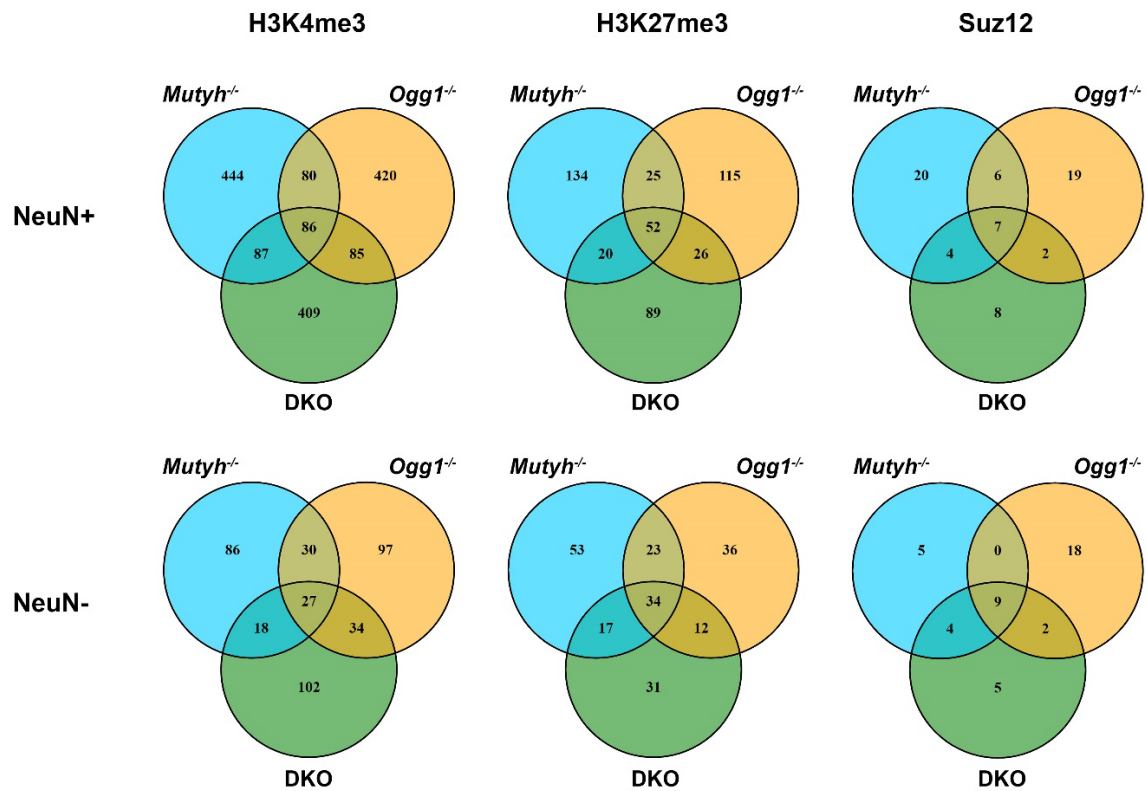

**Supplementary figure 7. Overlap of H3K4me3, H3K27me3 and Suz12 occupancy across genotypes**

Venn diagrams illustrate the intersection of H3K4me3, H3K27me3, and Suz12 occupancy across genotypes for both neurons and non-neuronal cells.

**A**

(i)

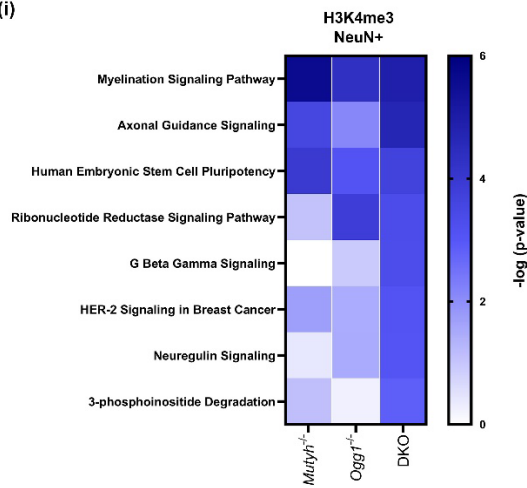

(ii)

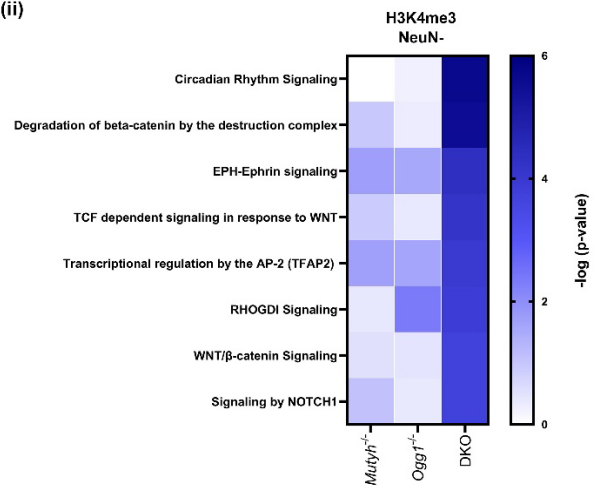

**B**

(i)

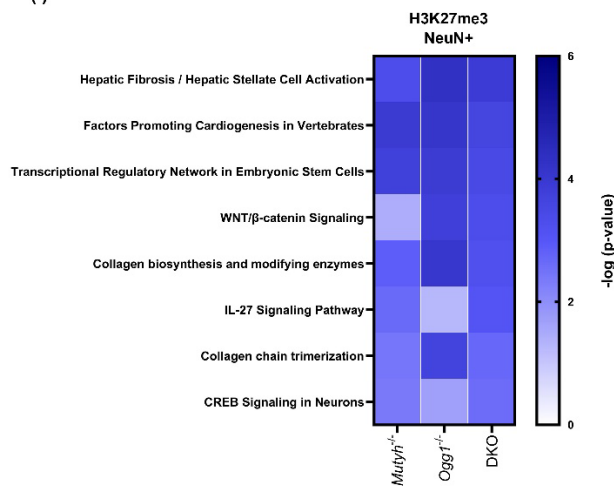

(ii)

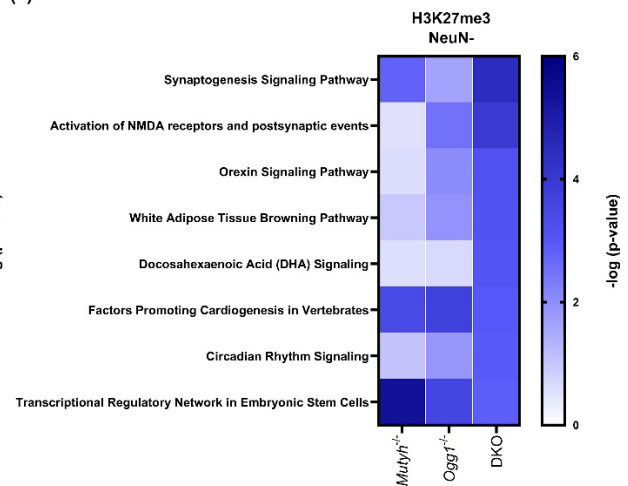

**Supplementary figure 8. Pathways for differentially enriched regions for H3K4me3 and H3K27me3**

(A) Pathways ( $-\log_{10}(\text{p-value}) < 0.05$ ) identified by Ingenuity pathway analysis of DERs in neurons. (B) Pathways ( $-\log_{10}(\text{p-value}) < 0.05$ ) identified by Ingenuity pathway analysis of DERs in non-neuronal cells.

**A**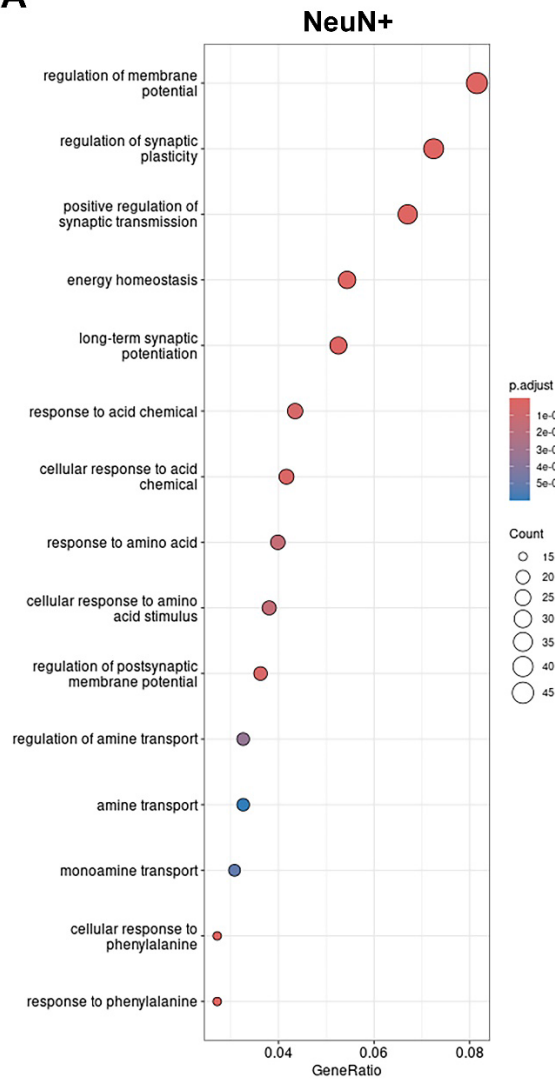**B**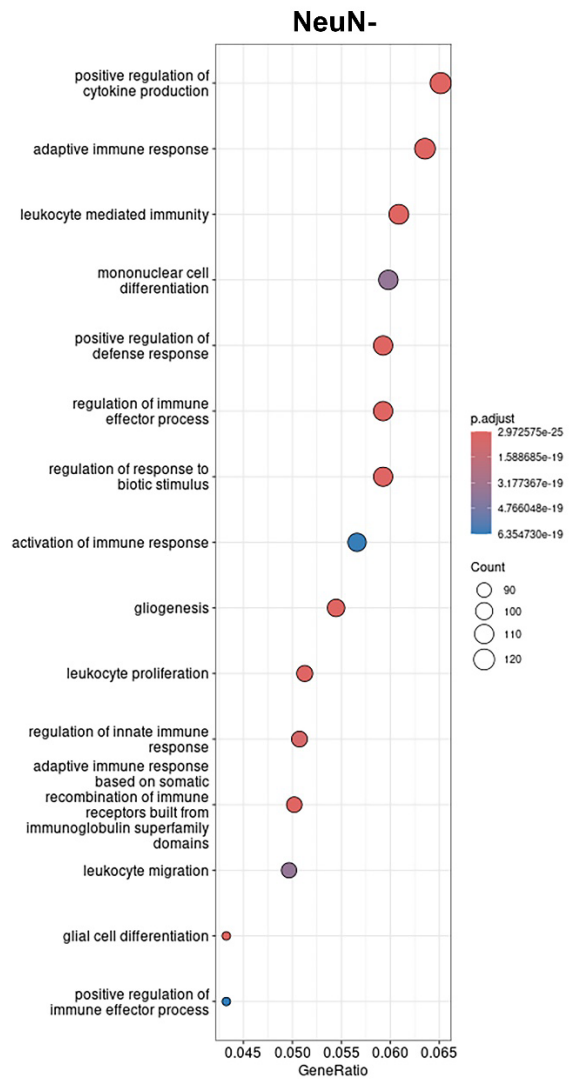

**Supplementary figure 9. Isolation of cell-type specific nuclei by fluorescence activated nuclear sorting (FANS) for RNA-sequencing**

Gene ontology analysis revealed cell-type specific RNA expression in neurons (A) and non-neuronal cells (B) in wild type mice.

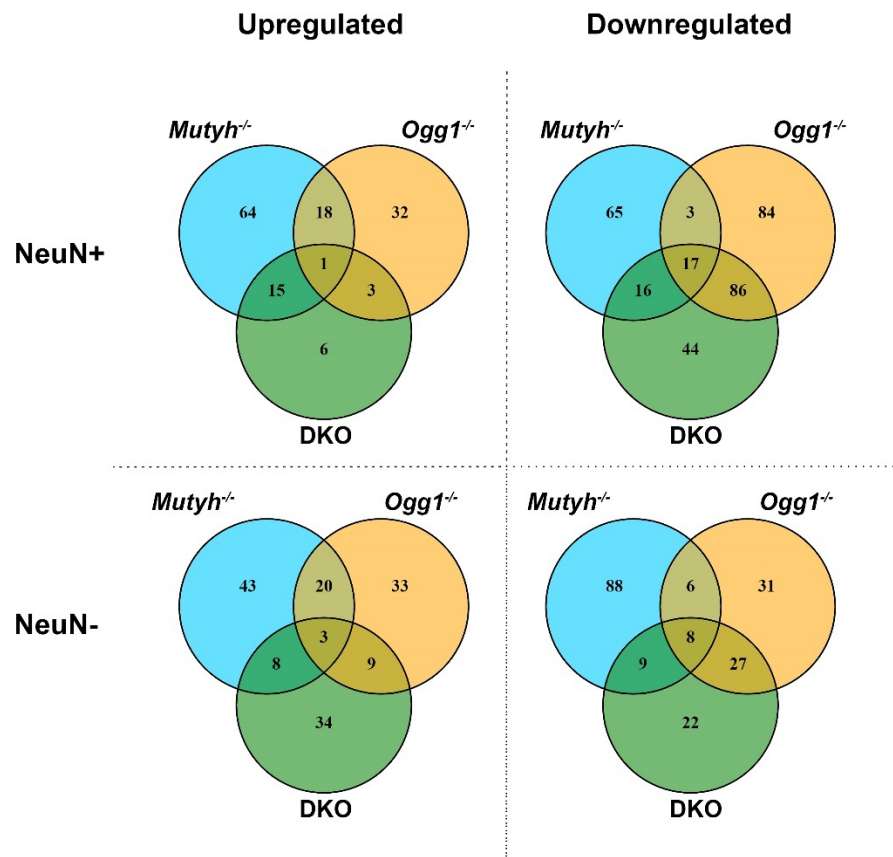

**Supplementary figure 10. Overlap of differentially expressed genes across genotypes**

Venn diagrams depict the overlap of differentially expressed genes that are either up- or downregulated among genotypes in NeuN+ or NeuN-.

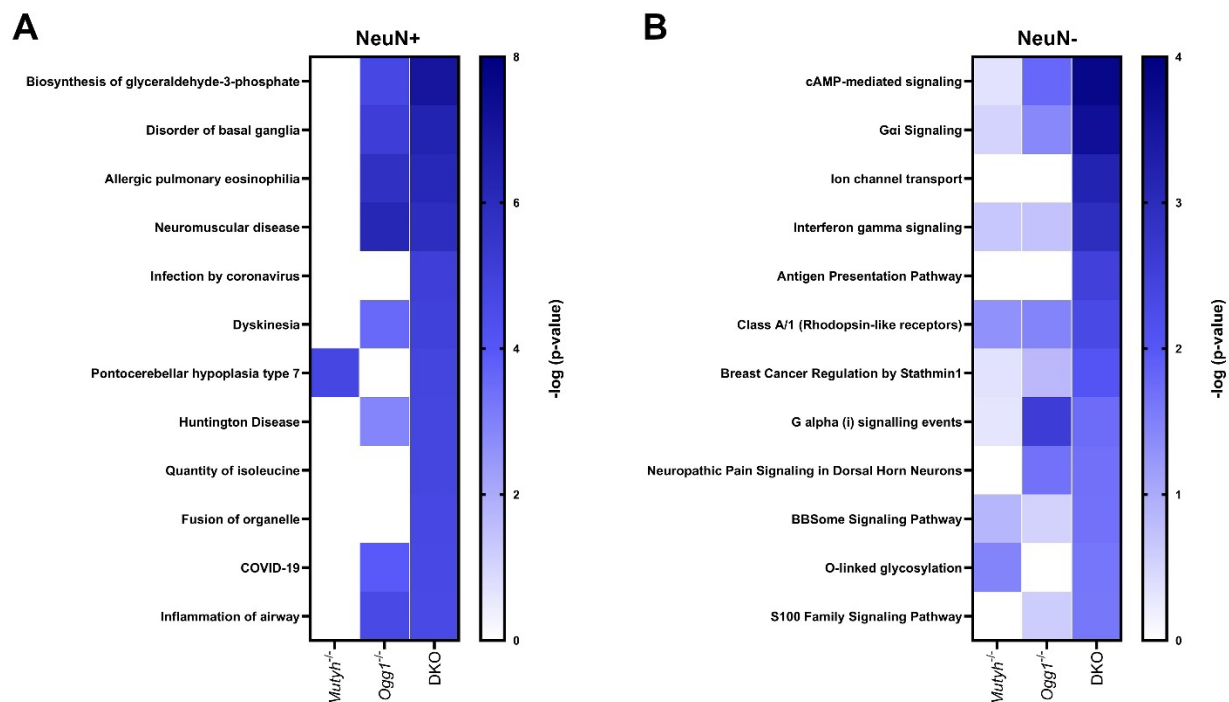

**Supplementary figure 11. Pathways analysis for differentially expressed genes**

(A) Pathways ( $-\log_{10}(\text{p-value}) < 0.05$ ) identified by Ingenuity pathway analysis of differentially expressed genes (DEGs) in non-neuronal cells. (B) Disease and functions ( $-\log_{10}(\text{p-value}) < 0.05$ ) identified by Ingenuity pathway analysis of DEGs in neurons.

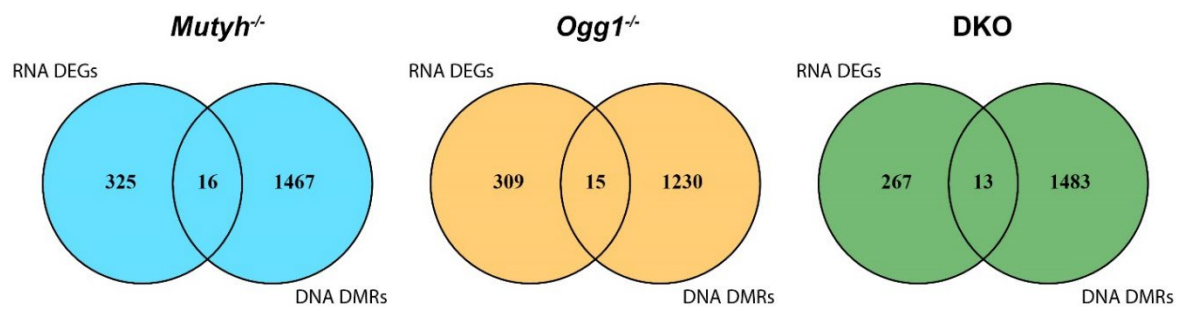

**Supplementary figure 12. Correlation between RNA expression and DNA methylation across genotypes**

Venn diagrams illustrate the overlap of combined gene expression changes (NeuN+ or NeuN-) and DNA methylation for each genotype.

How the deposited data were processed for this re-analysis (not part of the article)

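RNA was measured in nuclei of the hippocampus of male mice aged 6 months, sorted into NeuN+ and NeuN- nuclei, with 3 replicates each of WT, Mutyh-/-, Ogg1-/- and DKO, 24 libraries in all. The authors aligned the read pairs to GRCm38 with Hisat2 and counted properly aligned pairs per gene of Ensembl release 102 with featureCounts, and the values they deposited are these raw counts, 1 column per library, for 55254 genes by symbol. The paper's text does not name the handling of strand, of overlapping genes or of reads that align to several places in this counting, so genes that overlap another gene or its antisense strand, or that have near-identical copies, are uncertain. Total counts ranged from 56563586 to 96192142 per library (median 70434612). Gene-level counts do not show which exons were read.

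Counts were analysed within each cell type with R 4.3.3, edgeR 4.0.16 and limma 3.58.1, whereas the authors used edgeR 3.42.4. Genes with low counts were removed with edgeR's filterByExpr, which left 30132 genes in NeuN+ and 31863 in NeuN-, and TMM factors were used. All 4 genotypes of a cell type were fitted together, and each knockout was compared with WT, and the knockouts with each other, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG has an adjusted p under 0.05 and an absolute log2 fold change above 0.5, as in the paper. The biological coefficient of variation was 0.0823 in NeuN+ and 0.124 in NeuN-. Differences between cell types, and between cell types in the effect of a genotype, came from a fit of all 24 libraries with 33523 genes, with an absolute log2 fold change above 1 for cell-type DEGs. Departure from additivity is the effect in DKO minus the effects in both single knockouts. Gene sets listed by hand were tested with limma's camera at an inter-gene correlation of 0.01. Genes with an absolute log2 fold change above 0.2 and an unadjusted p of at most 0.05 were counted as MAGMA input. Gene positions came from GENCODE vM21 by symbol, and 97.1% of the tested genes of NeuN+ and 96.96% of those of NeuN- had one. Of all genes, about 10% would have 3 and 3 samples that do not overlap by chance.

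Genes are named by a rule set before the data were examined: Ogg1 and Mutyh, genes the paper names in its text or shows in Fig. 6D and Fig. 6E, marker genes, and in each comparison with WT the DEG with the smallest adjusted p in each direction among those whose 3 knockout and 3 WT samples do not overlap. Genes outside the rule, such as Loxl2 and Gm17081, were chosen after their values were seen. The pairing by replicate number comes from the library labels, and whether it names the same animals is not stated there, so it was used only as an alternative. The scripts were tested on simulated counts, whose raised genes had a median log2 fold change of 1.0059 in NeuN+ and 0.9858 in NeuN-. There, the quasi-likelihood test called 85.2% of 196 changed genes and 6 of 29736 unchanged genes in NeuN+. In NeuN-, it called 83.8% of 198 and 9 of 31383, and 0 genes were called between unchanged groups. The likelihood ratio test called nearly the same in simulated NeuN+ counts, 85.2% and 7 genes. In the real NeuN+ comparison of Mutyh-/- with WT, it gave 564 DEGs against 129. The simulation thus lacked what separates these tests in the real counts. Its rates do not measure power or false calls there. Alternatives were other tests (likelihood ratio, exact, DESeq2 1.42.0 with the Wald test), size factors, filters, thresholds, fits of 2 genotypes, the replicate block and fits without 1 replicate. DNA methylation, chromatin, behaviour, pathway annotations and disease gene statistics were not analysed here.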

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

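All tests in this part were chosen only after the result they bear on was seen.

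The effect of a genotype differed between NeuN+ and NeuN- nuclei, by a test of the interaction itself, for 7 genes in Mutyh-/-, 18 in Ogg1-/- and 19 in DKO at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are few genes beside the DEGs of a single cell type, and the count depended on the replicate block, with which it was 31, 26 and 53. For each genotype, 4 splits of the libraries part as many same-numbered pairs as the labels do, and only 1 of the 4, the real one, gave as many interaction genes, the others giving at most 2 in Mutyh-/- and none in Ogg1-/- and DKO, where an unadjusted p under 0.05 was reached by 2377 and 3150 genes with the real labels. With 4 splits, the share cannot fall below 0.25, so grouping by accident cannot be excluded this way. A variant at a few loci, carried along with a targeted allele, would make neighbouring genes change together. In Ogg1-/-, 6 of the 18 interaction genes had another, not overlapping them, within 1 Mb, against a mean of 0.4 in random draws of tested genes (permutation p = 0.002 from 1000 draws), and in DKO 5 of 19 did, against 0.5 (permutation p = 0.004), which is consistent with such loci for part of both lists. In Mutyh-/-, 0 of the 7 had such a neighbour (permutation p = 1.00), so neighbours within 1 Mb do not account for that list, although Mutyh itself, Zfp69 and 1700057H15Rik lie within 8 Mb of each other on chromosome 4, a distance this test does not cover. Among the interaction genes, Mutyh itself responded more in NeuN+ than in NeuN- (interaction 1.28 in Mutyh-/-, adjusted p = 0.0110, and 1.40 in DKO, adjusted p = 0.00184). In Ogg1-/-, Grm7, Gm20387, Wnt5b, Rimklb, Tspan11, Gm15870, Gm44596 and Gm15862 lie on chromosome 6, that of Ogg1, between 110639753 and 128407475. In DKO, Efcab12, Wnt5b, Slc25a18, Tspan11, Gm15870 and Gm44596 lie there too. Trabd2b, Mutyh, Elovl1, Cfap57, Zfp69 and 1700057H15Rik of the DKO list lie on chromosome 4 between 114406724 and 124485959. Variants linked to the targeted alleles over more than 1 Mb are thus not excluded for these genes. A difference in regulation between neurons and glia remains a hypothesis for the genes outside such loci, and since NeuN+ and NeuN- libraries were sequenced on different lanes, it cannot be told apart from a lane effect that differs between genotypes, which was not tested.

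Mutyh RNA, which the paper does not report, was higher where a knockout would be thought to lower it. Its log2 fold change against WT in the libraries labelled Mutyh-/- was 3.15 in NeuN+ and 1.85 in NeuN-, and each of the 6 libraries labelled Mutyh-/- or DKO lay above each of the 6 labelled WT or Ogg1-/- in both cell types. A mislabelled sample would mix these ranges. The lowest library labelled Mutyh-/- or DKO had 6.00 times the CPM of the highest other library in NeuN+ and 2.03 times in NeuN-, so single swapped libraries do not account for the pattern, although a swap of whole genotype groups is not covered by this test. A change of the whole region would move the neighbours too, but the median log2 fold change of the other 60 tested genes within 1 Mb was -0.058 in NeuN+, and that of 67 genes in NeuN- was 0.004. The median covers the region as a whole and not single neighbours. Toe1, which lies next to Mutyh on the other strand (chromosome 4, 116794310 to 116807640), was itself higher in Mutyh-/- of NeuN+ (log2 fold change 0.69, adjusted p = 0.0251 from edgeR's quasi-likelihood test, all 3 libraries above all WT libraries), with 0.13 in NeuN- (adjusted p = 0.381). The change is thus not shown to be limited to Mutyh. A candidate explanation is that the targeted allele is transcribed, for example from an inserted cassette, with reads from the exons that are left, which gene-level counts cannot show and which was not tested beyond these values. Ogg1 RNA did not differ between its knockout and WT, and gene-level counts do not show whether its transcripts are whole.

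Gm17081, an unprocessed pseudogene on chromosome 4 from 42239725 to 42240202, was singled out because it lies outside the genes the paper discusses and its level in Ogg1-/- stood above that of WT, with a log2 fold change of 4.93 in NeuN+ (236.3 ± 6.85 CPM against 7.75 ± 0.0716, SD, n = 3) and 5.24 in NeuN- (119.2 ± 8.81 against 3.15 ± 0.360), and all 3 Ogg1-/- libraries above all WT libraries in both. It rose in Mutyh-/- as well (log2 fold changes of 3.08 and 3.28), while in DKO it was 0.85 and 0.86 (adjusted p = 0.191 and 0.328), where replicate 3 stood above the other 2 libraries in both cell types (23.98 CPM against 8.391 and 9.428 in NeuN+, and 10.32 against 3.457 and 3.619 in NeuN-). It lies in a cluster around Ccl21b. If all reads were counted and had only moved between copies of its genes, the summed count of the cluster would stay the same, but over its 80 genes the log2 ratio of the summed CPM in Ogg1-/- over WT was 1.12 in NeuN+ and 1.09 in NeuN-. However, how reads that align to several places were counted is not known. If they were dropped, sequence differences between copies could by themselves raise the sum, so a mapping cause is not excluded. A germline variant, such as a difference in the number of copies, would raise the same genes by the same factor in both cell types. Of the 74 genes tested in both, 52 were higher in both in Ogg1-/-. Over all 74, the principal axis of the log2 fold changes, NeuN- against NeuN+, had a slope of 1.08, which is not a regression slope. A germline variant could give such a value, but it cannot be told apart from regulation common to both cell types. Since DKO carries the same targeted Ogg1 allele and did not show the rise, an effect of Ogg1 loss alone would have to be absent in DKO.

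Loxl2, on chromosome 14 from 69609068 to 69695834, was likewise singled out as a gene the paper does not discuss. Its log2 fold change in Mutyh-/- was 7.63 in NeuN+ (118 ± 23.1 CPM against 0.591 ± 0.144 in WT, SD, n = 3, adjusted p = 0.00786) and 5.61 in NeuN- (197.8 ± 47.8 against 4.06 ± 0.432, adjusted p = 0.0213), with all 3 Mutyh-/- libraries above all WT libraries. In DKO, 1 library stood out in each cell type, replicate 3 in both. It had 58.8 times the CPM of the next DKO library in NeuN+ and 12.9 times in NeuN-, and it reached 28.9% and 34.6% of the Mutyh-/- mean. A candidate explanation is a pool of nuclei in which some animals carried a germline variant at this locus, which would put the high library under the same replicate number in both cell types, as seen. The pattern had been seen before it was tested, the replicate numbers may name the same pool, and nuclei of another genotype mixed into that pool would look alike, so these cannot be told apart. Replicate 3 of DKO was also the highest DKO library for Gm17081. Mutyh and Loxl2 lie on different chromosomes. Loxl2 did not rise alone in Mutyh-/-. Slc25a37, Entpd4 and Entpd4b, which lie between 69241848 and 69585520 on chromosome 14, were higher DEGs in both cell types. Their log2 fold changes were 1.937, 1.201 and 1.204 in NeuN+, and 1.796, 1.346 and 1.358 in NeuN-. They were picked because they rose, and the genes of this stretch that did not rise were not counted. A variant at this locus could raise neighbours together, but regulation of neighbouring genes together would look the same.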

How the results depend on the processing

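The alternatives were set before the data were examined, except for the covariates, the removal of DEGs within 1 Mb of another DEG and the fits without 1 replicate for the cell-type enriched share and for the DEGs near the targeted genes, which were chosen after seeing the data, and the tests in this part that use them were chosen only after the result was seen. All 102 fits for the MAGMA input genes and 109 of 219 for DEG numbers stayed within 1.5 times of the number given elsewhere, and 394 of 456 for gene sets and 469 of 482 for named genes kept their direction and their side of the threshold. For the DEGs near the targeted genes, only fits without 1 replicate were run. All 36 kept an odds ratio over 1 and a p under 0.05 from Fisher's exact test, but the size was not stable. The odds ratio ranged in NeuN+ from 2.42 to 27.28 in Mutyh-/- (14.67), from 3.57 to 8.83 in Ogg1-/- (4.18) and from 9.34 to 42.54 in DKO (12.95), and in NeuN- from 3.03 to 13.24 (8.30), from 18.78 to 23.73 (21.19) and from 11.04 to 24.10 (32.35), with the value for all replicates in brackets. Where a value below changed, the cause was not tested.

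In each pair of brackets the value of the fit used elsewhere is given. DEG numbers differed as follows. Without the fold change threshold there were 331 for Ogg1-/- (173) and 149 for DKO (91) in NeuN+, and 57 for DKO (37) in NeuN-. At an adjusted p under 0.01 there were 63 for Mutyh-/- (129), 69 for Ogg1-/- (173) and 38 for DKO (91) in NeuN+, and 35 for Mutyh-/- (87) and 20 for DKO (37) in NeuN-. DESeq2's Wald test gave 388 for Mutyh-/- (129), 173 for DKO (91) and 223 for Ogg1-/- against Mutyh-/- (146) in NeuN+, and 231 for Mutyh-/- (87), 179 for Ogg1-/- (73), 178 for DKO (37), 68 for DKO against Ogg1-/- (42), 151 for DKO against Mutyh-/- (39) and 303 for Ogg1-/- against Mutyh-/- (166) in NeuN-. The likelihood ratio test gave 564 for Mutyh-/- (129), 332 for Ogg1-/- (173), 275 for DKO (91), 76 for DKO against Mutyh-/- (42) and 318 for Ogg1-/- against Mutyh-/- (146) in NeuN+, and 239 for Mutyh-/- (87), 168 for Ogg1-/- (73), 174 for DKO (37), 69 for DKO against Ogg1-/- (42), 160 for DKO against Mutyh-/- (39) and 317 for Ogg1-/- against Mutyh-/- (166) in NeuN-. The exact test gave 534 for Mutyh-/- (129), 322 for Ogg1-/- (173), 254 for DKO (91), 68 for DKO against Mutyh-/- (42) and 310 for Ogg1-/- against Mutyh-/- (146) in NeuN+, and 218 for Mutyh-/- (87), 163 for Ogg1-/- (73), 162 for DKO (37), 67 for DKO against Ogg1-/- (42), 147 for DKO against Mutyh-/- (39) and 306 for Ogg1-/- against Mutyh-/- (166) in NeuN-. No low-count filter gave 625 for Mutyh-/- (129), 308 for Ogg1-/- (173), 252 for DKO (91), 93 for DKO against Mutyh-/- (42) and 360 for Ogg1-/- against Mutyh-/- (146) in NeuN+, and 73 for DKO (37) and 73 for DKO against Mutyh-/- (39) in NeuN-. Fits of only the 2 genotypes compared gave 272 for Mutyh-/- (129), 305 for Ogg1-/- (173), 140 for DKO (91) and 16 for DKO against Mutyh-/- (42) in NeuN+, and 147 for Ogg1-/- (73), 10 for DKO (37), 25 for DKO against Ogg1-/- (42) and 2 for DKO against Mutyh-/- (39) in NeuN-. Leaving out genes near Ogg1 and Mutyh gave 55 for DKO (91) in NeuN+, and 17 for DKO (37) in NeuN-.

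Of the alternatives chosen after seeing the data, the mitochondrial-genome copy as covariate gave DEG numbers of 54 for Ogg1-/- (173) and 27 for DKO (91) in NeuN+, and 6 for Mutyh-/- (87) and 42 for Ogg1-/- (73) in NeuN-. The neuronal markers as covariate gave 249 for Ogg1-/- (73) and 561 for DKO (37) in NeuN-. Leaving out DEGs within 1 Mb of another DEG gave 58 for Mutyh-/- (129), 86 for Ogg1-/- (173) and 57 for DKO (91) in NeuN+, and 40 for Mutyh-/- (87), 23 for Ogg1-/- (73) and 14 for DKO (37) in NeuN-. The likewise added fits without 1 replicate gave cell-type enriched shares from 39.5% to 59.2% for NeuN+ and 61.0% to 76.3% for NeuN-.

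With the replicate number as a block, DEG numbers were 171 for DKO (91) in NeuN+, and 63 for DKO (37) in NeuN-, the share lower than WT in NeuN+ was 69.9% (156 higher and 363 lower, against 161 and 232), shared lower DEGs of Ogg1-/- and DKO in NeuN+ were 111 (49), and interaction genes were 31 for Mutyh-/- (7) and 53 for DKO (19). The NMDA receptor list in Mutyh-/- of NeuN- passed with the block (median log2 fold change of -0.053, adjusted p = 0.0303 from camera with Benjamini-Hochberg adjustment, against -0.049 and 0.0594). Within a cell type, same-numbered samples did not deviate together (correlations of -0.005 in NeuN+ and 0.046 in NeuN-).

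The share lower than WT in NeuN+ (59.0%) was 67.5% without the fold change threshold, 41.2% at an adjusted p under 0.01 (100 higher and 70 lower) and 41.8% with the mitochondrial covariate (149 and 107), and that in NeuN- (43.7%) was 34.9% (71 and 38) and 35.9% (50 and 28) under the last 2. The share of DEGs in both cell types, in percent, was 10.7 for Mutyh-/- (24.1) and 14.6 for Ogg1-/- (20.0) with DESeq2's Wald test, 10.0 for Mutyh-/- (24.1) and 13.4 for Ogg1-/- (20.0) with the likelihood ratio test, 10.1 for Mutyh-/- (24.1) and 13.8 for Ogg1-/- (20.0) with the exact test, 8.0 for Mutyh-/- (24.1) and 13.8 for Ogg1-/- (20.0) with no low-count filter and 15.3 for Mutyh-/- (24.1), 15.0 for Ogg1-/- (20.0) and 4.2 for DKO (8.5) with only the 2 genotypes. Shared lower DEGs of Ogg1-/- and DKO were 93 for NeuN+ (49) and 42 for NeuN- (14) with DESeq2's Wald test, 125 for NeuN+ (49) and 38 for NeuN- (14) with the likelihood ratio test, 120 for NeuN+ (49) and 37 for NeuN- (14) with the exact test, 109 for NeuN+ (49) with no low-count filter, 95 for NeuN+ (49) and 8 for NeuN- (14) with only the 2 genotypes and 7 for NeuN- (14) with genes near Ogg1 and Mutyh left out. Interaction genes were 64 for Mutyh-/- (7), 44 for Ogg1-/- (18) and 93 for DKO (19) with the likelihood ratio test and 12 for Mutyh-/- (7) and 32 for DKO (19) with no low-count filter. Departures from additivity were 104 for NeuN+ (48) and 95 for NeuN- (39) with the likelihood ratio test and 116 for NeuN+ (48) with no low-count filter. Cell-type DEGs fell to 8615 (14371) with at least 10 counts in every sample. The cell-type enriched share of DEGs was 53.7 for NeuN+ (44.9) and 72.1 for NeuN- (62.5) percent with cell-type DEGs from the other 2 knockouts. That share counts a gene once per genotype, unlike the values in brackets. It was 18.2 for NeuN+ (44.9) and 35.4 for NeuN- (62.5) percent with an absolute log2 fold change over 2 between cell types, with each gene counted once.

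Across the fits that each left out 1 replicate, DEG numbers ranged from 62 to 837 for Mutyh-/- against WT, NeuN+, 70 to 164 for Ogg1-/- against WT, NeuN+, 36 to 137 for DKO against WT, NeuN+, 36 to 74 for DKO against Mutyh-/-, NeuN+, 96 to 521 for Ogg1-/- against Mutyh-/-, NeuN+, 31 to 435 for Mutyh-/- against WT, NeuN-, 19 to 55 for DKO against WT, NeuN-, 4 to 89 for DKO against Mutyh-/-, NeuN- and 66 to 342 for Ogg1-/- against Mutyh-/-, NeuN-. The share lower than WT ranged from 41.0% to 61.0% for NeuN+ and 33.9% to 58.5% for NeuN-, and the share in both cell types from 4.9% to 35.0% for Mutyh-/-, 17.8% to 36.2% for Ogg1-/- and 3.7% to 12.3% for DKO. Shared lower DEGs ranged from 16 to 38 for NeuN+ and 8 to 20 for NeuN-, interaction genes from 2 to 95 for Mutyh-/- and 7 to 115 for DKO, and departures from additivity from 39 to 109 for NeuN+ and 27 to 71 for NeuN-.

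For the gene sets (median log2 fold change and camera p with Benjamini-Hochberg adjustment), camera with an estimated correlation between genes left no longer past the threshold: glycolysis enzymes of NeuN+ -0.233 in Mutyh-/- (adjusted p = 0.155), -0.258 in Ogg1-/- (adjusted p = 0.129) and -0.270 in DKO (adjusted p = 0.124), ribosomal proteins of NeuN+ -0.181 in Mutyh-/- (adjusted p = 0.327), -0.349 in Ogg1-/- (adjusted p = 0.124) and -0.286 in DKO (adjusted p = 0.132), tubulins of NeuN+ -0.323 in Mutyh-/- (adjusted p = 0.155), -0.435 in Ogg1-/- (adjusted p = 0.122) and -0.414 in DKO (adjusted p = 0.122), ribosomal proteins of NeuN- -0.135 in Mutyh-/- (adjusted p = 0.312), -0.210 in Ogg1-/- (adjusted p = 0.136) and -0.199 in DKO (adjusted p = 0.136), tubulins of NeuN- -0.167 in Mutyh-/- (adjusted p = 0.132), -0.360 in Ogg1-/- (adjusted p = 0.122) and -0.319 in DKO (adjusted p = 0.122) and NMDA receptor list of NeuN- -0.049 in Ogg1-/- (adjusted p = 0.225) and -0.055 in DKO (adjusted p = 0.124). Only the 2 genotypes gave NMDA receptor list of NeuN- -0.049 in Ogg1-/- (adjusted p = 0.0648). No low-count filter gave NMDA receptor list of NeuN+ 0.006 in DKO (adjusted p = 0.460).

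Overrepresentation among DEGs could not be found for 12 set comparisons that passed with camera, since these sets held no DEG (odds ratio of 0.00, adjusted p = 1.00 from Fisher's exact test). Of those that held DEGs, all in NeuN+, glycolysis and gluconeogenesis enzymes in DKO had an odds ratio of 42.62 (3 DEGs of 27 genes, adjusted p = 0.00177), tubulins had 35.00 in Ogg1-/- (adjusted p = 0.0167) and 67.37 in DKO (adjusted p = 0.00701), and in Ogg1-/- glycolysis enzymes had 6.69 (adjusted p = 0.576) and ribosomal proteins 6.85 (adjusted p = 0.0664). With the mitochondrial-genome copy as covariate, chosen after seeing the data, the medians were glycolysis enzymes of NeuN+ -0.064 in Mutyh-/- (adjusted p = 0.255), -0.065 in Ogg1-/- (adjusted p = 0.371) and -0.061 in DKO (adjusted p = 0.442), ribosomal proteins of NeuN+ 0.033 in Mutyh-/- (adjusted p = 0.341), -0.047 in Ogg1-/- (adjusted p = 0.428) and 0.033 in DKO (adjusted p = 0.317), tubulins of NeuN+ -0.098 in Mutyh-/- (adjusted p = 0.329), -0.133 in Ogg1-/- (adjusted p = 0.255) and -0.057 in DKO (adjusted p = 0.428), glycolysis enzymes of NeuN- 0.053 in Mutyh-/- (adjusted p = 0.329) and 0.007 in Ogg1-/- (adjusted p = 0.639), ribosomal proteins of NeuN- 0.020 in Mutyh-/- (adjusted p = 0.350) and -0.058 in Ogg1-/- (adjusted p = 0.182), tubulins of NeuN- 0.010 in Mutyh-/- (adjusted p = 0.980) and -0.109 in Ogg1-/- (adjusted p = 0.182) and NMDA receptor list of NeuN- -0.071 in Ogg1-/- (adjusted p = 0.255). Across the fits that each left out 1 replicate, the medians ranged from -0.051 to 0.014 for NMDA receptor list of Mutyh-/- NeuN+, -0.052 to 0.004 for NMDA receptor list of Ogg1-/- NeuN+, -0.021 to 0.004 for NMDA receptor list of DKO NeuN+, -0.071 to 0.045 for glycolysis enzymes of Mutyh-/- NeuN-, -0.095 to -0.033 for NMDA receptor list of Mutyh-/- NeuN- and -0.071 to -0.032 for NMDA receptor list of Ogg1-/- NeuN-.

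Ogg1 changed sign in fits without 1 replicate, at -0.07 in Ogg1-/- and -0.10 and -0.02 in DKO of NeuN+ and at -0.03 and -0.02 in Ogg1-/- of NeuN-, as did Grin1 in DKO of NeuN+ at -0.03, each from a value near 0. Without 1 replicate, Ogg1 ranged from -0.07 to 0.16 in Ogg1-/- and from -0.10 to 0.13 in DKO of NeuN+ and from -0.03 to 0.05 in Ogg1-/- of NeuN-, and Grin1 from -0.03 to 0.06. Of the other named genes, 5 values were weaker, all of Grm7 in DKO of NeuN-, whose adjusted p ranged from 3.55e-08 to 0.0913, and 2 were stronger, both of Glis1 in DKO of NeuN+. Mutyh in the libraries labelled Mutyh-/- kept its direction and passed in every fit (3.09 to 3.22 in NeuN+ and 1.79 to 1.91 in NeuN- without 1 replicate).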

Differences from the paper's values

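The paper's text gives 454 genes lower than WT in NeuN+, summed over the 3 genotypes, against 232 here. Of the alternatives set before the data were examined, dropping the fold change threshold gave 454, fitting only the 2 genotypes compared gave 449, DESeq2's Wald test 470, the replicate block 363, edgeR's exact test 659 and no low-count filter 644, and these fell within 1.5 times of the paper's value. The likelihood ratio test gave 697, at least 10 counts in every sample 243, the newer quasi-likelihood fit of edgeR 245, DESeq2's size factors 229, leaving out genes near Ogg1 and Mutyh 181 and an adjusted p under 0.01 70, and these did not close the gap. For genes higher than WT in NeuN+, the paper's value is 177 against 161 here. Some alternatives that closed the gap for lower genes opened one here. These were fitting only the 2 genotypes (268), DESeq2's Wald test (329), the exact test (451) and no low-count filter (541). Dropping the fold change threshold (219) and the replicate block (156) did not.

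For genes higher than WT in NeuN-, the paper's value is 193 against 111 here. No fold change threshold (140), no low-count filter (155), fitting only the 2 genotypes (146) and the exact test (275) closed the gap. DESeq2's Wald test (321), the likelihood ratio test (294), the replicate block (122), the newer quasi-likelihood fit (115), DESeq2's size factors (113), at least 10 counts in every sample (103), leaving out genes near Ogg1 and Mutyh (92) and an adjusted p under 0.01 (71) did not. For genes lower than WT in NeuN-, the paper's value is 249 against 86 here. DESeq2's Wald test (267), the exact test (268) and the likelihood ratio test (287) closed the gap. Fitting only the 2 genotypes (131), no low-count filter (129), no fold change threshold (128), the newer quasi-likelihood fit (101), the replicate block (100), DESeq2's size factors (85), at least 10 counts in every sample (77), leaving out genes near Ogg1 and Mutyh (58) and an adjusted p under 0.01 (38) did not.

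When each replicate was left out in turn, the gap also closed for lower genes in NeuN+ without DKO replicate 1 (307) and without DKO replicate 3 (303), for higher genes in NeuN- without Mutyh-/- replicate 3 (233) and without DKO replicate 3 (154), and for lower genes in NeuN- without Mutyh-/- replicate 3 (329).

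In the following, the numbers from other alternatives are of fits that keep all replicates. Read by eye from Fig. 5B, the paper's lower DEGs in NeuN+ are about 100 in Mutyh-/-, about 190 in Ogg1-/- and about 160 in DKO, against 40, 118 and 74 here. In Mutyh-/-, no fold change threshold (67), DESeq2's Wald test (145) and fitting only the 2 genotypes (97) closed the gap, and the others did not (16 to 252). In Ogg1-/-, DESeq2's Wald test (184), the replicate block (178), the newer quasi-likelihood fit (134), no low-count filter (221), the exact test (228), fitting only the 2 genotypes (231), the likelihood ratio test (234) and no fold change threshold (263) closed it, and the others did not (28 to 124). In DKO, fitting only the 2 genotypes (121), no fold change threshold (124), DESeq2's Wald test (141), the replicate block (149), no low-count filter (171), the exact test (204) and the likelihood ratio test (220) closed it, and the others did not (26 to 77).

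In NeuN-, Fig. 5B shows about 110 lower DEGs in Mutyh-/-, against 34 here, and DESeq2's Wald test (109), the exact test (113) and the likelihood ratio test (123) closed the gap, while the others did not (6 to 59). In Ogg1-/-, it shows about 65 higher and about 72 lower DEGs, against 41 and 32 here. For the higher ones, no low-count filter (52), no fold change threshold (58), fitting only the 2 genotypes (83), the exact test (88) and the likelihood ratio test (90) closed the gap, and the others did not (33 to 108). It also closed without WT replicate 3 (48) and without Ogg1-/- replicate 3 (50). For the lower ones, no fold change threshold (51), fitting only the 2 genotypes (64), DESeq2's Wald test (71), the exact test (75) and the likelihood ratio test (78) closed it, and the others did not (21 to 45). In DKO, Fig. 5B shows about 54 higher and about 66 lower DEGs, against 17 and 20 here. No low-count filter (37) closed the gap for the higher ones, and the others did not (2 to 91). The exact test (80), the likelihood ratio test (86) and DESeq2's Wald test (87) closed it for the lower ones, and the others did not (8 to 37).

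Supplementary Fig. 10 shows about 100 lower genes shared by Ogg1-/- and DKO in NeuN+ and about 35 in NeuN-, against 49 and 14 here. In NeuN+, DESeq2's Wald test (93), fitting only the 2 genotypes (95), no low-count filter (109), the replicate block (111), the exact test (120) and the likelihood ratio test (125) closed the gap, and the others did not (35 to 49). In NeuN-, the exact test (37), the likelihood ratio test (38) and DESeq2's Wald test (42) closed it, and the others did not (7 to 20).

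The paper states that DEGs were primarily lower in non-neuronal cells, whereas the share lower than WT in NeuN- was 43.7% here, between 34.9% and 49.4% over the alternatives that keep all replicates, and between 33.9% and 58.5% when each replicate was left out in turn, the highest without Mutyh-/- replicate 3. The paper names the DKO as the genotype with the most pronounced molecular differences, a statement not limited to RNA or to DEG numbers. Fig. 5B shows about 98 higher and 100 lower DEGs in NeuN+ of Mutyh-/-, 54 and 190 in Ogg1-/-, and 25 and 160 in DKO. In NeuN-, it shows about 74 and 110, 65 and 72, and 54 and 66. By these numbers, read by eye, the DKO has the fewest DEGs in the paper as well. The DKO also had the fewest DEGs here, 91 in NeuN+ and 37 in NeuN-. This order changed with the replicate block in NeuN+ (171 in DKO, 113 in Mutyh-/-), with the likelihood ratio test in NeuN- (174 in DKO, 168 in Ogg1-/-), and in NeuN- with the covariates chosen after seeing the data, the neuronal markers (561 in DKO, 249 in Ogg1-/-) and the mitochondrial-genome copy (30 in DKO, 6 in Mutyh-/-). At an unadjusted p under 0.05, DKO had more genes than Ogg1-/- in both cell types (4064 against 3718 and 3940 against 3768). Without DKO replicate 1, DKO had 137 DEGs in NeuN+ (50 higher and 87 lower). In that fit, the 3 genotypes summed to 306 higher and 307 lower genes (161 and 232 with all replicates). The other genotypes together thus rose as well, and this fit does not show a change of order. The paper gives NMDA receptor pathways their strongest enrichment in DKO. Here, the NMDA receptor list had an adjusted p of 0.281 in DKO of NeuN+ (camera with Benjamini-Hochberg adjustment). In NeuN-, the adjusted p was smallest in DKO, at 1.99e-04 against 0.0229 in Ogg1-/- and 0.0594 in Mutyh-/-, and with the estimated correlation it was 0.124 in DKO. The paper gives Grin1, Hdac4, Sema4c and Glis1 higher RNA in DKO neurons, and here their log2 fold changes were 0.01, 0.11, 0.13 and 0.28 with adjusted p-values of 0.953, 0.325, 0.691 and 0.163 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glis1 passed an adjusted p under 0.05, at a log2 fold change under 0.5, without the low-count filter (adjusted p = 0.0406) and with DESeq2's Wald test, and over all alternatives its adjusted p ranged up to 0.383. It gives Npr3 and Wnt6 elevated RNA in non-neuronal cells. Their log2 fold changes in DKO were 0.54 and 0.93 with adjusted p-values of 0.454 and 0.473, between 0.262 and 0.919 and between 0.290 and 1.00 over the alternatives.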

Other observations

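In this part, the tests around the targeted genes, the test with different WT libraries and the splits of the DEG numbers against WT were planned before the data were examined, and all other tests were chosen only after the result was seen.

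DEGs were more frequent within 10 Mb of the targeted genes than elsewhere. In NeuN+, 17 of the 123 DEGs of Mutyh-/- with a position (other than the targeted gene) lay within 10 Mb of Mutyh, an odds ratio of 14.67 (p = 5.73e-14 from Fisher's exact test, two-sided), 5 of 164 in Ogg1-/- lay near Ogg1 (odds ratio 4.18, p = 0.00845), and 17 of 87 in DKO lay near either (odds ratio 12.95, p = 5.90e-13). In NeuN-, the odds ratios were 8.30 in Mutyh-/- (Fisher's exact test, p = 4.14e-05), 21.19 in Ogg1-/- (p = 1.98e-09) and 32.35 in DKO (p = 2.65e-14). This is consistent with variants of the strain in which the alleles were made that are still linked to them. A regional effect of the targeted allele itself was not tested and would look the same. When the fit was repeated without the genes near Ogg1 and Mutyh, 100 of 129, 163 of 173 and 55 of 91 DEGs remained in NeuN+, and 70 of 87, 63 of 73 and 17 of 37 in NeuN-. The DEGs lost were more than those near the targeted genes, as some DEGs elsewhere no longer passed in the repeated fit.

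DEGs also lay close to each other, those near the targeted genes included. Another DEG, not overlapping the first, lay within 1 Mb for 64 of 124 DEGs of Mutyh-/-, 79 of 164 of Ogg1-/- and 33 of 88 of DKO in NeuN+, against means of 18.2, 31.2 and 9.6 in 1000 random draws of as many tested genes, and for 43 of 81, 48 of 67 and 23 of 35 in NeuN-, against 7.8, 5.5 and 1.6. In each of these 6 tests no draw reached the real number (permutation p = 0.001, the smallest p that 1000 draws can give). Genes that departed from additivity were more clustered still, with 36 of 44 in NeuN+ and 29 of 35 in NeuN- (random means 2.4 and 1.5, permutation p = 0.001 in both, again the smallest possible). This is consistent with variants at a few loci, which would reach all genes of a locus at once. Regulation of neighbouring genes together cannot be told apart from it here. 1 such locus was the chromosome 4 cluster around Ccl21b, which held 31 of the Ogg1-/- DEGs of NeuN+ and 22 of those of NeuN-.

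Splits of the libraries that part as many same-numbered pairs as the labels do number 4 for each comparison, the real one included, so a share under 0.05 cannot be reached. For DEGs against WT, only the real split, 1 of 4, gave as many DEGs in each of the 6 comparisons, the others giving at most 1. The same 1 of 4 held for DKO against Ogg1-/- and for Ogg1-/- against Mutyh-/- in both cell types and for DKO against Mutyh-/- in NeuN-, where the other splits gave none (at an unadjusted p under 0.05, the real split gave 1285, 3816, 1383, 3652 and 3507 genes). For DKO against Mutyh-/- in NeuN+, 2 of 4 did, since another split gave 44 DEGs against the real 42, so that number may not reflect the genotype. For the genes selected as MAGMA input, 1 of 4 splits reached the real number in each of the 6 comparisons, although others came to 3536 genes in Mutyh-/- of NeuN+ and 3137 in NeuN-. For the difference between WT NeuN+ and NeuN-, 1 of 4 did, and the others gave no gene, against 24892 genes with an unadjusted p under 0.05 in the real split. For the 4 gene sets, the number with an unadjusted camera p under 0.05 was reached by 2 of 4 splits in each genotype of NeuN+ and by 2 in Mutyh-/-, 3 in Ogg1-/- and 1 in DKO of NeuN-. The small camera p-values at a claim therefore may arise between groups that mix genotypes. For the departure from additivity, 40 of the 108 reassignments of genotypes within replicate numbers were drawn, and 2 of the 40 reached the real number in each cell type, a share of 0.05, with up to 1679 genes in NeuN+ and 294 in NeuN- in the other one and a median of 0 over the rest, where the real labels gave 2397 and 2550 genes with an unadjusted p under 0.05. None of the drawn reassignments kept whole genotypes together. The one with 1679 genes shared its grouping with the labels in 1 of the 3 replicate numbers and the one with 294 in 2, so the latter is in part the real grouping. By this test alone, grouping by accident is not excluded for the number of departures. The summed CPM of the chromosome 4 cluster, which holds 26 of the departing genes of NeuN+, did not overlap between Ogg1-/- (5526.3 to 5834.1) and DKO (2653.2 to 2849.0).

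Library size did not account for the DEG numbers. With every library thinned to the smallest total of its cell type, there were 179 DEGs in Mutyh-/-, 172 in Ogg1-/- and 98 in DKO of NeuN+ (129, 173 and 91 with all counts), and 76, 80 and 35 in NeuN- (87, 73 and 37), each within 1.5 times of the number with all counts. The shared WT libraries did not account for all of the similarity of Ogg1-/- and DKO. With different WT libraries, the median correlation of their log2 fold changes across genes was 0.24 in NeuN+ and 0.27 in NeuN-. With the same ones, it was 0.61 and 0.59. Each genotype had fewer WT libraries when these differed, which by itself adds noise and lowers the correlation. The size of the fall therefore does not measure the effect of sharing.

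Genes lower than WT may reflect how much cytoplasmic RNA came along with the sorted nuclei. The counts on a copy of the mitochondrial genome on chromosome 1, which takes up reads of mitochondrial RNA, were used as a score. In NeuN+ it was 7.22 ± 0.17 log2 CPM in WT (SD, n = 3), 6.54 ± 0.46 in Mutyh-/-, 6.22 ± 0.29 in Ogg1-/- and 6.12 ± 0.30 in DKO. In NeuN- it was 8.11 ± 0.02, 7.71 ± 0.23, 7.75 ± 0.06 and 7.80 ± 0.16. Within genotypes, where the genotype cannot produce it, the lower DEGs of NeuN+ followed this score with a median correlation of 0.62 in Ogg1-/- and 0.50 in DKO, against 0.02 and 0.00 for expression-matched random lists (permutation p = 0.001 in both, the smallest that 1000 lists can give). This is consistent with less cytoplasmic RNA in the sorted nuclei as a contribution to the lower DEGs of these genotypes. It was not seen for Mutyh-/- of NeuN+ (-0.09, permutation p = 0.780) or in NeuN- (0.11 in Mutyh-/-, p = 0.100, -0.01 in Ogg1-/-, p = 0.650, and 0.19 in DKO, p = 0.0830). With the score as a covariate, the median log2 fold change of the cytosolic ribosomal protein genes in DKO moved from -0.286 to 0.033 in NeuN+ and from -0.199 to -0.079 in NeuN-, which is consistent with the same explanation. Because the score itself differs between WT and the knockouts, the covariate also removes part of any genotype effect, and the lower RNA of these genes cannot be told apart from either. Fewer neuronal nuclei in the NeuN- fraction would make its lower DEGs follow the neuronal markers, which they did not (median correlations of -0.11 in Mutyh-/-, -0.31 in Ogg1-/- and -0.31 in DKO, permutation p = 0.880, 0.990 and 0.970). In NeuN-, these markers averaged 5.98 ± 0.14 log2 CPM in WT (SD, n = 3). They were lower in Mutyh-/- (5.80 ± 0.14), Ogg1-/- (5.75 ± 0.12) and DKO (5.72 ± 0.18), with libraries that overlapped WT. The correlations cover the lower DEGs only, so fewer neuronal nuclei are not excluded for the NMDA receptor and tubulin genes of NeuN-.

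Grm7, whose lower RNA in NeuN- the paper relates to DNA methylation, lies 1.76 Mb from Ogg1. A linked variant on the Ogg1 allele would lower it in Ogg1-/- and DKO and leave Mutyh-/- unchanged. In Mutyh-/- the log2 fold change was -0.22 with all 3 libraries below all WT libraries (unadjusted p = 0.0181, adjusted p = 0.269), against -0.87 in Ogg1-/-. This change in Mutyh-/- did not pass the adjusted p, and 19.2% of all tested genes had 3 and 3 libraries that do not overlap in this comparison, so it does not exclude a linked variant, which may account for the lower Grm7 RNA in the genotypes that carry the Ogg1 allele.

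Values that belong at no claim follow. The core subunits of PRC2 (4 genes) gave no DEG in any genotype of either cell type, with log2 fold changes from -0.07 to 0.17, and in NeuN+ 1 gene in Mutyh-/-, none in Ogg1-/- and 1 in DKO had an unadjusted p under 0.05, as did 1 gene in Mutyh-/- of NeuN-. Mid1 on chromosome X was lower in all 3 knockouts in both cell types. In NeuN+ it had 68.55 ± 5.198 CPM in WT, 14.42 ± 0.7715 in Mutyh-/-, 13.36 ± 0.5359 in Ogg1-/- and 14.13 ± 1.403 in DKO. In NeuN- it had 87.0 ± 5.28 CPM in WT, 43.5 ± 5.23 in Mutyh-/-, 59.4 ± 2.90 in Ogg1-/- and 55.5 ± 14.9 in DKO (SD, n = 3), and no explanation was tested.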
